# Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury

**DOI:** 10.1371/journal.pone.0053230

**Published:** 2013-01-09

**Authors:** Helen L. Hellmich, Daniel R. Rojo, Maria-Adelaide Micci, Stacy L. Sell, Deborah R. Boone, Jeanna M. Crookshanks, Douglas S. DeWitt, Brent E. Masel, Donald S. Prough

## Abstract

Developing new pharmacotherapies for traumatic brain injury (TBI) requires elucidation of the neuroprotective mechanisms of many structurally and functionally diverse compounds. To test our hypothesis that diverse neuroprotective drugs similarly affect common gene targets after TBI, we compared the effects of two drugs, metyrapone (MT) and carbenoxolone (CB), which, though used clinically for noncognitive conditions, improved learning and memory in rats and humans. Although structurally different, both MT and CB inhibit a common molecular target, 11β hydroxysteroid dehydrogenase type 1, which converts inactive cortisone to cortisol, thereby effectively reducing glucocorticoid levels. We examined injury-induced signaling pathways to determine how the effects of these two compounds correlate with pro-survival effects in surviving neurons of the injured rat hippocampus. We found that treatment of TBI rats with MT or CB acutely induced in hippocampal neurons transcriptional profiles that were remarkably similar (i.e., a coordinated attenuation of gene expression across multiple injury-induced cell signaling networks). We also found, to a lesser extent, a coordinated increase in cell survival signals. Analysis of injury-induced gene expression altered by MT and CB provided additional insight into the protective effects of each. Both drugs attenuated expression of genes in the apoptosis, death receptor and stress signaling pathways, as well as multiple genes in the oxidative phosphorylation pathway such as subunits of NADH dehydrogenase (Complex1), cytochrome c oxidase (Complex IV) and ATP synthase (Complex V). This suggests an overall inhibition of mitochondrial function. Complex 1 is the primary source of reactive oxygen species in the mitochondrial oxidative phosphorylation pathway, thus linking the protective effects of these drugs to a reduction in oxidative stress. The net effect of the drug-induced transcriptional changes observed here indicates that suppressing expression of potentially harmful genes, and also, surprisingly, reduced expression of pro-survival genes may be a hallmark of neuroprotective therapeutic effects.

## Introduction

To date, all pharmacotherapeutic agents in clinical trials for treatment of traumatic brain injury (TBI) have failed to show efficacy, suggesting a need for more effective pre-clinical screening of novel therapeutic compounds [1]. Significant factors that contribute to lifelong disability after TBI are learning and memory deficits associated with damage to the hippocampus. Thus, our screening efforts focused on compounds that provide neuroprotection in the hippocampus [2]. Although the large group of compounds that have been shown to reduce neuronal damage in animal models of hippocampal injury are structurally and functionally diverse and target multiple cell signaling pathways [3], their common neuroprotective effects suggest a common mechanism of action. Elucidating the common pro-survival mechanisms shared by these drugs could provide selective criteria to choose compounds as potential treatments for TBI. Rather than a reductionist gene-by-gene strategy, recent advances in systems biology allow us to interrogate disease-relevant networks on a genome-wide scale [4], [5]. Systematically comparing common changes in cell signaling pathways generated by otherwise diverse neuroprotective compounds could provide useful mechanistic insights into the essential elements of neuroprotection.

Ideally, in order to counteract hippocampal dysfunction, an effective therapeutic agent would have both neuroprotective and nootropic (memory and cognitive enhancing) properties. In order to focus on the drug-induced alterations in known cell signaling pathways, as opposed to the functional consequences of drug treatment, we investigated two compounds, metyrapone (MT) and carbenoxolone (CB), that possess neuroprotective and nootropic properties but have been used clinically for nonneurologic indications. Metyrapone is used to test for adrenal insufficiency [6] and CB—a derivative of 18-glycyrrhetinic acid and a mineralocorticoid agonist—has been used for a variety of purposes, including treatment of peptic ulcers [7]. Both exert their neuroprotective and memory enhancing effects, in part, by inhibition of a common molecular target. Each compound inhibits the gene coding for 11β hydroxysteroid dehydrogenase type 1 (11βHSD1), which converts inactive cortisone to active cortisol in the brain [8], [9]. Both also act through additional unidentified cellular signals [10], [11]. Chronically elevated cortisol levels are traditionally associated with both hippocampal atrophy and hippocampal-dependent learning and memory deficits in aging humans [12]. Thus, both the effects of MT on improving memory consolidation and retrieval in rats [13], [14], and CB on improving verbal fluency and memory in normal and diabetic elderly men [9] imply that these effects are mediated through inhibition of 11βHSD1 [12].

Additionally, glucocorticoid-mediated oxidative damage in the rat hippocampus has been associated with cognitive deficits [15]. Other studies have also shown that injury- and stress-induced release of glucocorticoids increases glutamate release in the prefrontal cortex and hippocampus. Through stimulation of endocannabinoids, glucocorticoids also influence GABAergic, noradrenergic, cholinergic and serotonergic neurotransmission in the brain [16]. However, other reported pro-survival effects of CB and MT appear to be mediated by divergent mechanisms. For example, CB is often associated with induction of heat shock proteins and non-gap junction mediated effects on synaptic transmission [17]–[19]. Similarly, MT is found to influence sleep, depression, cytochrome P450 genes, and cyclic AMP response element binding protein [8], [20]–[23]. These effects provide evidence that these two drugs have multiple mechanisms of action associated with their neuroprotective and nootropic effects.

Although both MT and CB have undesirable side-effects that preclude their long-term clinical use [24]–[26], their beneficial effects may still be useful as short-term treatments acutely after TBI. In the present study, these drugs served as a training set to test our hypothesis that neuroprotective drugs that reduce neuronal damage in the hippocampus would alter TBI-induced gene expression in an identifiable pattern of cell signaling pathways associated with cell survival or cell death. We addressed this hypothesis using gene expression analysis of laser-captured pure populations of surviving hippocampal CA3 neurons. We used Ingenuity pathway analysis to examine changes in injury-induced cell signaling pathways associated with MT and CB treatment. We then compared these data to similar data obtained from separate pure populations of dying or degenerating neurons [27]. Because previous studies showing neuroprotection with MT have used a pre-treatment regimen [10], and we wanted to produce similar protective effects, we administered both drugs before TBI and estimated neuronal damage by counting degenerating, Fluoro-Jade-positive hippocampal neurons 24 hours after TBI.

We found that the protective effects of MT and CB in the injured rat hippocampus were associated with similar patterns of changes in injury-induced gene expression, i.e., reduced oxidative stress response, suppressed expression of potentially harmful genes and, surprisingly, reduced expression of pro-survival genes.

## Materials and Methods

### Animals

Adult male Sprague-Dawley rats (400–500 g) from Charles River (Portland, Maine) were housed two per cage with food and water *ad libitum* in a *vivarium* with these constant conditions: light cycle (6:00–18:00) temperature (21°C–23°C), and humidity (40%–50%). All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Texas Medical Branch, Galveston, Texas, and conducted according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals (8^th^ Edition, National Research Council).

### Experimental Design

Rats were randomly assigned to one of four treatment groups (n = 6 per group). All treatments were administered 30 min prior to moderate TBI: 1) sham injury plus saline (0.1 ml/kg sc; SHAM); 2) moderate TBI plus saline (0.1 ml/kg sc; TBI); 3) moderate TBI plus metyrapone (100 mg/kg; TBI+MT); 4) moderate TBI plus carbenoxolone (30 mg/kg; TBI+CB). Brains were collected at 4 and 24 h post surgery, immediately frozen on dry ice and stored at −80°C for later Fluoro-Jade (FJ) staining and laser capture microdissection (LCM) for gene expression analysis.

### Fluid percussion traumatic brain injury

Moderate fluid percussion TBI was performed as previously described [28], [29]. Rats were anesthetized with 4% isoflurane, intubated, and mechanically ventilated (NEMI Scientific; New England Medical Instruments, Medway, MA) with 1.5–2.0% isoflurane in oxygen∶air (70∶30), and received either moderate (1.8–2.0 atm) fluid-percussion TBI or sham injury (surgical preparation without TBI). Rectal temperature was monitored using a Physitemp Thermalert Model TH-8 (Physitemp Instruments, Inc., Clifton, NJ), and maintained at 37°C throughout the procedure, using a thermostatically controlled water blanket (Gaymar Industries, Inc., Orchard Park, NY).

### Fluoro-Jade (FJ) staining

Brains were embedded in OCT and 10 µm sections were stained with 0.001% FJ and counterstained with 1% cresyl violet. FJ-positive neurons in the CA1–CA3 hippocampal subfields were counted as previously described [30].

### Laser Capture Microdissection

Using a PixCell IIe laser capture microscope with an infrared diode laser (MDS Analytical Technologies, Sunnyvale, CA), we located surviving, FJ-negative neurons that were adjacent to dying, FJ-positive neurons as described in Rojo *et al.* [27]. We obtained pools of surviving, FJ-negative neurons from the CA3 region of the hippocampus for microarray analysis. To minimize contamination from adjacent dying neurons, surviving neurons from the ipsilateral hippocampus (directly under the injury site) were captured using the smallest laser spot size (7.5 micron) with a power setting of 75–100 mW and pulse duration of 0.45–0.85 ms. These last two settings were adjusted, as necessary, for optimal cell capture. Hippocampal neurons are estimated to be 20–30 µm in diameter, thus we calculated that 3 captures would yield the total RNA equivalent of one whole neuron, so 200 cell equivalents represent a total of 600 captures. Approximately 200 FJ-negative pyramidal neurons were collected from the CA3 region of each rat and a total of approximately 600 neurons were pooled for each of two biological replicates (n = 3 rats per replicate).

### Microarray Analysis

Total RNA was prepared using the RNAqueous Micro kit (Ambion), and the RNA samples were sent to GenUs BioSystems (Northbrook, IL) for microarray analysis using 35,000-gene rat CodeLink oligonucleotide microarrays. Biotin-labeled cRNA was prepared by linear amplification of the poly(A)+ RNA population within the total RNA sample. Briefly, 100–500 pg of total RNA for each sample (quantified using Agilent Bioanalyzer) was amplified using the Arcturus RiboAmp HS kit (Molecular Devices). After a second round of cDNA synthesis and purification of double-stranded cDNA, *in vitro* transcription was performed using T7 RNA polymerase in the presence of biotinylated UTP. 10 µg of purified cRNA was fragmented to uniform size and applied to CodeLink Bioarrays (GE Healthcare) in hybridization buffer. Arrays were hybridized at 37°C for 20 h in a shaking incubator. Arrays were washed in 0.75× TNT at 46°C for 1 h and stained with Cy5-Streptavidin dye conjugate for 30 min. Dried arrays were scanned with a GenePix™ 4000B scanner.

Each biological replicate sample was hybridized to duplicate arrays. Thus, a total of 32 arrays representing 4 and 24 h time points after TBI were processed with CodeLink Expression Analysis software (GE Healthcare), and data were normalized, filtered, and queried for gene ontology category enrichment with GeneSpring software (Agilent Technologies). To compare individual expression values across arrays, raw intensity data from each probe (generated from CodeLink Expression 4.0 software) was normalized to the median intensity of the array. Only genes with normalized expression values greater than background intensity in at least one condition were used for further analysis. The starting gene list was further limited by only including genes with technical and sample replicate values having less than 2-fold variation. The resulting qualified gene list was used in individual treatment comparisons to determine genes that were differentially expressed across treatments.

### Data analysis

#### Neuronal Counting

The numbers of FJ-positive neurons were quantified for each of the four treatment groups and reported as mean +/− SEM and analyzed using analysis of variance (ANOVA) followed by the Bonferroni-Dunn test with α = 0.05. Statistical computations were carried out using PROC GLM in SAS®, Release9.1 [31].

#### Microarray Analysis

Gene expression levels in hippocampal neurons (considered both uninjured and surviving) of sham-injured rats were measured to establish baseline data for comparison of TBI-induced changes in known signaling pathways. All drug-induced gene expression changes in surviving hippocampal neurons were compared to mean gene expression levels in surviving neurons of TBI alone. Both TBI-induced changes >2-fold compared to the sham-injured baseline controls and the drug-treated samples were analyzed in GeneSpring for significant enrichment (hypergeometric p-values <0.05) of Gene Ontology categories as defined by the GO Consortium. All sham-injury and drug-induced gene expression changes >2-fold compared with TBI alone were uploaded into Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA) and mapped to the functional networks available in the Ingenuity Pathway Knowledge Base. Canonical pathway analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the data set. The significance of the association between the data set and the canonical pathway was measured (in IPA) in two ways: 1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to that pathway. 2) The right-tailed Fisher's exact test was used to calculate a *P*-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone. That is, over-represented functional or canonical pathways are processes which have more focus genes than expected by chance (right-tailed).

## Results

### Metyrapone and carbenoxolone reduce neurodegeneration in the rat hippocampus after TBI

Rats were pretreated with MT or CB 30 min before TBI, and neurodegeneration in the hippocampus was evaluated 24 h post-injury using FJ staining [30], [32]. In the CA3 subfield of the injured hippocampus, both drug treatments significantly reduced the numbers of FJ-positive neurons (*P*<0.05 TBI vs. TBI+CB; *P*<0.05 TBI vs. TBI+MT). However, the differences did not reach statistical significance in the CA1/2 subfield of the hippocampus (Fig. 1A, B). These results demonstrate, for the first time, that both drugs reduce the number of degenerating neurons after fluid percussion TBI in a brain region critical for learning and memory.

**Figure 1:**
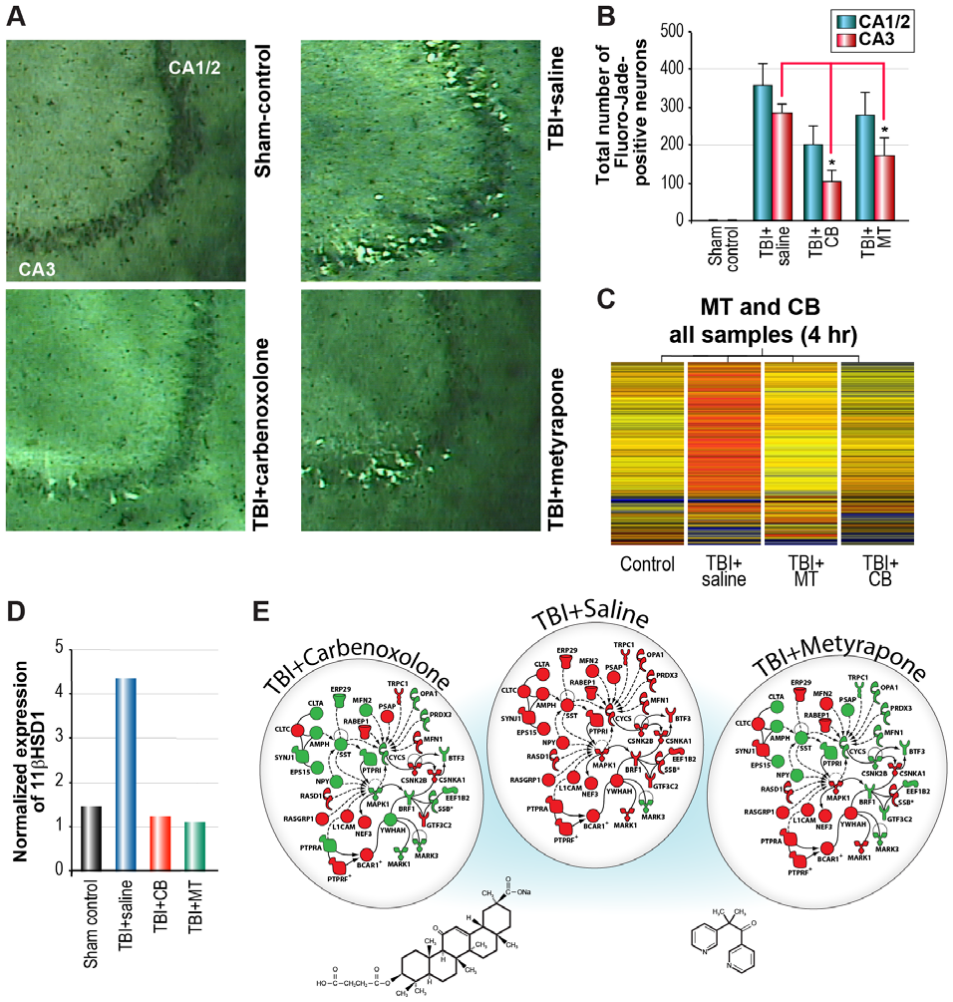
Neuroprotective effects of metyrapone (MT) or carbenoxolone (CB) treatment after traumatic brain injury (TBI). (**A,B**) Treatment of TBI rats with MT or CB significantly reduced numbers of degenerating, FJ-positive neurons in the CA3 subfield of the rat hippocampus. n = 6 per group, *p<0.05 (Bonferroni-Dunn test), CA (Cornu Ammonis). (**C**) Heat map of 870 genes >2-fold showing that both MT and CB treatment attenuated TBI-induced gene expression in hippocampal CA3 pyramidal neurons, in many cases returning gene expression levels to that of sham-operated control animals. (**D**) Both MT and CB prevented the TBI-induced increase in expression of 11βHSD1 (11β hydroxysteroid dehydrogenase type 1) in surviving, Fluoro-Jade-negative hippocampal neurons. (**E**) Although very different compounds, the transcriptional profiles induced by MT or CB are remarkably similar. Both drugs attenuate expression of several common genes in a custom pathway of TBI-induced genes. (See Fig. S15 for symbol key).

### Similar effects of metyrapone and carbenoxolone on injury-induced gene expression

To address the hypothesis that MT and CB act via a common set of genomic targets, we used LCM to collect 600 FJ-negative (surviving) CA3 hippocampal neurons from rats from each of the four treatment groups (Sham, TBI, TBI+MT, TBI+CB). 

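The RNA came from CA3 neurons of rats given sham injury plus saline, TBI plus saline, TBI plus metyrapone (100 mg/kg), an inhibitor of glucocorticoid synthesis, or TBI plus carbenoxolone (30 mg/kg), an inhibitor of 11βHSD, the enzyme that interconverts active and inactive glucocorticoids. Fluoro-Jade stains degenerating neurons, so the captured cells were those that it did not stain. Samples were taken at 4 and 24 h, with 2 pooled RNA samples in each of the 8 groups. Each pooled sample was hybridized to duplicate CodeLink arrays, which makes 32 arrays. The methods give 30 min between treatment and injury, 3 rats per pool and times counted from surgery. The sample labels give 90 min, 3 to 6 rats and times counted from treatment, and label the 4 h sham rats as untreated. Spot intensities below 0 occur, so the local background is taken to have been subtracted. The intensities were divided by the median of the array, as the methods state. Values under 0.1 of the array median were set to 0.1 before the log2. Spots marked as irregular or masked were left out, and the duplicate arrays were averaged. Hence n = 2 pooled samples per group throughout and each SD is that of 2 pooled samples. Levels given with a gene are these normalized intensities, in multiples of the array median. A probe was kept if it was above background on all 4 arrays of at least 1 group, which kept 17635 probes for 8310 named genes. Where a gene has several probes, the probe with the highest mean stands for it. Between 26.1 and 65.9% of probes were above background on an array. The shares were 50.0 to 52.7% in sham rats at 4 h, 47.3 to 61.6% in TBI rats at 4 h, 41.3 to 50.9% in TBI+CB rats at 4 h and 45.3 to 65.9% in TBI+MT rats at 4 h. They were 37.4 to 49.9% in sham rats at 24 h, 39.7 to 46.1% in TBI rats at 24 h, 30.0 to 58.5% in TBI+CB rats at 24 h and 26.1 to 48.8% in TBI+MT rats at 24 h. Duplicate arrays of a sample correlated at a median Pearson r of 0.975 over probes and the 2 samples of a group at 0.873. The median SD of the log2 difference was 0.50 and 1.11, so the number of pools limits the precision. Groups were compared with limma over all 8 groups, with Benjamini-Hochberg adjustment over the probes kept. Gene lists were compared with camera at a preset correlation of 0.01 between genes. A probe near background on all arrays of 1 group has only a bound there, and its change is given as at least so many fold. After division by the array median, the median log2 difference over all probes kept at 4 h was 0.33 for TBI against sham, -0.40 for TBI+MT against TBI and -0.28 for TBI+CB against TBI. After quantile normalization they were 0.029, -0.0078 and 0.012, and changes of gene lists are also given relative to this median. The arrays were grouped into 3 slide runs. Neither the paper nor the sample titles name these runs, so reading them as batches is an assumption. The first holds the 4 h sham samples and TBI replicate 1. The second has TBI replicate 2 with both drug groups at 4 h and sham and TBI at 24 h, and the third has the drug-treated samples at 24 h. With the slide run as a block, TBI against sham at 4 h thus rests on TBI replicate 1. Each drug against TBI at 4 h then rests on TBI replicate 2. The block therefore repeats the test that leaves out the other TBI sample.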

Total RNA was pooled for each treatment group and microarray analysis was performed using rat CodeLink BioArrays (GE Healthcare). At 4 h after TBI, a total of 870 genes were found to have >2-fold differential expression in either Sham, TBI+MT, or TBI+CB relative to TBI alone. 

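At 4 h, secreted inflammatory mediators stood higher in the captured CA3 material of injured rats than in that of sham rats. Among them was Il1b, which encodes the cytokine interleukin 1 beta, at least 7.48-fold higher (adjusted p = 0.478). The material also held RNA of other cell markers, such as Csf1r of microglia (59.0) and Cnp of oligodendrocytes (62.9) in sham rats at 4 h. Which cells expressed the mediators was not tested. Ccl2, a chemokine that attracts monocytes, was at least 7.68-fold higher (adjusted p = 0.750). Lcn2, which encodes the iron-binding protein lipocalin 2, stood at 28.1 ± 4.67 in TBI and 1.64 ± 1.34 in sham-injured rats (n = 2 each), a log2 fold change of 4.39 (standard error 0.923, adjusted p = 0.750). Among genes lower in TBI was the vascular receptor Tek, with a log2 fold change of -3.58 (standard error 0.741, adjusted p = 0.750). Pdgfrb, a pericyte marker, was at least 2.29-fold lower (adjusted p = 0.750), and Pcolce, an enhancer of procollagen processing, at least 13.4-fold lower (adjusted p = 0.750). Other genes with the smallest p included Glis2, a zinc finger factor (2.43), Rhbdl2, a rhomboid protease (3.43) and the Notch ligand Dll4 (at least 2.93-fold higher) on the higher side. Further ones were Rnf227 (at least 2.41-fold higher), Albfm1 (at least 4.20-fold higher), Car5b (at least 1.09-fold higher) and the muscarinic receptor Chrm2 (at least 1.38-fold higher). On the lower side they included Hspb2 (at least 5.99-fold lower), Lama1, a laminin chain (at least 2.86-fold lower) and Hspa12b (at least 3.78-fold lower). They also included Srarp (at least 4.58-fold lower), Efcab6 (at least 2.17-fold lower), Tmem125 (at least 4.82-fold lower) and Myl11 (-2.40). As a group, 13 of 15 inflammatory cytokine and chemokine genes had higher values and 7 were over 2-fold higher, among them Ccl4 (at least 3.7-fold higher) and Ccl7 (3.84). Adjusted over the list alone, 5 of the list passed. The list rose relative to other genes (median 0.81, 0.49 above all probes, adjusted p = 9.46e-05 from camera, and adjusted p = 0.647 with an estimated correlation). Immediate early genes, transcribed within minutes of neuronal activity, rose as well, with 18 of 21 higher, 12 of them over 2-fold. Their median lay 0.82 above all probes (adjusted p = 1.51e-04, and adjusted p = 0.724 with an estimated correlation). Fos stood at 2.67 (standard error 1.05), Klf10 at 2.51, Egr4 at 2.01 and Rgs2 at 2.26 on the log2 scale. Adjusted over the list alone, 0 members passed. Genes induced by glucocorticoids rose too, with 13 of 14 higher and 7 over 2-fold, among them Angptl4 (at least 1.74-fold higher) and Errfi1 (1.53). The median lay 0.71 above all probes (adjusted p = 0.0166, and adjusted p = 0.842 with an estimated correlation), and 1 gene passed over the list alone. Markers of endothelium and pericytes fell relative to other genes, with 6 of 10 lower, 2 over 2-fold, and 2 past the threshold over the list alone (median -0.066, adjusted p = 0.00423). So did those of microglia, with 7 of 9 lower and 0 past it over the list alone (median -0.44, adjusted p = 0.0147). Each had adjusted p = 0.647 with an estimated correlation. Within the slide run of the sham samples the medians were 0.82 for the inflammatory, 0.79 for the immediate early, 0.56 for the glucocorticoid-induced, -0.20 for the endothelial and -0.55 for the microglia list, and 0.20 for all probes. With the slide run as a block they had adjusted p = 8.3e-04, 5.75e-04, 0.0402, 7.29e-04 and 0.00848. For single genes limma called 0 probes between TBI and sham at an adjusted p under 0.05, with 589 at an unadjusted p under 0.05, and 47 without TBI replicate 1, among them Il1b and Rnf227. In a fit of the 4 groups at 4 h it called 2, among them Hspb2, and it called 1 each on array b alone, with all 32 arrays and without sham replicate 2. By the paper's rule, replicates within 2-fold and over 2-fold against TBI, 379 of 4359 probes passed, 349 of them lower than TBI in at least 1 group and 31 higher (254, 159 and 96 after quantile normalization). Against TBI, sham was lower for 98 and higher for 18, TBI+MT for 223 and 12, and TBI+CB for 107 and 7. Leaving out 1 sample at a time gave 485 (without TBI+CB replicate 1) to 3482 probes (without TBI+MT replicate 2). Fewer arrays of the group then have to agree within 2-fold, which by itself lets more probes pass. The call of the glucocorticoid-induced genes was lost among probes above background on all 32 arrays (adjusted p = 0.218), without sham replicate 1 (0.125) and without TBI replicate 1 (0.0934). That of the endothelial markers was lost among probes above background on all 32 arrays (adjusted p = 0.848, with the direction reversed), without sham replicate 2 (0.205) and without TBI replicate 1 (0.0934). That of the microglia markers was lost after quantile normalization (adjusted p = 0.0650), without sham replicate 2 (0.518) and without TBI replicate 1 (0.180), and that of the immediate early genes under the paper's replicate filter (adjusted p = 0.92, with the direction reversed).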

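At 4 h the neuropeptide genes Npy and Tac1, which encodes substance P, stood below TBI with each drug. Npy was 2.3 ± 0.620 in TBI+MT and 15.4 ± 3.57 in TBI rats and 2.71 ± 1.55 in TBI+CB rats (SD, n = 2 each). Its log2 fold changes against TBI were -2.75 with metyrapone and -2.61 with carbenoxolone (standard error 0.632, adjusted p = 0.736 and 0.957 from limma). Tac1 had -3.40 and -3.32 (standard error 0.882). The inhibitory peptide Sst had -1.88 and -0.77 (standard error 0.515). Of 13 neuropeptide genes, 7 were lower with metyrapone and 10 with carbenoxolone. Adjusted over the list alone, 3 and 2 passed, but the list did not pass camera (adjusted p = 0.222 and 0.0627). Interneuron markers, among them Npy, Sst, Pvalb (-1.36 with metyrapone) and Calb2 (-1.83 with carbenoxolone), were lower for 7 of 8 members with each drug, without passing either (adjusted p = 0.0916 and 0.0627). Phc3, a polycomb protein, was at least 22.6-fold higher (adjusted p = 0.195) with metyrapone and at least 4.70-fold higher (adjusted p = 0.957) with carbenoxolone. Ttpa, a vitamin E transfer protein, was at least 2.79-fold higher and at least 2.49-fold higher, and Tmem125 at least 2.48-fold higher and at least 2.35-fold higher. With metyrapone the smallest p also fell on higher Arpc5l (1.88), Acvr1c (2.73), Bcl11b (2.49) and Nhej1 (3.07). Abhd18 was at least 3.18-fold higher, Avil at least 4.46-fold higher and Meg3 at least 1.89-fold higher. Phc3, Acvr1c and Mfsd2a passed with metyrapone when the slide run was a block and when TBI replicate 1 was left out (-4.35 for Mfsd2a), and Phc3 also with the authors' processed values. On the lower side were Mfsd2a, a lipid transporter of brain endothelium (-3.31), Gfra2 (at least 5.82-fold lower) and Cdh13 (-3.41). Others were Siva1 (-2.38), Laptm5 (-1.97), Ap2a1 (-1.74) and Nfkbil1 (-2.47). With carbenoxolone it fell on higher Pdgfrb (at least 2.75-fold higher), Tnc (at least 4.29-fold higher), Coro2b (at least 3.52-fold higher), Hipk4 (2.02), Tapbp (2.91), Saxo4 (1.85) and Fscn2 (3.82). On the lower side were Myh11, a smooth muscle myosin (-4.18), Mphosph9 (at least 3.58-fold lower), Ccnl1 (at least 1.19-fold lower) and Pyroxd1 (at least 5.09-fold lower). Others were Polr3b (at least 1.96-fold lower), Ptpn13 (at least 1.52-fold lower), Fancd2 (at least 4.09-fold lower) and Mzt2b (at least 1.94-fold lower). Over 17597 probes, which are not independent replicates, the log2 fold changes of the drugs against TBI correlated at a Pearson r of 0.615 and a Spearman rho of 0.686, with 76.7% of the same sign. The drugs share the TBI samples, and 1000 simulations without any effect gave a median r of 0.513 (central 95% 0.00942 to 0.813) and 70.2% of the same sign (39.3 to 86.9). The simulated covariance was 0.290 (central 95% 0.00539 to 0.941), which holds the 0.50 observed, a difference of 0.210 from the median. With metyrapone set against 1 TBI sample and carbenoxolone against the other, r was 0.299 and -0.120. Within 1 slide run, without TBI replicate 1, it was 0.839, where simulations with 1 shared TBI sample, added after the value was seen, gave 0.676 (0.203 to 0.884). Both drugs were over 2-fold below TBI for 1843 probes, where independent lists would share 704 and the simulated median was 399.5 (central 95% 148 to 4620). They were over 2-fold above it for 478, where independent lists would share 65.4 and the simulated median was 388 (143 to 4288). Both counts lie within the ranges without any effect, which are too wide to tell a shared effect from none. Quantile normalization gave 691 lower and 545 higher. The overlaps ranged from 679 (without TBI+MT replicate 1) to 3811 (without TBI replicate 1) lower and from 233 (without TBI replicate 2) to 1429 (without TBI replicate 1) higher. Between the drugs themselves limma called 0 probes at 4 h (548 at an unadjusted p under 0.05), and 1 on array b alone. Of 37 lists the immediate early genes alone differed, lower with metyrapone than with carbenoxolone for 20 of 21 members and over 2-fold for 8 (0 over the list alone). Their median lay -0.66 from all probes (adjusted p = 3.79e-04, and adjusted p = 0.978 with an estimated correlation). This call was lost under the paper's replicate filter (adjusted p = 0.698) and without TBI+MT replicate 1 (0.106).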

The drug-treated samples had broadly similar effects in gene expression at 4 h. Both MT and CB attenuated injury-induced increases in gene expression at 4 h after TBI (Fig. 1C), and prevented the injury-induced increase in mRNA expression for 11βHSD1 (Fig. 1D). 

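Hsd11b1, the gene of 11βHSD1, had a normalized intensity of 9.46 ± 5.63 in sham, 29.5 ± 22.9 in TBI, 6.90 ± 5.74 in TBI+MT and 7.32 ± 1.29 in TBI+CB rats at 4 h (SD, n = 2 pooled samples each). The log2 fold changes were 1.53 for TBI against sham, -2.15 for TBI+MT against TBI and -1.77 for TBI+CB against TBI (standard error 0.881). None of the 3 passed (adjusted p = 0.936, 0.736 and 0.957 from limma), while the TBI samples themselves stood at 13.4 and 45.7. At 24 h the 3 values were -0.41, -0.092 and 1.19. Of the 17597 probes with a value in all 4 groups at 4 h, 2795 were over 2-fold higher in TBI than in sham, and 96.1% of them stood below TBI with metyrapone and 95.3% with carbenoxolone. Their median log2 fold changes were -1.35 and -0.99. The number of probes chosen this way was 1072 after quantile normalization. It was 1933 with TBI replicate 1 alone and 4942 with TBI replicate 2 alone. Genes chosen for a high value in the TBI samples tend to lie below those samples by chance. Simulations without a drug effect gave 74.2% (central 95% 27.2 to 95.6) and 74.9% (25.9 to 95.5). The share with metyrapone lay just above its simulated range, and that with carbenoxolone lay inside its own. When TBI replicate 1 chose the genes and replicate 2, of the drugs' own slide run, served as the reference, 68.8% lay below it with metyrapone and 71.9% with carbenoxolone, against 73.9 and 70.4% of all probes. In the reverse order it was 84.9 and 71.7%, against 64.3 and 59.1%. Over all probes, 2797 were over 2-fold higher and 1295 lower in TBI than in sham, 1446 and 4417 in TBI+MT than in TBI, and 801 and 2807 in TBI+CB than in TBI. The share of higher probes among these was 68.4, 24.7 and 22.2%, and 40.8, 49.0 and 38.2% after quantile normalization. For single genes limma called 0 probes with either drug at 4 h, with 834 for metyrapone and 606 for carbenoxolone at an unadjusted p under 0.05. Without TBI replicate 1, and with the slide run as a block, it called 49 for metyrapone and 1 for carbenoxolone, and it called 1 for metyrapone with the authors' processed values and 1 for carbenoxolone with all 32 arrays. The heat shock genes, whose products refold damaged proteins, were higher in TBI than in sham for 9 of 11 members and lower than TBI for 10 of 11 with metyrapone and 9 of 11 with carbenoxolone. They passed in none of the 3 comparisons (adjusted p = 0.357, 0.378 and 0.716 from camera). The paper states that both drugs attenuated the expression induced by injury at 4 h, with levels back at those of sham in many cases (Fig. 1C).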

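At 24 h the genes below TBI with the smallest p with carbenoxolone included Rsl1d1, a nucleolar protein of ribosome assembly, at least 23.4-fold lower (adjusted p = 0.0519). Lin54, a DNA-binding subunit of a cell cycle repressor complex, was at least 9.91-fold lower (adjusted p = 0.0563). Rsl1d1 stood at 0.388 ± 0.336 in TBI+CB and 22.4 ± 3.44 in TBI rats (SD, n = 2 each). Rsl1d1 did pass in limma without TBI+CB replicate 1, without TBI+CB replicate 2, after quantile normalization, with the authors' processed values, without the filter on dim probes, on array b alone, with all 32 arrays and without both dim 24 h samples. In the comparison of TBI+CB with sham, fitted for the ratios of the paper's figures, it was the 1 probe that limma called (lower, adjusted p = 0.0362). Lin54 passed after quantile normalization, with the authors' processed values and on array b alone. With metyrapone they were Mamdc4 (at least 1.53-fold lower, adjusted p = 0.436), Yap1, a coactivator of the Hippo pathway (at least 1.25-fold lower, adjusted p = 0.578), and Acox3, a peroxisomal acyl-CoA oxidase (at least 5.07-fold lower, adjusted p = 0.578). Mamdc4 passed with the authors' processed values and on array a alone. With carbenoxolone Acox3 was at least 7.01-fold lower. Others on the lower side with metyrapone were Plin3 (at least 1.51-fold lower), Klc3 (at least 1.54-fold lower), Utrn (-2.18 on the log2 scale), Plaat5 (at least 2.94-fold lower), Ahrr (-2.20), Maml2 (at least 2.38-fold lower) and Pex26 (-1.85). On the higher side were Nalcn, a sodium leak channel (at least 2.00-fold higher), Tasp1 (2.68), Zfand2a (2.48), Haus3 (2.37) and Sarnp (1.79). Dennd6b was at least 1.27-fold higher, Taf15 at least 3.76-fold higher, Rasa1 at least 1.42-fold higher, S100a7l2 at least 3.33-fold higher and Krt15 at least 1.34-fold higher. With carbenoxolone lower values were also found for Tmem248 (at least 3.27-fold lower), the taurine transporter Slc6a6 (at least 2.02-fold lower), Rasgrf2 (-2.60), Pak6 (-2.23), Or8g23 (-2.10), Acta1 (-1.77) and P3h3 (-2.35). Of these Tmem248 passed with the authors' processed values and without both dim 24 h samples. Higher values were found for Gdi2, Lix1l, Tbcel and the growth hormone receptor Ghr (at least 2.35-fold higher, at least 4.3-fold higher, at least 2.27-fold higher and at least 3.27-fold higher). The cation channel Trpc6 was at least 1.69-fold higher and Oplah at least 1.76-fold higher. Prss35 had a log2 fold change of 2.35, and Cds1 was at least 2.75-fold higher and Exosc7 at least 1.71-fold higher. For single genes limma called 0 probes for either drug against TBI and for metyrapone against carbenoxolone (970, 1447 and 893 at an unadjusted p under 0.05). With the authors' processed values it called 30 for carbenoxolone and 17 for metyrapone. Under the paper's replicate filter it called 23, 35 and 7 between the drugs. That filter selects probes for the agreement between replicates that limma takes as its error, so these calls cannot be set beside the 0. For carbenoxolone it called 7 without both dim 24 h samples, 4 on array b alone, 2 after quantile normalization and 1 each on array a alone, without the filter on dim probes, with all 32 arrays and without TBI+CB replicate 2. For metyrapone it called 2 on array a alone, and between the drugs 3 on array b alone and 1 each with all 32 arrays and without TBI+MT replicate 2. Without TBI+CB replicate 1 it called 15 for carbenoxolone and 1 between the drugs. The median over all probes was -0.39 with metyrapone and -0.038 with carbenoxolone against TBI and -0.29 between the drugs (-0.23, -0.084 and -0.11 after quantile normalization). A share of 24.4% of the probes over 2-fold between the drugs were higher with metyrapone (37.6% after it). The log2 fold changes of the drugs correlated at a Pearson r of 0.424 and a Spearman rho of 0.406 over 17592 probes. The simulated median without effect was 0.508 (central 95% 0.0139 to 0.801). The covariance was 0.313 against 0.290 (0.00844 to 0.868), a difference of 0.0236. Set against different TBI samples, r was 0.223 and 0.160, and it ranged from -0.110 without TBI+MT replicate 2 to 0.619 without TBI+MT replicate 1. Both drugs were over 2-fold lower than TBI for 880 probes and over 2-fold higher for 493. Independent lists would share 368 and 138 and the simulated medians were 427 (central 95% 150 to 3878) and 370.5 (138 to 4267). These ranges hold both counts and are too wide to tell a shared effect from none. Quantile normalization gave 739 lower and 536 higher. Without 1 sample the counts were 625 (without TBI+CB replicate 2) to 1531 (without TBI+MT replicate 1) and 304 (without TBI+MT replicate 2) to 1732 (without TBI+MT replicate 1). Without both dim samples (TBI+MT replicate 1 and TBI+CB replicate 2), left out together only after the data were seen, 3217 probes were over 2-fold higher with both drugs. By the paper's rule 260 of 1413 probes were over 2-fold against TBI, 60 of them lower with both drugs and 0 higher, against 35 and 0 at 4 h. After quantile normalization they were 116, with 77 lower and 39 higher in place of 248 and 12, and with both drugs 2 were lower and 4 higher, against 6 and 8 at 4 h. Without 1 sample the count was 272 (without TBI replicate 2) to 1044 (without TBI+MT replicate 1), where again fewer arrays had to agree. Whether the drugs' similarity differed between the times was not tested. At 24 h the drug-treated samples and TBI lie in different slide runs, so drug and slide run cannot be told apart there.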

We found that the effects of both drugs at 24 h, with some exceptions, were more divergent, i.e., fewer common gene targets were affected by both drugs at this later time point, which prompted us to focus on common drug effects at 4 h.

Gene Ontology enrichment analysis revealed diverse biological processes and functions enriched with the 870 genes >2-fold at 4 h after TBI (Table S1). To gain further insight into the common neuroprotective mechanisms among these drugs, we decided to examine the effects of these drugs on known cell signaling pathways associated with cell survival or cell death. In these selected pathways, we performed *in silico* analysis of the functional roles of genes whose expression was altered in the same direction, downregulated or upregulated, by both drugs, and found that most of these commonly affected gene targets were associated with cell survival or neurodegenerative processes (References S1).

### Metyrapone and carbenoxolone treatments attenuate expression of genes in cell death pathways

We used Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com) to focus on canonical cell signaling pathways affected by both drugs. The pathways we selected for further study were chosen primarily for their significance after IPA analysis, i.e., they represented the top pathways associated with the highest numbers of differentially expressed genes affected by both drugs. Representative examples of functional and canonical pathway analysis of differentially expressed genes in one comparison, TBI vs C, through IPA is shown in Fig. S1 and Tables S2, S3. This analysis was repeated for all comparisons. However, additional canonical pathways were also examined because of their biological relevance, as focusing on only statistically significant pathways may lead us to ignore pathways in which subtle, but biologically significant, changes are induced by both drugs. For instance, we examined the effects of both drugs on genes involved in CREB signaling, which is a key pathway associated with cell survival, but the fold changes in commonly affected genes were less than 2-fold, which may have eliminated this pathway from further analysis based on significance alone.

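At 4 h Calm2 and Calm3, which encode a calcium sensor upstream of CREB kinases, lay below TBI with both drugs. The log2 fold changes against TBI with metyrapone and carbenoxolone were for Calm2 -1.08 and -0.34, and for Calm3 -1.38 and -0.24 (standard error 0.674 and 0.627, n = 2 each). For Plcd3, a phospholipase C, they were -1.05 and -0.18. With carbenoxolone Plcb1 had -1.52, Plcb4 -0.91, the kinase Camk2a -1.0 and Adcy9, an adenylyl cyclase that makes cyclic AMP, 1.21. Of 27 genes of the CREB and protein kinase A pathways measured, 25 were lower with metyrapone, 8 of them over 2-fold, and 20 with carbenoxolone, 2 of them over 2-fold, while 1 was over 2-fold higher with carbenoxolone. The medians were -0.79 and -0.24, which lie -0.39 and 0.037 from all probes. The list passed with neither drug (camera, adjusted p = 0.359 and adjusted p = 0.79 with camera's direction up). Taken inside 1 slide run, the medians were -0.98 and -0.62 (adjusted p = 0.517 and 0.914 with the slide run as a block), and -0.58 and -0.39 for all probes. No member passed limma, over all probes or when adjusted over the list alone.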

We found a common subset of injury-induced genes that were up-regulated in the TBI group but down-regulated in both the TBI+MT and TBI+CB groups (custom pathway shown in Fig. 1E). 

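The custom pathway holds genes of clathrin-mediated endocytosis (Clta, Eps15, Amph), the peptides Sst and Npy, transcription and translation factors (Brf1, Btf3, Eef1b2), the mitochondrial peroxidase Prdx3 and Opa1, a fusion factor of the inner mitochondrial membrane. Against sham, the log2 fold changes in TBI at 4 h were Npy 2.3, Eef1b2 1.19, Prdx3 1.04, Clta 1.031 and Amph 0.78. Further values were Opa1 0.65, Brf1 0.51, Btf3 0.50, Sst 0.42 and Eps15 -0.058 (standard error 0.632 for Npy, n = 2 each). Against TBI, those with metyrapone and carbenoxolone were for Eef1b2 -1.73 and -1.26, Prdx3 -1.61 and -1.09, Clta -1.41 and -1.08, and Opa1 -1.04 and -0.78 (standard error 1.23, 0.955, 0.953 and 0.626). They were for Brf1 -1.08 and -0.60, Btf3 -1.04 and -0.79, Amph -0.89 and -0.82, and Eps15 -0.020 and -0.73. PTPR1 of the pathway matched no current gene symbol for certain and was left out. In TBI, 9 of 10 were higher than in sham, and 10 of 10 were lower than TBI with metyrapone (8 over 2-fold) and 10 of 10 with carbenoxolone (4 over 2-fold). In these 3 comparisons 1, 2 and 1 were past the threshold over the list alone. The list did not pass between TBI and sham (adjusted p = 0.100). In the slide run of the sham samples, where TBI replicate 1 is the only TBI sample, the list had a median of 0.66. It fell relative to other genes with metyrapone (adjusted p = 0.0131, and adjusted p = 0.804 with an estimated correlation) and with carbenoxolone (adjusted p = 0.0157, and adjusted p = 0.985 with an estimated correlation). The study chose it on these samples, so its direction is not independent evidence. Its medians against TBI were -1.25 and -0.81, and -1.47 and -0.88 within the shared slide run. The calls were lost without TBI replicate 1, which is the same comparison as with the slide run as a block. For metyrapone the call was also lost without TBI+MT replicate 1 and with all probes of each gene (adjusted p = 0.0541). For carbenoxolone it was also lost without TBI+CB replicate 1 and with all probes of each gene (adjusted p = 0.0570). Npy and Sst are also markers of interneurons, a list whose median was -1.26 with metyrapone and -0.85 with carbenoxolone. Among 20 synaptic vesicle genes, 13 were lower with metyrapone and 14 with carbenoxolone. Among them were Sv2b (-1.91) with metyrapone and Rab3a (-0.99) and Syp (-0.84) with carbenoxolone, while Syt4 stood at 1.81 with metyrapone. The list passed with neither (adjusted p = 0.116 with camera's direction up and adjusted p = 0.79 with camera's direction up).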

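At 24 h Hrk, which encodes a pro-apoptotic BCL2 family protein, stood at -2.52 against TBI (standard error 0.687), Bmf at -1.20, Bbc3 at -0.99 and Bak1 at -0.98 on the log2 scale with carbenoxolone. Bok, of the same family, stood at -1.4 with metyrapone and 0.72 with carbenoxolone (standard error 0.846), and Bmf at -0.80 with metyrapone (n = 2 each). Birc3, an inhibitor of apoptosis, had -1.28 with metyrapone. Of 23 apoptosis genes, 20 were lower than TBI with metyrapone and 13 with carbenoxolone at 24 h. The medians lay 0.0088 and -0.35 from all probes, and the list passed with neither (adjusted p = 0.918 and adjusted p = 0.588 from camera, 0 and 0 genes over the list alone). At 4 h the death receptor and TNF signaling genes stood higher in TBI than in sham for 17 of 19 members, 8 of them over 2-fold. Tnfrsf1a, a TNF receptor, stood at 1.58 (standard error 0.960), Nfkbia, the inhibitor of NFκB, at 1.58 (standard error 0.802). The kinases Chuk and Ripk1 were at least 3.46-fold higher and at least 1.92-fold higher. The list rose relative to other genes (median 0.73, 0.40 above all probes, adjusted p = 0.0166, and adjusted p = 0.842 with an estimated correlation). Over the list alone 0 genes passed limma. The median was 0.57 within the slide run of the sham samples, with no call there (adjusted p = 0.0630 with the slide run as a block). The call was also lost without the filter on dim probes (adjusted p = 0.0571) and among probes above background on all 32 arrays (0.216). It was lost as well under the paper's replicate filter (adjusted p = 0.871) and without TBI replicate 1. Cflar, which encodes the caspase 8 inhibitor FLIP, had 1.05 in TBI against sham, and -1.22 with metyrapone and -1.70 with carbenoxolone against TBI (standard error 0.715). Ripk1 had -2.16 and -1.74. Cycs, the cytochrome c gene, had 1.19, -1.90 and -1.28. The adaptor Cradd had 1.14, -1.46 and -1.32. With each drug 16 of 19 death receptor genes lay below TBI at 4 h, without the list passing (adjusted p = 0.284 for metyrapone and adjusted p = 0.629 for carbenoxolone). So did 14 of 23 and 12 of 23 apoptosis genes (adjusted p = 0.882 with camera's direction up and adjusted p = 0.838 with camera's direction up). Between samples of a shared slide run, the medians were -1.22 and -1.01 for the death receptor and -0.63 and -0.40 for the apoptosis list (adjusted p = 0.304, 0.415, 0.868 and 0.84 with the slide run as a block).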

In fact, both drugs attenuated expression of genes in canonical pathways associated with apoptosis and death receptor signaling (Fig. 2A,B. Note: All pathways are shown enlarged in Supporting information Figures S2, FS3, FS4, FS5, FS6, FS7, FS8, FS9, FS10, FS11, FS12, FS13, S14). In concordance with their effects on 11βHSD1, both MT and CB reduced expression of genes in the corticotrophin releasing hormone (CRH) pathway, which is associated with stress signaling (Fig. 2C). 

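In the CRH pathway, Nr4a1, an orphan nuclear receptor, stood at a log2 fold change of 1.31 in TBI against sham. It stood at -1.58 with metyrapone and -0.43 with carbenoxolone against TBI at 4 h (standard error 0.895, n = 2 each, adjusted p = 0.936, 0.736 and 0.957 from limma). The stress kinase Mapk14 had 1.53, -1.33 and -0.88 (standard error 0.829). Ptgs2, the inducible cyclooxygenase, had 1.85, -0.90 and 0.42 (standard error 0.812). Vegfa had 1.28, -0.55 and -0.016, and the small GTPase Rap1b 1.05, -0.85 and -0.41. Of 7 CRH pathway genes the study lists, 6 were higher in TBI than in sham and 7 lower than TBI with metyrapone and 6 with carbenoxolone. The list rose in TBI relative to other genes (adjusted p = 0.0199, and adjusted p = 0.842 with an estimated correlation). It passed with neither drug (adjusted p = 0.222 and adjusted p = 0.977 with camera's direction up), and 0 members passed over the list alone. The glucocorticoid receptor pathway genes that the study lists, among them the mineralocorticoid receptor Nr3c2 (1.23 in TBI, -1.08 with metyrapone and -0.85 with carbenoxolone), were higher in TBI for 6 of 6 members and lower with each drug for 6 of 6. They rose in TBI (adjusted p = 0.0116, and adjusted p = 0.842 with an estimated correlation) and passed with neither drug (adjusted p = 0.0889 and adjusted p = 0.214). The study chose both lists on these samples, so their direction is not independent evidence. In comparisons that stay inside a slide run, the CRH medians were 0.87, -1.03 and -0.59 for TBI, metyrapone and carbenoxolone (adjusted p = 0.0630, 0.299 and 0.84 with the slide run as a block). Those of the receptor list were 0.88, -1.59 and -1.25 (adjusted p = 0.0315, 0.201 and 0.271). The CRH call was also lost without sham replicate 1 and without TBI replicate 1. That of the receptor list was lost without sham replicate 2 (adjusted p = 0.0687) and without TBI replicate 1 (0.0934). The list of glucocorticoid-induced genes lay below TBI for 12 of 14 members with metyrapone and 11 of 14 with carbenoxolone, without passing (adjusted p = 0.116 and adjusted p = 0.830).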

Examination of multiple canonical pathways showed that even when the specific gene targets of the two drugs were different, as in the amyloid processing pathway, the affected genes were members of the same canonical pathway (Fig. 2D).

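Among genes of amyloid and tau processing at 4 h, the tau kinases Mark1 and Mark3 had log2 fold changes against TBI of -1.79 and -1.28 with metyrapone and -0.92 and -0.83 with carbenoxolone (standard error 1.13 and 0.952, n = 2 each). Mapt, the tau gene itself, had -0.71 and -1.05 (standard error 1.13). The regulatory casein kinase subunit Csnk2b had -0.27 and -0.85. The kinase Gsk3b, which phosphorylates tau, had -1.16 with carbenoxolone, and Aplp2, a relative of the amyloid precursor, -0.93 with metyrapone. The calpain genes Capn1 and Capn2 had 0.036 and -0.64 with metyrapone and 0.17 and -0.35 with carbenoxolone. Csnk1a1 had -0.45 and 0.30. In TBI against sham, 14 of 19 of these genes were higher, among them Mark1 (1.14) and Mapt (0.97). Of 19 measured, 16 were lower than TBI with metyrapone (5 over 2-fold) and 14 with carbenoxolone (2 over 2-fold). The medians lie 0.061, -0.080 and -0.12 from all probes. The list passed in none of the 3 comparisons (camera, adjusted p = 0.751, adjusted p = 0.809 and adjusted p = 0.884, with 0 genes over the list alone for either drug). Taken inside 1 slide run, the medians were 0.41, -0.69 and -0.43 (adjusted p = 0.155, 0.721 and 0.773 with the slide run as a block).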

**Figure 2:**
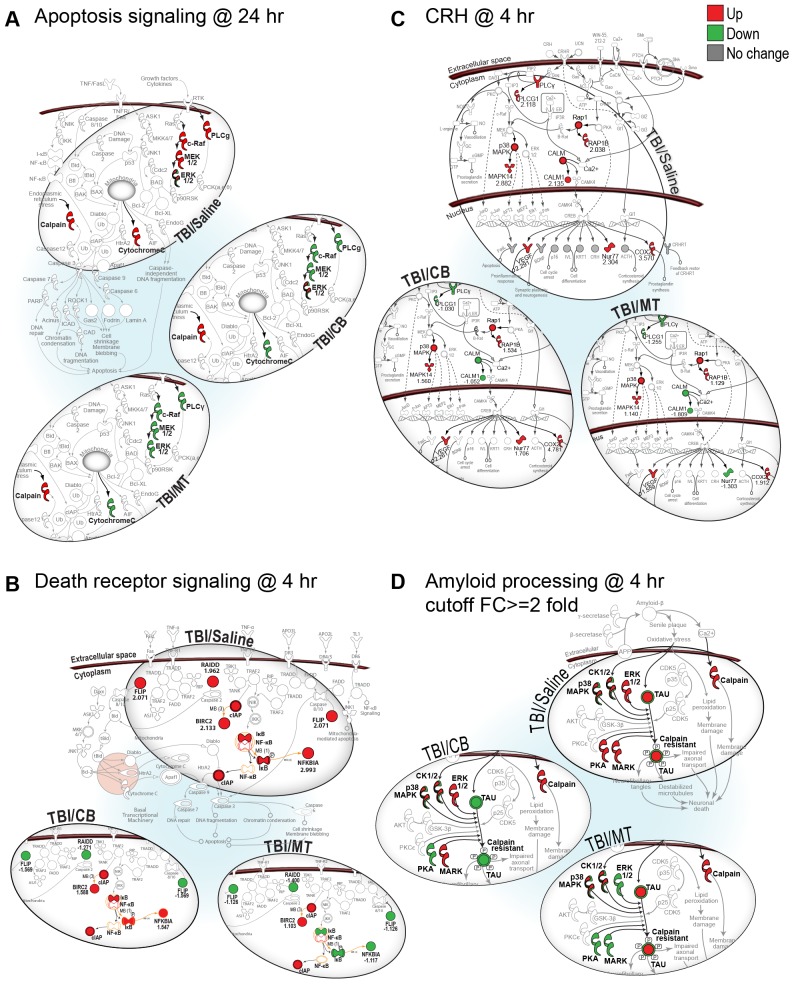
Common genes in cell death and stress response networks are affected by metyrapone or carbenoxolone. (**A**) Apoptosis signaling at 24 h post-TBI. (**B**) Death receptor signaling at 4 h post-TBI. (**C**) Corticotropin-releasing hormone (CRH) signaling at 4 h post-TBI. (**D**) Amyloid processing pathway at 4 h post-TBI. Gene expression in all groups for pathways A–C is shown up or down-regulated relative to sham control levels with no fold cut-offs. Metyrapone and carbenoxolone attenuate expression of both pro-death and pro-survival genes in these pathways such as FLIP, which is known to protect against ischemic cell death. (See Fig. S15 for symbol key).

### Metyrapone and carbenoxolone induce similar changes in cell survival pathways

We found that both MT and CB increased expression of genes in the NFAT signaling pathway after TBI (Fig. 3A). Moreover, we also found that they decreased expression of common genes in the CREB and PKA pathways (Figure 3B, C). 

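Rcan1, a calcineurin inhibitor that NFAT itself induces, had a log2 fold change against TBI at 24 h of -1.03 with metyrapone and 0.37 with carbenoxolone (standard error 0.683, n = 2 each). Nfkbia had 0.49 and 0.78 (standard error 0.802), the regulatory kinase Pik3r4 -0.16 and 1.05, and Plcg1 -0.47 and -0.77. With carbenoxolone the transcription factor Mef2a had 1.12, the calcineurin subunits Ppp3r1 and Ppp3cb 1.22 and -0.84. With metyrapone Cabin1, another calcineurin inhibitor, had -0.90. Of 16 NFAT and calcineurin genes, 6 were higher than TBI with metyrapone and 9 with carbenoxolone, with medians 0.21 and 0.13 from all probes. Of the 5 genes measured that the study lists for the pathway, and chose on these samples, 1 was higher with metyrapone and 4 with carbenoxolone. The list is from Table S2, an example from TBI against control, so these need not be the genes of Fig. 3A. Neither list passed with either drug at 24 h (camera, adjusted p = 0.918 with camera's direction up and adjusted p = 0.881, and adjusted p = 0.945 and adjusted p = 0.698 for the study's genes). Of their genes 0 passed limma over the list alone. At 4 h the 16 genes were lower than TBI for 13 with metyrapone and 10 with carbenoxolone. They were higher in TBI than in sham for 9, among them Mef2a (2.17), without passing (adjusted p = 0.721, adjusted p = 0.977 and adjusted p = 0.892 with camera's direction down). Between samples of a shared slide run, the medians at 4 h were -0.60 and -0.23 against TBI and 0.38 for TBI against sham (adjusted p = 0.863, 0.756 and 0.516 with the slide run as a block). The study's genes at 4 h did not pass either (adjusted p = 0.227, adjusted p = 0.116 and adjusted p = 0.572).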

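The protein kinase A anchors Akap10 and Akap4 stood higher in TBI than in sham at 4 h, with log2 fold changes of 1.24 and 1.12 (standard error 0.688 and 0.628, n = 2 each). Against TBI they had -0.38 and -0.97 with metyrapone and -0.078 and -0.48 with carbenoxolone. Ywhah, a 14-3-3 protein, had 1.1 in TBI, -1.49 with metyrapone and -0.70 with carbenoxolone (standard error 0.993). The kinase Map2k1 had 1.06, -1.49 and -1.32. Camk2g, a calcium-dependent kinase, stood at -1.42 in TBI against sham. Higher in TBI were 23 of 27 genes of the CREB and protein kinase A list (adjusted p = 0.383). Plcg1 had -0.021 in TBI with the probe of the highest mean, while another Plcg1 probe had 1.09. Of 8 protein kinase A genes that the study lists, 7 were higher in TBI than in sham and 8 lower than TBI with each drug, 4 over 2-fold with metyrapone and 0 with carbenoxolone. The list rose in TBI relative to other genes (median 1.09, adjusted p = 0.0206, and adjusted p = 0.842 with an estimated correlation). It passed with neither drug (adjusted p = 0.116 and adjusted p = 0.826), with 0 members past limma over the list alone. The study chose it on these samples, so its direction is not independent evidence. In comparisons that stay inside a slide run, the medians were 0.66, -1.47 and -0.79 (adjusted p = 0.228, 0.157 and 0.415 with the slide run as a block). The call in TBI was also lost without sham replicate 1, without sham replicate 2 and without TBI replicate 1.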

Interestingly, the NFAT, CREB and PKA signaling pathways are all associated with cell survival and regeneration [33], [34], [35]. We also observed that temporal changes in gene transcription were similarly affected by the two drugs in the PI3K/AKT cell survival pathway; increased expression of survival-associated genes was noticeably absent after treatment with either drug 4 h post-injury. However, 24 h post-TBI, when some of the injury-induced genes in this survival pathway were downregulated in untreated TBI rats, drug treatment increased expression of several genes previously downregulated at 4 h (Fig. 4), suggesting a delayed induction of survival signaling. 

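Nfkbia, which encodes the inhibitor that holds NFκB in the cytoplasm, had log2 fold changes against TBI of -1.74 with metyrapone and -0.95 with carbenoxolone at 4 h (n = 2 each, adjusted p = 0.736 and 0.957 from limma). Its values at 24 h were above TBI with both drugs. Mdm2, the ubiquitin ligase of p53, had 1.43 in TBI against sham, -1.30 with metyrapone and -0.67 with carbenoxolone at 4 h, and 0.21, -0.90 and 0.88 at 24 h (standard error 1.09). Another Mdm2 probe had -1.02, -0.095 and 0.38 at 4 h and 1.26, 0.34 and -2.40 at 24 h. The cell cycle inhibitor Cdkn1a stood at 1.4 in TBI at 4 h and 1.96 at 24 h. Eif4ebp1, a repressor of translation, stood at 1.39 at 24 h. Pik3ca, the catalytic subunit of PI3K, had -0.60 in TBI at 4 h and -0.66 at 24 h. It had 0.76 and 0.27 with the drugs at 4 h and 0.055 and 0.15 at 24 h. The integrin-linked kinase Ilk had -1.15 and the kinase Akt2 -1.28 with metyrapone at 4 h, Akt1 -1.92 and Akt2 1.22 with metyrapone at 24 h. The phosphatase Inpp5d had -1.35 with metyrapone and -1.84 with carbenoxolone at 24 h. The ribosomal kinase Rps6kb1 had -2.14 with carbenoxolone at 4 h and was at least 4.46-fold higher at 24 h. Of 29 PI3K and AKT pathway genes, 21 were higher in TBI than in sham at 4 h, and 22 were lower than TBI with metyrapone and 21 with carbenoxolone. At 24 h 15 were higher in TBI, 23 lower with metyrapone and 16 with carbenoxolone, of which 2 passed limma over the list alone. The list passed in none of these comparisons (camera, adjusted p = 0.788, adjusted p = 0.888 and adjusted p = 0.977 with camera's direction up at 4 h). At 24 h these were adjusted p = 0.996, adjusted p = 0.918 with camera's direction up and adjusted p = 0.938. Taken inside 1 slide run, the medians at 4 h were 0.21, -0.94 and -0.55 (adjusted p = 0.486, 0.90 and 0.84 with the slide run as a block).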

Most prominently, we repeatedly observed that drug treatments attenuated or normalized injury-induced gene expression regardless of whether the cell signaling pathways were associated with cell proliferation, growth and survival (e.g., axon guidance) or inflammation and cell death (e.g., TNFR1), (Fig. 5A, B).

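In the axon guidance pathway at 4 h, the neurotrophin receptor Ntrk2 had a log2 fold change of 1.18 in TBI against sham, -1.34 with metyrapone and -1.08 with carbenoxolone against TBI (standard error 0.753, n = 2 each). The adhesion molecule L1cam had 1.13, -0.99 and -1.01 (standard error 0.84). The Wnt receptor Fzd3 was at least 1.43-fold higher in TBI. Plxna2, a semaphorin co-receptor, had 0.79, -0.97 and -0.66, and the secreted ligand Wnt2 1.07, 0.0028 and -0.35. With metyrapone the guidance ligand Slit1 stood at 0.73 and the tubulin regulator Stmn1 at -1.33, and with carbenoxolone the GTPase Rac1 at -0.97. Of 29 axon guidance and growth genes, 18 were higher in TBI than in sham, and 18 were lower than TBI with metyrapone and 19 with carbenoxolone. The medians lay -0.11, 0.061 and 0.032 from all probes. The list passed in none of the 3 (adjusted p = 0.779 with camera's direction down, adjusted p = 0.253 with camera's direction up and adjusted p = 0.716 with camera's direction up). Of the 7 genes measured that the study lists for the pathway, 7 were higher in TBI, 7 over 2-fold, and 6 and 7 were lower than TBI with metyrapone and carbenoxolone. In TBI 1 passed limma over the list alone. That list rose in TBI (median 1.13, adjusted p = 2.76e-04, and adjusted p = 0.724 with an estimated correlation) and passed with neither drug (adjusted p = 0.359 and adjusted p = 0.629). The study chose it on these samples, so its direction is not independent evidence. Its call was lost under the paper's replicate filter (adjusted p = 0.0580). In TNF receptor signaling, the death domain protein Madd had 1.15 in TBI, -1.46 with metyrapone and -1.17 with carbenoxolone (standard error 1.05). Birc2, an inhibitor of apoptosis, had 1.12, -0.95 and -0.42. Between samples of a shared slide run, the medians were 0.23, -0.50 and -0.36 for the axon guidance and growth genes (adjusted p = 0.754, 0.249 and 0.415 with the slide run as a block). They were 0.90, -1.03 and -0.64 for the study's genes (adjusted p = 4.58e-04, 0.517 and 0.560). The inflammatory cytokine and chemokine genes lay below TBI for 13 of 15 members with metyrapone and 12 of 15 with carbenoxolone. Among them were Cxcl1 (-3.13) and Mmp9 (-1.89) with metyrapone and Timp1 (-1.84) with carbenoxolone, and the list passed with neither (adjusted p = 0.328 and adjusted p = 0.716).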

**Figure 3:**
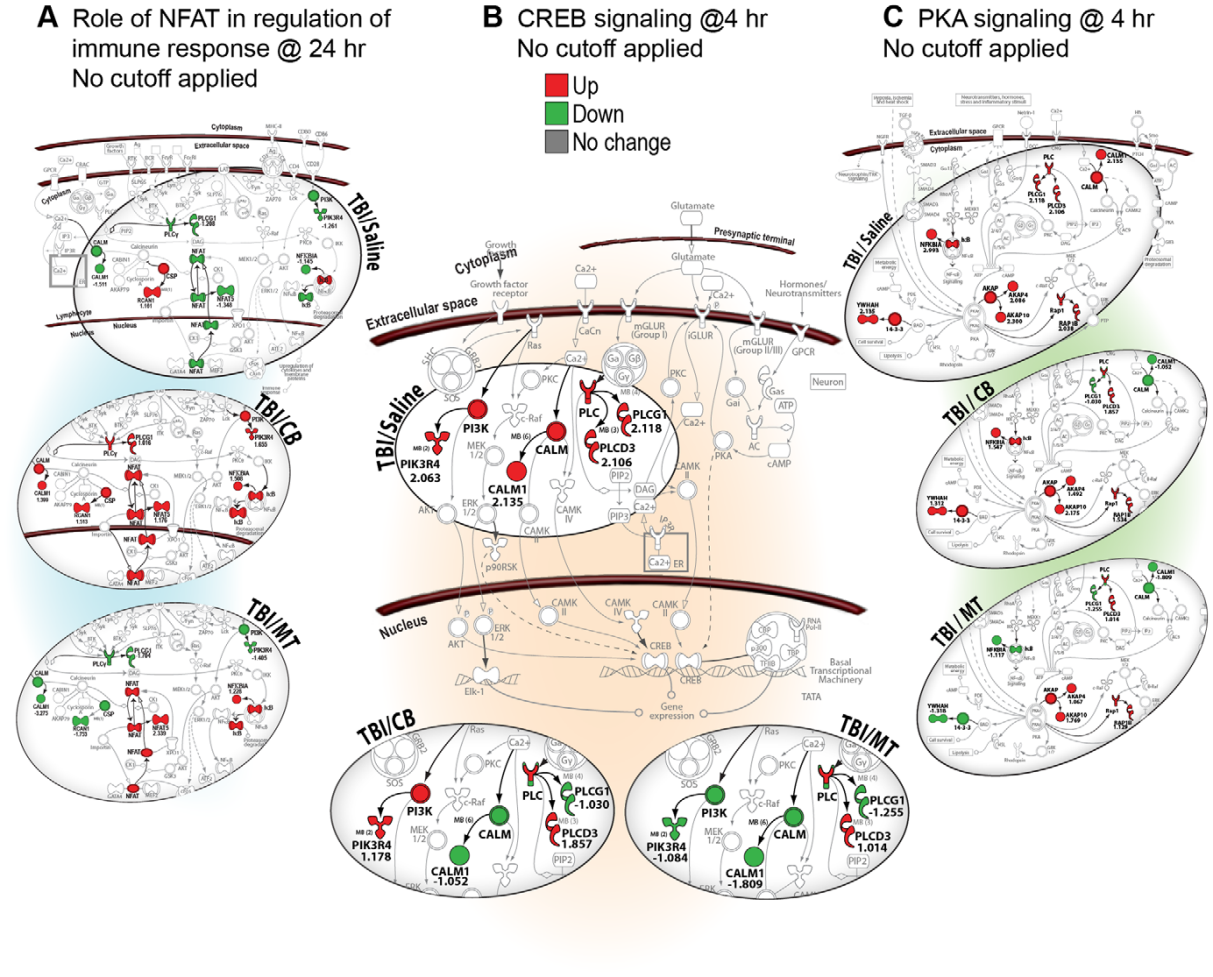
Metyrapone and carbenoxolone exert similar effects on several common gene targets in prosurvival pathways. (**A**) Nuclear factor of activated T cells (NFAT) signaling at 24 h post-TBI. (**B**) Cyclic AMP-response element binding (CREB) protein signaling at 4 h post-TBI. (**C**) Protein kinase A (PKA) signaling at 4 h post-TBI. These signaling pathways are associated with cell survival, synaptic plasticity, development and regeneration. (See Fig. S15 for symbol key).

**Figure 4:**
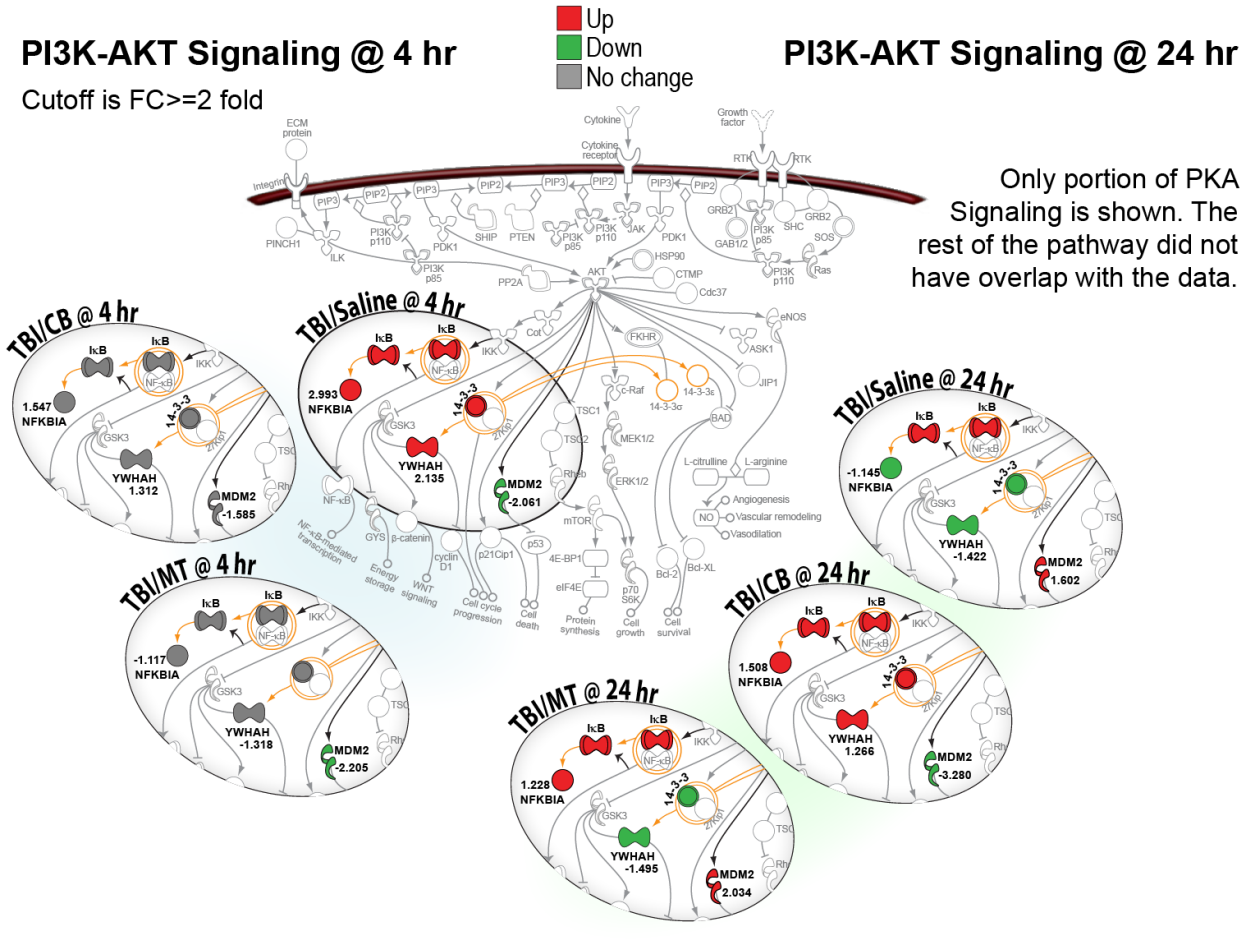
Metyrapone and carbenoxolone have similar effects on the pro-survival Phosphatidylinositol 3 kinase/AKT (PI3K/AKT) pathway. Gene expression is shown at 4 h (2 fold cut-off) and 24 h post-TBI (no cut-off). A key cell survival associated gene, NFκB1A, is upregulated by both drugs at 24 h compared with TBI alone. (See Fig. S15 for symbol key).

**Figure 5:**
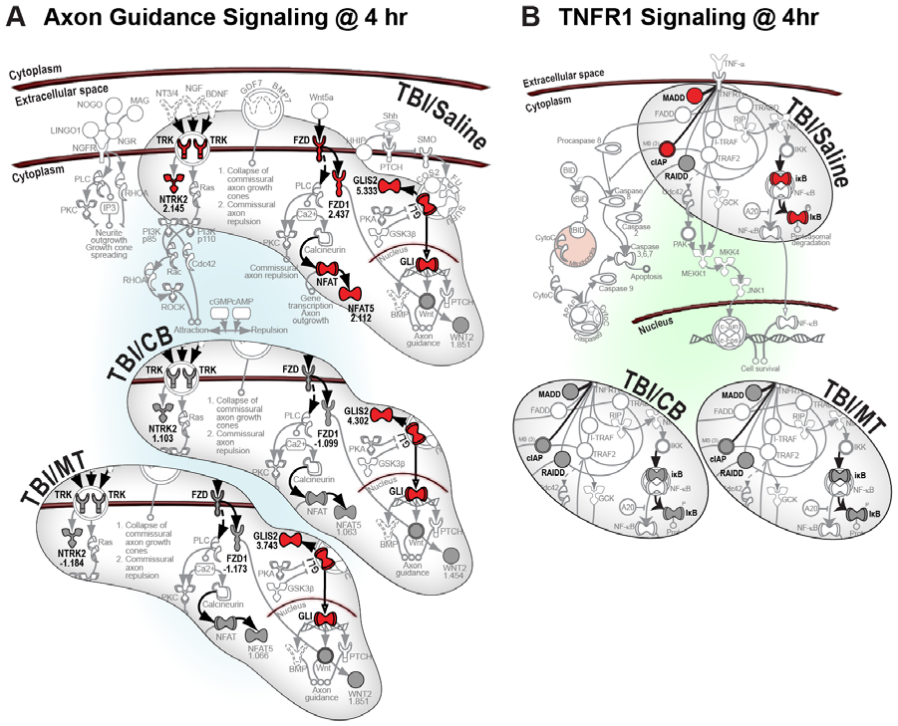
Metyrapone and carbenoxolone attenuate gene expression in both pro-survival and pro-death pathways. (**A**) Axon guidance signaling pathway is associated with regeneration and growth. (**B**) TNFR1 signaling pathway is associated with inflammation and cell death. (See Fig. S15 for symbol key).

### Metyrapone and carbenoxolone attenuate expression of genes associated with generation of reactive oxygen species (ROS)

Both MT and CB altered metabolic pathways linked to oxidative stress. Although neurodegenerative diseases are associated with mitochondrial dysfunction, drugs that induce a mild uncoupling of oxidative phosphorylation (OxPhos), i.e., decrease the proton gradient and mitochondrial potential (ΔΨ) [36], have neuroprotective properties [37], [38]. 

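Subunits of complex I, the NADH dehydrogenase, lay below TBI with both drugs at 4 h. Ndufa12 had log2 fold changes of -1.55 with metyrapone and -1.23 with carbenoxolone (standard error 0.758, n = 2 each). Ndufa2 had -1.80 and -1.16 (standard error 0.799), and Ndufs1 -0.97 and -0.49. In TBI against sham Ndufa12 had 1.14 and Ndufs1 0.64. Of 25 complex I subunits, 24 were lower than TBI with metyrapone (12 over 2-fold) and 24 with carbenoxolone (6 over 2-fold), and 23 were higher in TBI than in sham. They fell relative to other genes with metyrapone (median -0.98, -0.58 from all probes, adjusted p = 0.00510, and adjusted p = 0.804 with an estimated correlation). They did not pass with carbenoxolone (median -0.69, adjusted p = 0.0986) or in TBI (adjusted p = 0.465). With metyrapone 0 subunits passed limma over the list alone. In comparisons that stay inside a slide run, the medians were -1.49 with metyrapone and -0.97 with carbenoxolone, and with the slide run as a block the list passed with both (adjusted p = 0.00353 and 0.0214). The comparison inside the slide run uses TBI replicate 2 alone. Against TBI replicate 1, of the other run, the complex I medians were -0.65 and -0.18, and -0.33 and -0.19 for all probes. With carbenoxolone the list thus fell relative to all probes against replicate 2 only. A fall with metyrapone was not particular to complex I. Against TBI replicates 2 and 1, the metyrapone medians were -1.40 and -0.85 for endothelial and pericyte and -1.20 and -0.90 for astrocyte markers. They were -0.82 and -0.18 for oligodendrocyte markers and -0.58 and -0.33 for all probes. None of these marker lists passed with metyrapone. Antioxidant and NRF2 genes also fell with metyrapone, with 23 of 23 lower and 14 over 2-fold. Their median lay -0.68 from all probes (adjusted p = 0.00859, and adjusted p = 0.804 with an estimated correlation). With the slide run as a block they had adjusted p = 0.0345, with a median of -1.34 within it. Without that block, 0 passed limma over the list alone. Among them, Nfe2l2, the transcription factor NRF2, had -2.20 and -1.51 with metyrapone and carbenoxolone. Gclm, a subunit of the first enzyme of glutathione synthesis, had -2.04 and -1.75, and Sod3, the extracellular superoxide dismutase, -2.06 and -1.42 (standard error 1.00, 0.782 and 0.695 for the 3 genes). With carbenoxolone 20 of 23 were lower, and 19 of 23 were higher in TBI than in sham, without passing (adjusted p = 0.469 and adjusted p = 0.443). Subunits of complexes II and III were lower with metyrapone for 11 of 11 and with carbenoxolone for 10 of 11, among them Uqcrq (-1.05 and -1.32). They passed with neither (adjusted p = 0.107 and adjusted p = 0.410). With the slide run as a block they had adjusted p = 0.250 and 0.421, with medians of -0.90 and -0.63 within it. The study's genes for nitric oxide and reactive oxygen species, chosen on these samples and so not independent evidence, were higher in TBI than in sham for 5 of 6 members (adjusted p = 0.0166, and adjusted p = 0.842 with an estimated correlation). They were lower than TBI with each drug for 6 of 6, without passing there (adjusted p = 0.116 and adjusted p = 0.664). The metyrapone call of complex I was lost with the authors' processed values (adjusted p = 0.0745), under the paper's replicate filter (0.256), without TBI replicate 2 (0.182) and without TBI+MT replicate 2 (0.112). That of the antioxidant genes was lost without the filter on dim probes (adjusted p = 0.0846), among probes above background on all 32 arrays (0.343), under the paper's replicate filter (0.0620), without TBI replicate 2 (0.0657) and without TBI+MT replicate 1 (0.0529). The TBI call of the study's genes was lost among probes above background on all 32 arrays (adjusted p = 0.104) and on array a alone (0.0595). It was lost as well without sham replicate 2, without TBI replicate 1 and with the slide run as a block (median 0.88 within it).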

MT and CB attenuated expression of genes in the OxPhos (Fig. 6A) and nitric oxide/reactive oxygen species (NO/ROS) pathways (Fig. 6B), particularly genes coding for subunits of NADH dehydrogenase (Complex 1), which produces most of the ROS in mitochondria [39]. This suggests that their protective effects are linked, in part, to reduction of ROS-induced cell death. Indeed, the overall effect of both drugs was to prevent the injury-induced upregulation of multiple genes in the OxPhos pathway; both drugs also attenuated expression of separate genes associated with subunits of cytochrome c oxidase (Complex IV) and ATP synthase (Complex V), suggesting an overall inhibition of mitochondrial function.

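The complex IV subunit Cox6c had at 4 h a log2 fold change of 1.1 in TBI against sham and -2.28 with metyrapone against TBI (standard error 1.18, n = 2 each). Cox7a2l had 1.030 in TBI, -1.66 with metyrapone and -0.80 with carbenoxolone (standard error 1.22). Cox7b had -1.59 with metyrapone and -0.99 with carbenoxolone, Cox7a2 -1.14 and -0.82, and Cox5a -1.43 with carbenoxolone. Of the ATP synthase subunits, Atp5pd had -1.36 with metyrapone, Atp5mf -1.64 and -0.89 with metyrapone and carbenoxolone (standard error 0.948), and Atp5pf -1.1 with carbenoxolone. Complex IV subunits were higher in TBI than in sham for 8 of 9, and lower than TBI for 9 of 9 with metyrapone (5 over 2-fold) and 7 of 9 with carbenoxolone (1 over 2-fold). Complex V subunits were higher in TBI for 11 of 12, and lower than TBI for 12 of 12 (7 over 2-fold) and 11 of 12 (1 over 2-fold). Their medians with metyrapone lie -0.74 and -0.64 from all probes and with carbenoxolone -0.51 and -0.47. Neither list passed in TBI or with either drug (camera, adjusted p = 0.835, adjusted p = 0.107 and adjusted p = 0.716 for complex IV). For complex V these were adjusted p = 0.751, adjusted p = 0.0889 and adjusted p = 0.340. Taken inside 1 slide run, the medians were 0.058, -1.4 and -1.17 for complex IV and 0.40, -1.20 and -0.88 for complex V. With the slide run as a block these were adjusted p = 0.486, 0.157, 0.415, 0.782, 0.240 and 0.415. Mfn2, a fusion factor of the outer mitochondrial membrane, had 1.72 in TBI, -2.08 with metyrapone and -1.07 with carbenoxolone. Its paralog Mfn1 had -0.36, 0.41 and -0.36. Ucp2, an uncoupling protein of the inner membrane, had 0.40, -0.34 and -0.096.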

**Figure 6:**
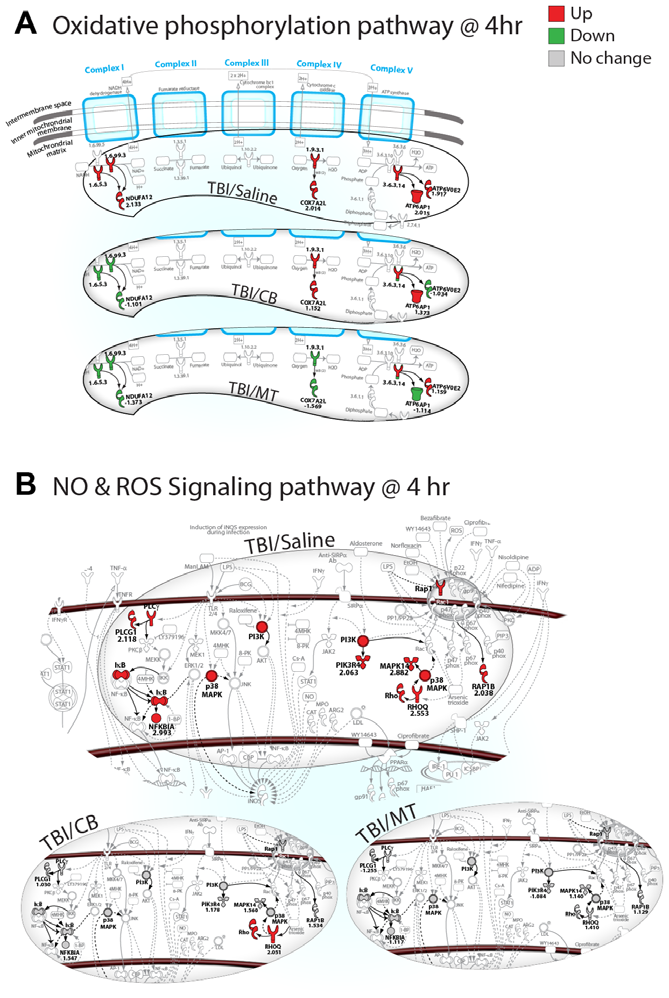
Metyrapone and carbenoxolone attenuate gene expression in pathways associated with production of reactive oxygen species (ROS). (**A**) Both drugs downregulate expression of subunits of NADH dehydrogenase in Complex 1 (primary source of reactive oxygen species produced in mitochondria), cytochrome c oxidase (Complex IV) and ATP synthase (Complex V) in the mitochondrial oxidative phosphorylation pathway at 4 h post-TBI. (**B**) Expression of multiple genes in the canonical Nitric oxide and Reactive Oxygen Species (NO & ROS) in macrophages pathway at 4 h post-TBI (2 fold cut-off) are also downregulated after metyrapone or carbenoxolone treatment suggesting a drug-induced reduction in oxidative stress. (See Fig. S15 for symbol key).

## Discussion

This is the first molecular comparison of the potential mechanisms underlying the neuroprotective effects of MT and CB, and of the molecular targets and associated cell signaling pathways that mediate their protective effects on hippocampal neurons after TBI. Previous reports have shown that, in addition to their nootropic effects and common gene targets, both MT and CB reduce neuronal injury both *in vitro* and *in vivo* [10], [11], [40]. These studies served as the primary rationale for the choice of these two structurally different compounds for our comparative pathway analysis. However, neither drug has previously been evaluated in a fluid-percussion TBI model [41].

The complex pathogenesis of TBI is associated with injury-induced changes in multiple molecular pathways [42], [43], making it difficult to evaluate novel therapeutic agents with multiple postulated mechanisms of action in pre-clinical animal models. Recent studies have shown that distinct molecular networks that underlie core biological processes can be used as biosensors or biomarkers for human diseases [44], and distinct genetic programs (coordinated activation and/or repression of genes in known cell signaling pathways) are associated with neurodegenerative diseases [45]. Considering these facts, we hypothesized that distinct alterations in a specific set of biological pathways associated with cell survival or cell death could serve as biomarkers of TBI pathology. Therefore, we reasoned that effective therapeutic drugs would alter expression of common genes in these specific injury-induced cell survival and/or cell death pathways. Moreover, in order to effectively alter physiological responses that regulate neuronal fate after TBI, effective neuroprotective agents will likely influence multiple components of a coordinated response. In this study, we used a systems biology approach to investigate drug-induced changes in a broad spectrum of biological pathways affected by TBI, albeit with a special focus on pathways associated with cell survival or cell death since our objective was to gain insight into the neuroprotective mechanisms of these drugs [4]. Recent reports using this approach have demonstrated that neurodegenerative diseases influence broad neuronal networks [46], and that distinct disease-modifying pathways can be associated with neurodegeneration [45]. This has led to insightful discoveries such as cessation of organ growth in adult rats being mediated by a defined genetic program that coordinates downregulation of multiple growth-promoting genes [47].

The main finding of our study is that a distinctive common molecular signature characterizes the effects of MT and CB, thus suggesting an avenue for investigation of the pathophysiology of TBI, as well as evaluation of potential treatment strategies for TBI. Our data show that the cumulative genomic response to these drugs appears to be a homeostatic improvement or normalization in injury-induced signaling. Specifically, MT and CB attenuate injury-induced gene expression associated with neurodegeneration and cell death, and, contrary to our expectation that these drugs would increase mobilization of protective genes, both drugs attenuate injury-induced gene expression associated with cell survival.

Another important outcome of our study is that we show, for the first time, that MT and CB reduce the number of degenerating neurons after TBI in the hippocampus, a brain region critical for learning and memory. These data are concordant with previous studies showing that these drugs prevented ischemia-induced synaptic dysfunction in the hippocampus [40], [48].

Because the goal of this study was to understand drug-induced neuroprotection, it was essential to examine gene expression in only neurons that survived TBI, without the contaminating data deriving from dying neurons. In an earlier study, LCM made it possible for us to selectively capture only surviving, FJ-negative pyramidal neurons from the CA3 subfield of the rat hippocampus at 24 h post-TBI [27]. In this previous study, by comparing changes in gene expression in surviving cells (FJ-negative) to those in non-surviving cells (FJ-positive) after TBI, we identified specific cell signaling networks known to play an essential role in injury response and survival. These data, followed by examination of the combined expression profiles of the pathways in which many (6 or more) co-expressed or functionally linked genes were altered by drug treatment, provided the most useful insight into the common mechanisms of these neuroprotective drugs. Our observation that both drugs similarly affected a distinct set of common target genes that were induced after TBI in these canonical pathways, suggests that altered expression of these specific genes was associated with their protective effects.

While it is impossible to predict whether the surviving neurons in untreated TBI rats would have died or survived at a later time point, we know that, at 24 h post TBI, the neurons analyzed in our study were not undergoing neurodegeneration as determined by FJ staining. However, even surviving neurons are expected to show a transcriptional profile reflecting their exposure to TBI in the absence of drug treatment, and surviving neurons from treated animals would show gene expression profiles influenced by drug treatment.

Whether or not the final outcome is death or survival, hippocampal neurons mount a protective molecular response after TBI. In the case of the dying neurons, the response is inadequate. This suggests that neuronal survival or death is regulated by a cell survival rheostat that is determined based on a ratio of cell survival to cell death genes that, in turn, depends on the stochastic expression of these genes in hippocampal neurons before TBI [27]. This stochastic component might mask small, not necessarily statistically significant albeit biologically significant, changes in expression induced by drug treatment. In many of these cell survival or cell death associated pathways, the common gene targets of both drugs only became evident when the 2-fold change cut-off was not applied and used to screen out certain pathways for further study. Indeed, by first selecting pathways based on biological relevance and then examining the alterations in gene components, we gained an insight into the neuroprotective mechanisms of MT and CB that we would have missed totally by only studying statistically significant pathways. Interestingly, the rheostat-like effects of small regulatory non-coding microRNAs on target mRNAs are often less than 2-fold, within the boundaries of random variations, but still biologically significant [49]. Our data support the concept that a cell survival rheostat could be influenced by drugs that induce subtle changes in individual gene expression, within co-expression networks, resulting in coordinated and biologically significant changes in cell signaling pathways. In many cases, the fold changes in gene expression induced by drug treatment were less than two-fold. However, the key observation we made after IPA analysis is that both CB and MT produced consistent and similar changes in co-expressed genes in dozens of canonical pathways associated with cell survival/plasticity/regeneration or cell death/stress/degeneration. Consequently, a coordinated pattern of significant gene expression changes only became apparent when the effect of these drugs was evaluated on entire cell signaling pathways rather than on individual genes with significant p-values.

Pathway analysis revealed several biologically relevant events. Specifically, acute and long-term neurodegeneration is the result of TBI-induced dysregulation of genes in multiple cell signaling networks, and neurons regulate synaptic plasticity by regulating the expression of activity-induced gene expression [50].Thus, our data suggest that CB and MT exert their neuroprotective effects via homeostatic normalization of injury-induced gene expression to pre-injury levels. Moreover, the similar transcriptional profiles induced by CB and MT support our hypothesis that neuroprotective drugs work through a common set of molecular targets associated with cell survival or cell death.

The attenuation or normalization of injury-induced gene expression is one of the defining molecular signatures in our study, suggesting that, paradoxically, neuroprotection is associated with an overall lack of mobilization of protective genes. Although we did observe upregulation of some survival-associated genes in the NFAT and PI3K pathways, the attenuating effects of both drugs on several pathways associated with cell death and stress signaling are also consistent with previous studies showing that improved levels of neuroprotection were obtained with therapeutic agents that targeted multiple pathways involved in cell death [51].

Both CB and MT display inhibitory effects on 11βHSD1, and, hence, glucocorticoid production, resulting in inhibition of glucocorticoid-regulated targets such as neuropeptide Y and tyrosine hydroxylase [52], [53]. However, pathway analysis confirmed our original hypothesis that the neuroprotective effects of MT and CB are mediated, in part, by common molecular targets other than 11βHSD1. In fact, many of the TBI-induced gene expression changes observed in our study have not been previously associated with glucocorticoid treatment.

Extensive *in silico* validation of genes affected by both compounds (GEO accession GSE31357, References S1) showed that many of the genes present in pathways affected by MT and CB treatment are associated with regenerative and/or pro-survival phenotypes, while others are associated with cell death signaling. A key feature of recovery after injury is the reactivation of cellular programs characteristic of embryological development [54], [55]. The CREB, NFAT, PKA and PI3K/AKT signaling pathways are associated with cell survival, but are also well known to be essential in development and regeneration. Expression of genes associated with tumorigenesis was down-regulated or normalized by both drugs (see References S1). Tumor cells often have the ability to invade, resist cell death-inducing signals, and metastasize to other regions of the body by activating developmental regulatory programs [56]. Therefore, a limited repertoire of cell survival signals appears to be common to both tumorigenesis and neuronal survival after TBI. Several genes in the amyloid processing pathway were also affected by MT and CB. This is particularly relevant because much evidence links early onset of Alzheimer's disease (AD) in TBI survivors to accumulation of amyloid-β (Aβ), due to a TBI-induced imbalance in Aβ genesis and catabolism [57].

Because TBI produces significant oxidative stress in the rat hippocampus [58], we also examined the effects of MT and CB on canonical pathways associated with generation of reactive oxygen species. ROS are byproducts of oxidative phosphorylation [39] and nitric oxide signaling [59], primarily in the mitochondria. The effects of both drugs on mitochondrial gene expression provided provocative insights, as previous studies have shown that the effects of glucocorticoids on mitochondrial function follow a U shaped curve (low doses are protective while higher doses are associated with suppression of Bcl-2 levels and decreases in neuronal survival) [60]. CB, but not MT, has been shown to uncouple mitochondrial OxPhos [61]. Here we showed, for the first time, that the overall effect of both drugs on genes involved in OxPhos would predict a reduction of ROS consistent with a mild uncoupling of OxPhos. Previous studies have shown that increased expression of uncoupling proteins decreases production of mitochondrial ROS [62]. Moreover, deletion of uncoupling protein 2 (UCP-2) in mice exacerbated ischemic brain injury, and was associated with suppression of cell repair genes and antioxidants [63].

Interestingly, compounds that partially inhibit OxPhos can increase tolerance to subsequent hypoxia [64]. Because compounds that reduce mitochondrial oxidant stress, such as the L-type calcium channel blockers, nicardipine and nimopidine, also have been shown to have neuroprotective effects, they have been proposed as treatments for neurodegenerative disorders [65]. Nonsteroidal, anti-inflammatory drugs also uncouple OxPhos [66], which suggests an additional mechanism for their neuroprotective effects in neurodegenerative disorders such as AD [67], [68].

Finally, one proposed neuroprotective strategy involves reduction of oxidative stress using therapeutic agents such as resveratrol [69] or interventions such as caloric restriction [70]. Resveratrol has been shown to exert its neuroprotective effects by a cell signaling pathway involving UCP2 [71], suggesting that, in general, other uncouplers of OxPhos have therapeutic potential for TBI. In line with this, a recent study suggested that novel protective drugs could be discovered by their ability to shift energy metabolism from mitochondrial respiration to glycolysis, which is known to suppress oxidative stress and cell death after ischemia [72].

Although the undesirable side-effect profiles of these drugs preclude long-term use in TBI patients, the demonstration that, following a single treatment, MT or CB reduces neurodegeneration, indicates that acute, short-term treatment after TBI might safely mitigate some of the deleterious effects of the initial injury. These two drugs associated with neuroprotection and cognitive enhancement induce a distinctive molecular profile associated with a reduction in oxidative stress and cell death. Additionally, many drugs in clinical use for other purposes may exhibit similar effects. Thus, the screening of such drugs for efficacy in TBI patients is warranted. Drugs identified using these criteria may also be beneficial for other neurodegenerative disorders in which similar cell survival pathways are affected.

### Accession codes

Microarray data is MIAMI compliant and has been deposited in the Gene Expression Omnibus under the accession number GSE31357.

## Supporting Information

Figure S1 **Representative example of functional and canonical pathway analysis in IPA.** Top functions, processes and pathways with the greatest numbers of differentially expressed genes across experimental treatment groups were identified for further analysis. Bar graph of top pathways in the TBI vs Control comparison at 4 h are shown. Higher bars denote greater significance and the numbers of genes above the yellow line, which signifies a p value of 0.05, represent those that are significantly differentially expressed than by chance alone.
(PDF) Click here for additional data file.

Figure S2 **Ingenuity pathway analysis showing the effects of carbenoxolone or metyrapone treatment on a custom pathway of injury-induced genes.** The drug-induced profiles are remarkably concordant. i.e., the drugs attenuated expression of multiple, common genes that were upregulated after TBI. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S3 **Ingenuity pathway analysis showing the effects of TBI and drug treatment on the canonical apoptosis signaling pathway at 24 h post-TBI.** Key cell signaling genes associated with apoptosis are commonly downregulated by carbenoxolone or metyrapone. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S4 **Ingenuity pathway analysis of canonical death receptor signaling pathway at 4 h post-TBI.** Both metyrapone and carbenoxolone attenuate expression of FLIP, which is known to protect against ischemic cell death. This suggests that drug treatment obviated the need for a protective response. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S5 **Ingenuity pathway analysis of canonical corticotrophin-releasing hormone (CRH) signaling pathway at 4 h post-TBI.** Both metyrapone and carbenoxolone attenuate expression of key cell signaling intermediates. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S6 **Ingenuity pathway analysis of canonical amyloid processing pathway at 4 h post-TBI.** Although different genes are affected by metyrapone or carbenoxolone, it is noteworthy that these drugs affect a signaling pathway linked to Alzheimer's disease for which TBI is a risk factor. Gene expression data are shown with a 2-fold cut off. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S7 **Ingenuity pathway analysis of canonical cyclic AMP response element binding (CREB) protein signaling pathway at 4 h post-TBI.** Both metyrapone and carbenoxolone attenuate common genes in this cell survival pathway—a theme that is repeatedly observed in many other injury-induced cell signaling pathways. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S8 **Ingenuity pathway analysis of NFAT in regulation of immune response pathway at 24 h post-TBI.** Similar to the PI3K/AKT pathway (also see Figure S10b), cell survival-associated genes downregulated after TBI alone are upregulated by metyrapone or carbenoxolone treatment 24 h after injury. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S9 **Ingenuity pathway analysis of canonical protein kinase A (PKA) signaling pathay at 4 h post-TBI.** Again, both metyrapone and carbenoxolone attenuate expression of key cell signaling intermediates associated with cell survival. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S10 **Ingenuity pathway analysis of canonical phosphotidylinositide 3 kinase/AKT (PI3K/AKT) signaling pathway with 2-fold cut off** (**A**) This illustrates that both metyrapone and carbenoxolone attenuate expression of injury-induced genes in cell survival pathways at 4 h post-TBI. (**B**) A key cell survival associated gene, NFκB1A is upregulated by both metyrapone and carbenoxolone at 24 h post-TBI compared with TBI alone. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S11 **Ingenuity pathway analysis of axon guidance pathway at 4 h post-TBI.** Metyrapone and carbenoxolone attenuate expression of common genes associated with cell survival and regeneration in this pathway. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S12 **Ingenuity pathway analysis of TNFR1 signaling pathway at 4 h post-TBI with 2-fold cut off.** Metyrapone and carbenoxolone attenuate expression of common genes associated with cell death and inflammation. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S13 **Ingenuity pathway analysis of canonical oxidative phosphorylation pathway at 4 h post-TBI.** Genes coding for NADH dehydrogenase, the first enzyme in Complex 1 of the mitochondrial electron transport chain are downregulated by both metyrapone and carbenoxolone. This is the site of production of most of the reactive oxygen species in the inner mitochondrial membrane. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S14 **Ingenuity Pathway Analysis of nitric oxide and reactive oxygen species (NO&ROS) signaling pathway in macrophages at 4 h post-TBI with 2-fold cut off.** Multiple injury-induced genes in this pathway are downregulated by metyrapone and carbenoxolone treatment compared to TBI alone. (See Fig. S15 for symbol key).
(PDF) Click here for additional data file.

Figure S15 **Symbol key for pathways.**
(PDF) Click here for additional data file.

Table S1 **Gene Ontology.** Genes affected by metyrapone and carbenoxolone treatment participate in diverse cell signaling processes.
(PDF) Click here for additional data file.

Table S2 **Pathways with Highest # Gene Overlap (partial list).**
(PDF) Click here for additional data file.

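Table S2 lists genes of the pathways with most overlap, and at 4 h those of protein ubiquitination stood higher in TBI than in sham and lower than TBI with both drugs. The deubiquitinase Usp31 had log2 fold changes of 1.80 in TBI against sham, -1.45 with metyrapone and -1.52 with carbenoxolone (standard error 0.80, n = 2 each). Vhl, part of the ligase that marks HIF1A for degradation, had 1.49, -1.97 and -0.93 (standard error 0.726). The proteasome chaperone Psmd9 had 1.39, -1.49 and -1.53. The ubiquitin-activating enzyme Uba1 had 1.14, -1.15 and -1.35, and the ligase Nedd4l 1.45, -0.83 and -1.49. Of 11 ubiquitination genes measured, 11 were higher in TBI, 11 lower than TBI with metyrapone and 11 with carbenoxolone, with 0 past limma over the list alone in TBI. The list rose in TBI (adjusted p = 9.46e-05, and adjusted p = 0.842 with an estimated correlation). It fell with metyrapone (adjusted p = 0.00859, and adjusted p = 0.804 with an estimated correlation). With carbenoxolone it fell as well (adjusted p = 0.0157, and adjusted p = 0.985 with an estimated correlation). The paper heads Table S2 as a partial list, so genes that it leaves out are missing from these lists. Of 71 Table S2 genes over all pathways, 66 were higher in TBI at 4 h (64 over 2-fold), 68 lower with metyrapone (42 over 2-fold) and 66 with carbenoxolone (22 over 2-fold). They include Hif1a, the oxygen-sensing transcription factor (1.02, -1.89 and -0.90), and Egr1, an immediate early factor (2.26, -1.60 and -0.44). That list rose in TBI (median 1.12, adjusted p = 2.89e-12, and adjusted p = 0.842 with an estimated correlation). It fell with metyrapone (median -1.16, adjusted p = 1.15e-04, and adjusted p = 0.804 with an estimated correlation). With carbenoxolone it fell as well (median -0.82, adjusted p = 0.00590, and adjusted p = 0.985 with an estimated correlation). At 24 h 56 of 71 were higher than TBI with carbenoxolone (adjusted p = 0.0288, and adjusted p = 0.974 with an estimated correlation). Of the same genes 63 of 71 were lower with metyrapone than with carbenoxolone (adjusted p = 0.0204, and adjusted p = 0.963 with an estimated correlation). The comparison with TBI cannot be told apart from the slide run. The study chose these genes on the same samples, so their direction is not independent evidence. Proteasome and ubiquitin genes of a wider list were lower than TBI with metyrapone for 29 of 29 (13 over 2-fold) and with carbenoxolone for 27 of 29 (9 over 2-fold), among them Psma4 (-1.55 with carbenoxolone) and Psma3 (-2.08 with metyrapone). They fell with metyrapone (median -0.92, adjusted p = 0.0261, and adjusted p = 0.804 with an estimated correlation). With carbenoxolone they fell as well (median -0.66, adjusted p = 0.0157, and adjusted p = 0.985 with an estimated correlation). With the drugs 0 and 0 passed limma over the list alone, and 27 of 29 were higher in TBI without the list passing (adjusted p = 0.0812). Against sham, the wider list had a median of 0.69 for TBI replicate 1, the only TBI sample of the sham slide run. Between samples of a shared slide run, the medians were 0.88, -1.38 and -1.19 for ubiquitination. For all Table S2 genes they were 0.79, -1.43 and -1.09, and -0.89 and -0.66 with the drugs for the wider list. With the slide run as a block the same lists had adjusted p = 3.03e-04, 0.0979 and 0.0877, 1.12e-08, 0.00180 and 0.00413, and 0.272 and 0.271. The call of ubiquitination with metyrapone was lost among probes above background on all 32 arrays (adjusted p = 0.157), without TBI replicate 1 (0.0976) and without TBI+MT replicate 1 (0.0826). With carbenoxolone it was lost among probes above background on all 32 arrays (adjusted p = 0.194), on array b alone (0.0682), without TBI replicate 1 (0.0874), without TBI replicate 2 (0.150) and without TBI+CB replicate 1 (0.147). That of the wider list with metyrapone was lost among probes above background on all 32 arrays (adjusted p = 0.157), without TBI replicate 1 (0.272) and without TBI+MT replicate 1 (0.517). With carbenoxolone it was lost among probes above background on all 32 arrays (adjusted p = 0.0502), without TBI replicate 1 (0.270) and without TBI+CB replicate 1 (0.0563). That of all Table S2 genes with metyrapone at 4 h was lost under the paper's replicate filter (adjusted p = 0.313). With carbenoxolone at 4 h it was lost among probes above background on all 32 arrays (adjusted p = 0.0502), under the paper's replicate filter (0.534) and without TBI replicate 2 (0.367). At 24 h with carbenoxolone it was lost on array b alone (adjusted p = 0.116), under the paper's replicate filter (0.606), without TBI replicate 1 (0.0522), without TBI replicate 2 (0.0646), without TBI+CB replicate 1 (0.164), without TBI+CB replicate 2 (0.0614), without both dim 24 h samples (0.0563) and with all probes of each gene (0.411). Between the drugs at 24 h it was lost among probes above background on all 32 arrays (adjusted p = 0.174), on array b alone (0.183), under the paper's replicate filter (0.987, with the direction reversed), without TBI+CB replicate 1 (0.137), without TBI+CB replicate 2 (0.0656), without TBI+MT replicate 1 (0.960), without both dim 24 h samples (0.841) and with all probes of each gene (0.171).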

Table S3 **Top significant pathways of interest with biological relevance.**
(PDF) Click here for additional data file.

References S1 Supplementary References
(PDF) Click here for additional data file.

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S2 — Ingenuity pathway analysis showing the effects of carbenoxolone or metyrapone treatment on a custom pathway of injury-induced genes. The drug-induced profiles are remarkably concordant. i.e., the drugs attenuated expression of multiple, common genes that were upregulated after TBI. (See Fig. S15 for symbol key).

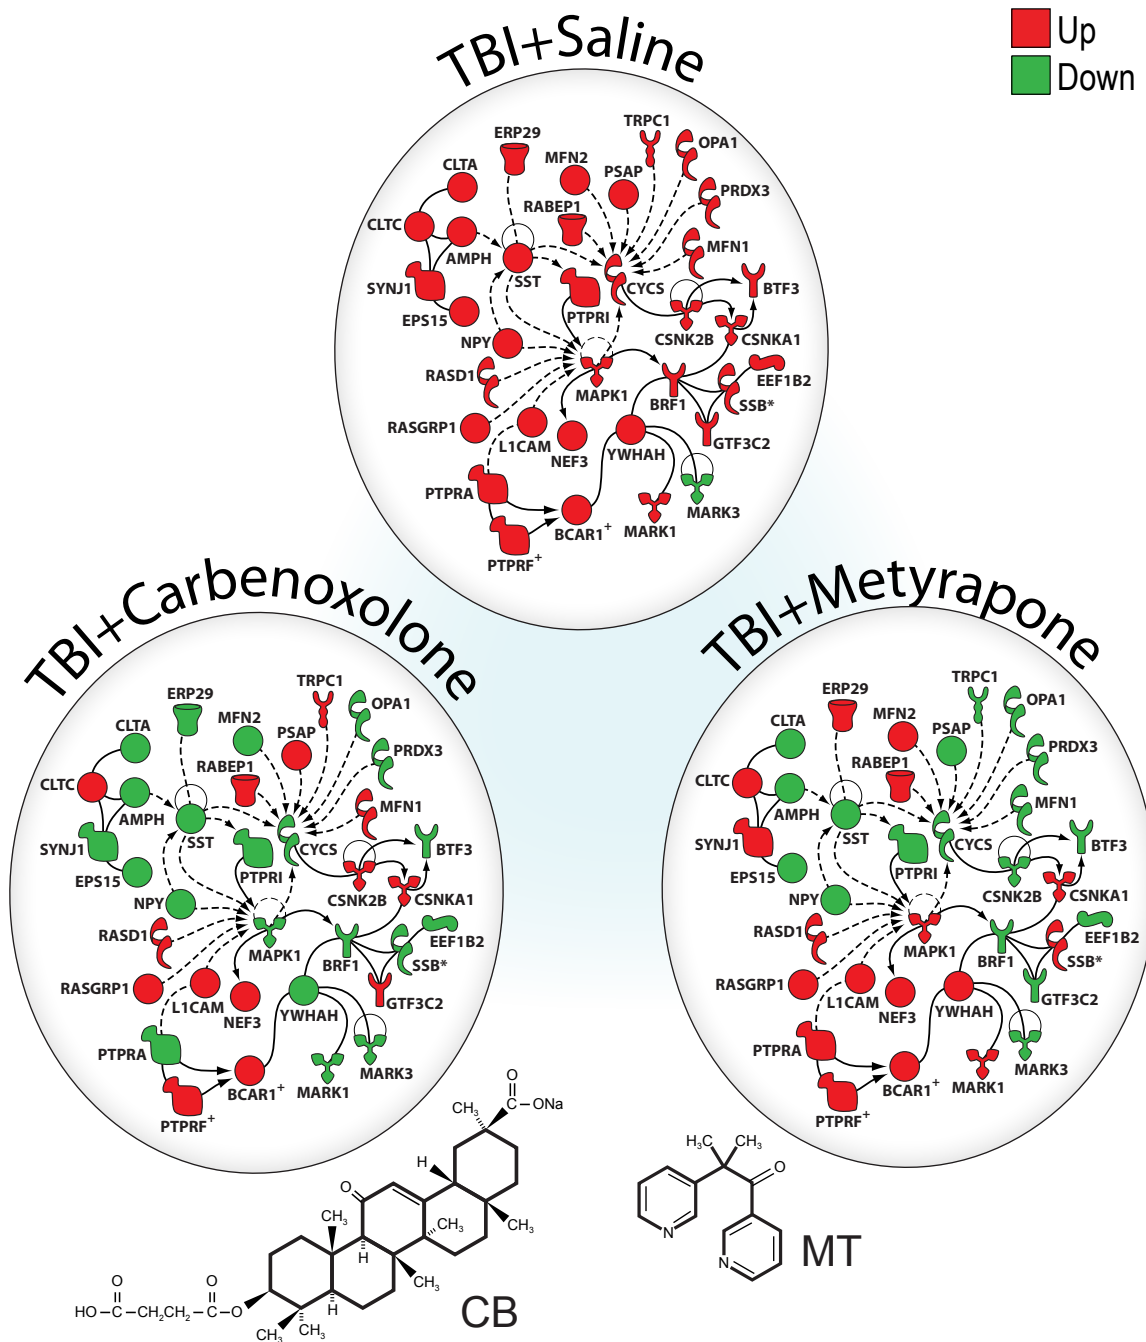

|                          |                                                                                                           |
|--------------------------|-----------------------------------------------------------------------------------------------------------|
| CLTA <sup>S1,S2</sup>    | Clathrin, light chain A                                                                                   |
| EPS15 <sup>S3,S4</sup>   | Epidermal growth factor receptor substrate 15                                                             |
| AMPH <sup>S5,S6</sup>    | Amphiphysin                                                                                               |
| SST <sup>S7,S8</sup>     | Somatostatin                                                                                              |
| NPY <sup>S9,S10</sup>    | Neuropeptide Y                                                                                            |
| BRF1 <sup>S11</sup>      | BRF1 homolog, subunit of RNA polymerase III transcription initiation factor IIIB ( <i>S. cerevisiae</i> ) |
| EEF1B2 <sup>S12</sup>    | Eukaryotic translation elongation factor 1 beta 2                                                         |
| BTF3 <sup>S13,S14</sup>  | Basic transcription factor 3                                                                              |
| PRDX3 <sup>S15,S16</sup> | Peroxiredoxin 3                                                                                           |
| OPA1 <sup>S17</sup>      | Optic atrophy 1                                                                                           |
| PTPR1 <sup>S18</sup>     | protein tyrosine phosphatase receptor 1                                                                   |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S3 — Ingenuity pathway analysis showing the effects of TBI and drug treatment on the canonical apoptosis signaling pathway at 24 h post-TBI. Key cell signaling genes associated with apoptosis are commonly downregulated by carbenoxolone or metyrapone. (See Fig. S15 for symbol key).

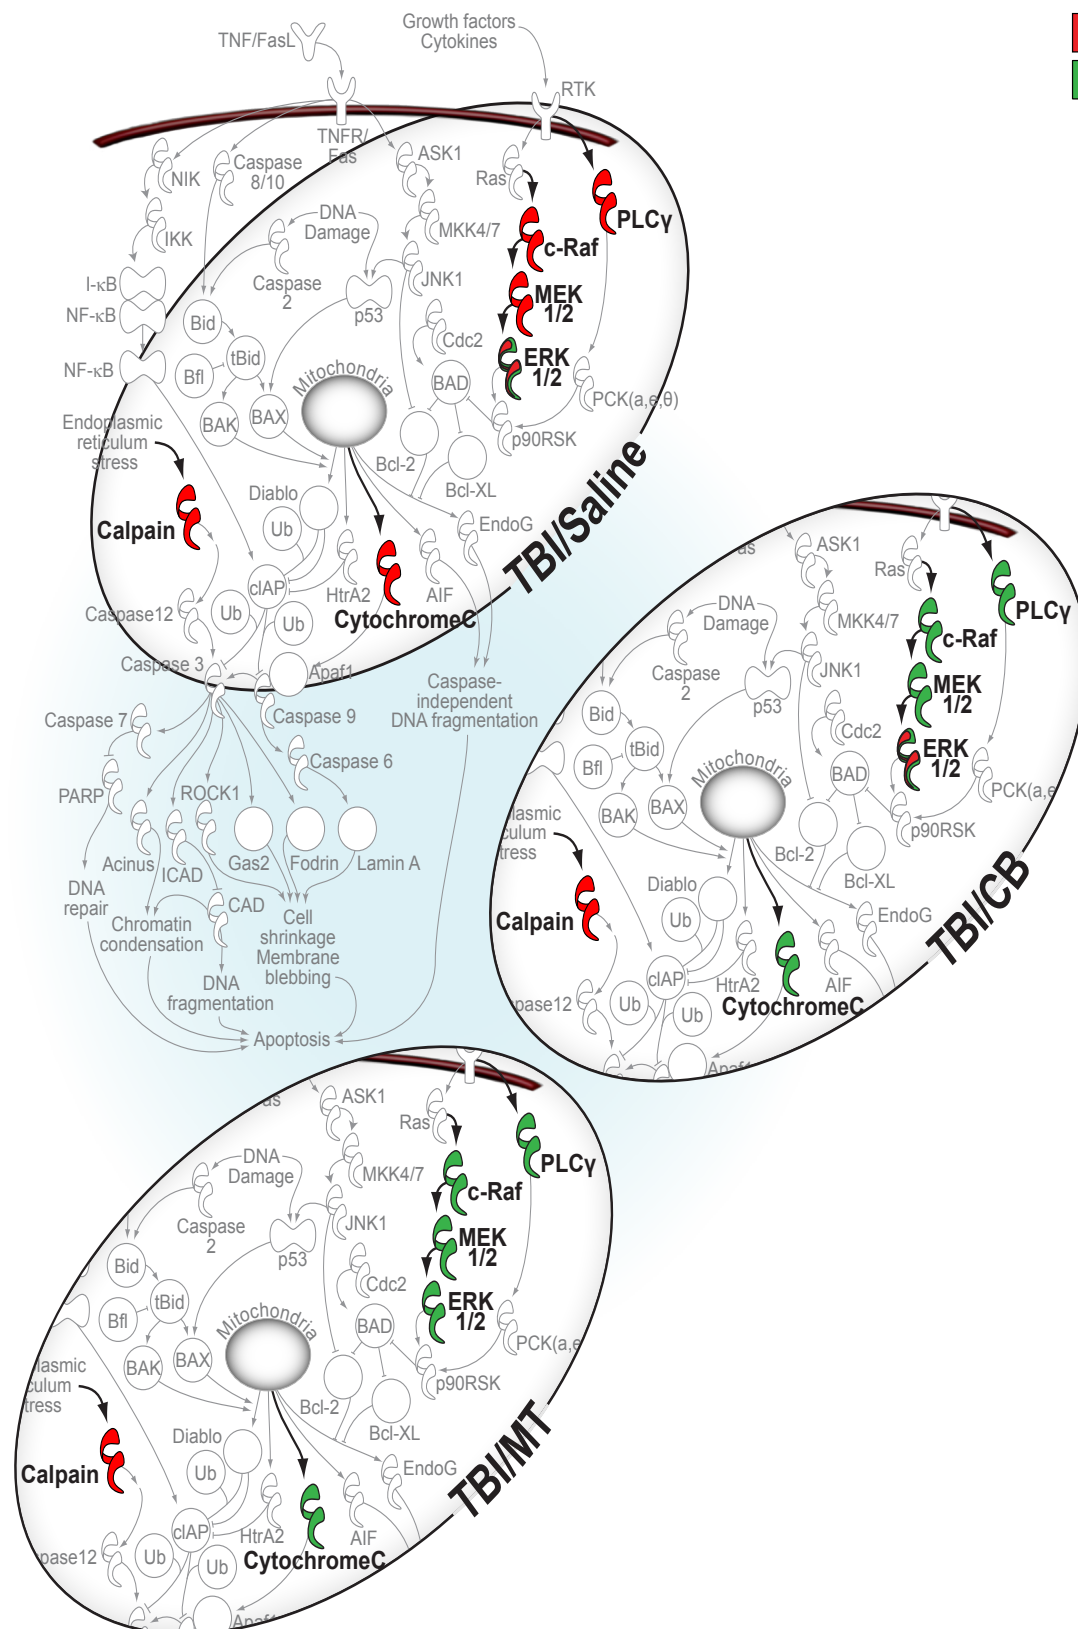

|                                 |                                           |
|---------------------------------|-------------------------------------------|
| PLCγ <sup>S19</sup>             | Phospholipase C, gamma                    |
| c-Raf <sup>S20-S22</sup>        | V-raf-leukemia viral oncogene 1           |
| MEK 1/2 <sup>S23,S24</sup>      | Mitogen-activated protein kinase kinase 1 |
| Cytochrome C <sup>S25,S26</sup> | Cytochrome C oxidase                      |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S4 — Ingenuity pathway analysis of canonical death receptor signaling pathway at 4 h post-TBI. Both metyrapone and carbenoxolone attenuate expression of FLIP, which is known to protect against ischemic cell death. This suggests that drug treatment obviated the need for a protective response. (See Fig. S15 for symbol key).

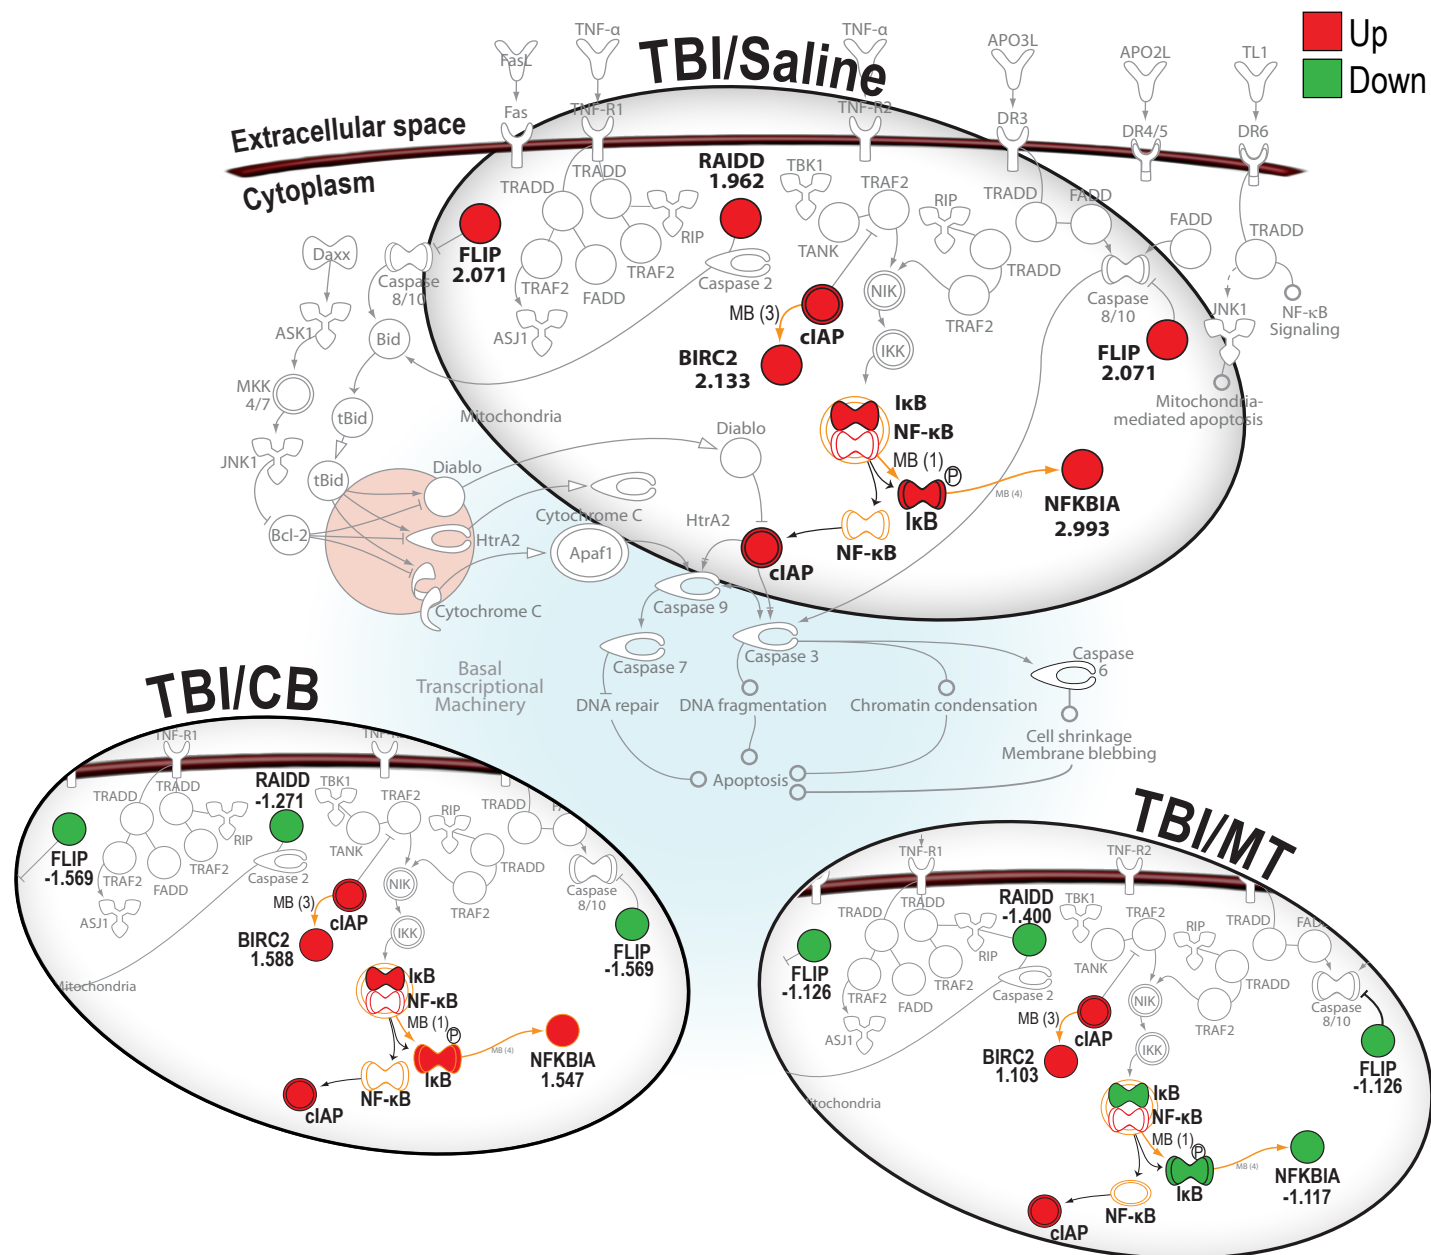

|                         |                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------|
| FLIP <sup>S27,S28</sup> | Fas-associated death domain-like interleukin-1-β-converting enzyme-inhibitory protein            |
| RAIDD <sup>S69</sup>    | Receptor-interacting protein (RIP) associated ICH-1/CED-3 homologous protein with a death domain |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S5 — Ingenuity pathway analysis of canonical corticotrophin-releasing hormone (CRH) signaling pathway at 4 h post-TBI. Both metyrapone and carbenoxolone attenuate expression of key cell signaling intermediates. (See Fig. S15 for symbol key).

Up  
Down

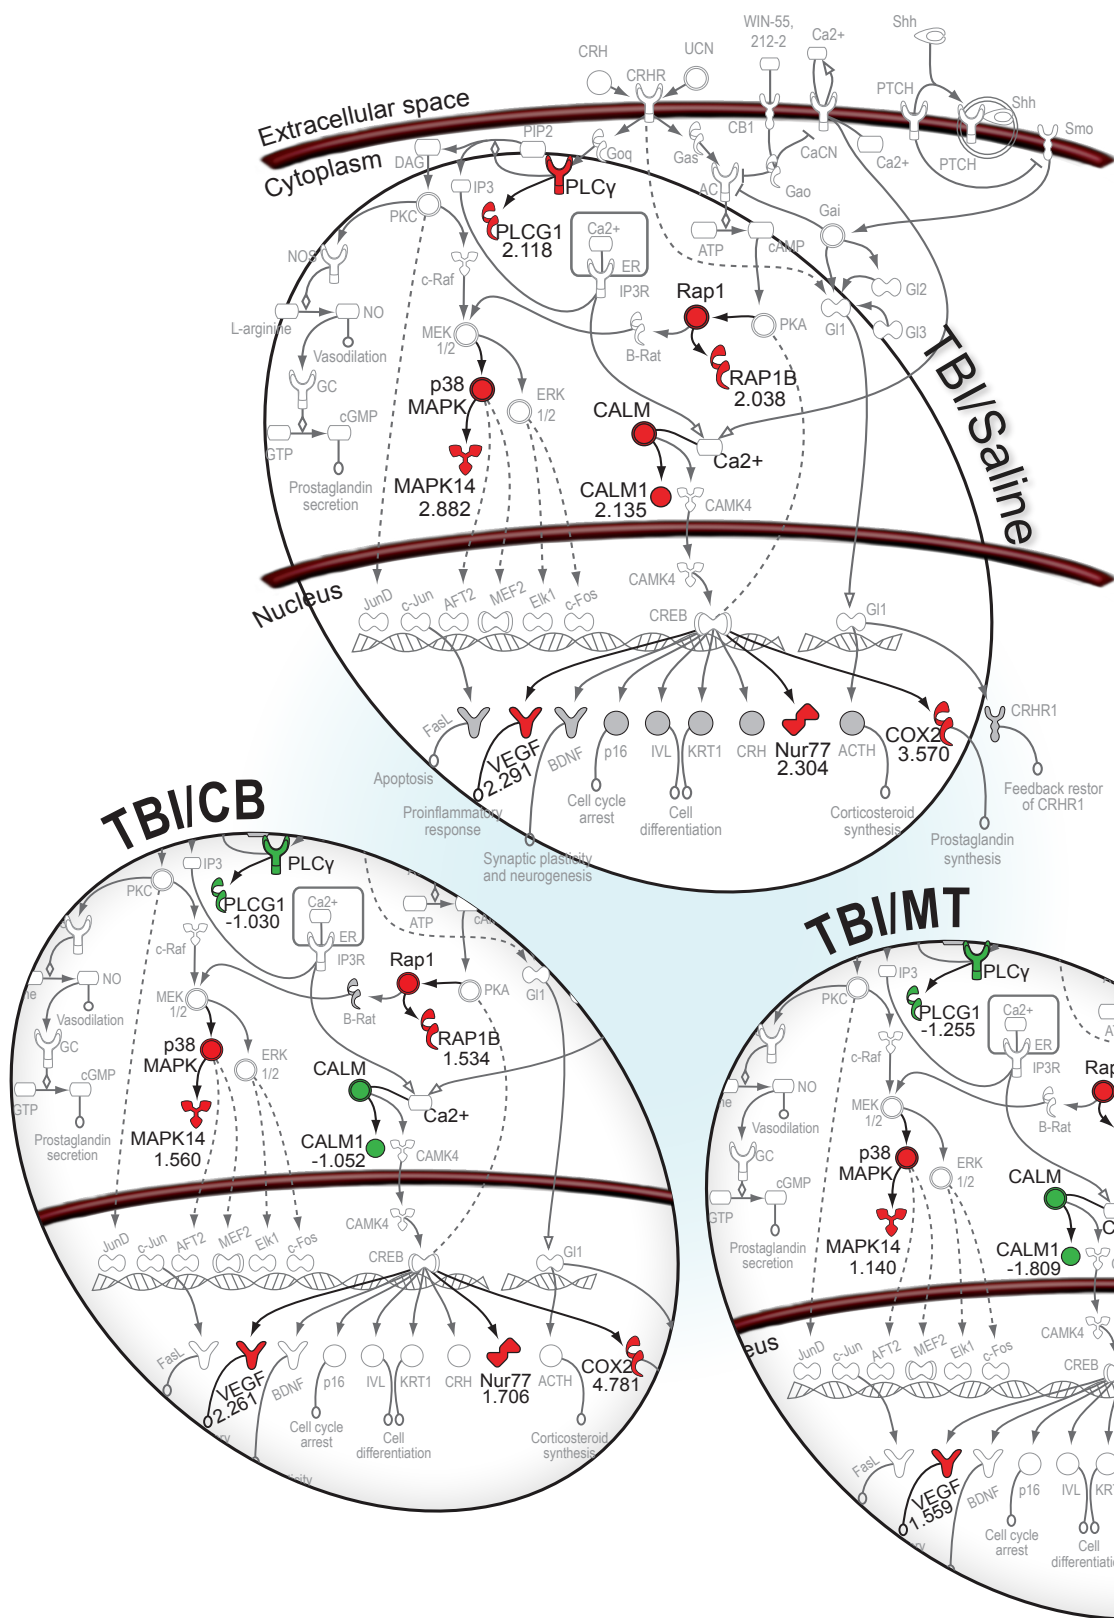

|                         |                          |
|-------------------------|--------------------------|
| PLCγ <sup>S19</sup>     | Phospholipase C gamma    |
| PLCG1 <sup>S29</sup>    | Phospholipase C, gamma 1 |
| CALM <sup>S30,S31</sup> | Calmodulin               |
| CALM1 <sup>S32</sup>    | Calmodulin 1             |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S7 — Ingenuity pathway analysis of canonical cyclic AMP response element binding (CREB) protein signaling pathway at 4 h post-TBI. Both metyrapone and carbenoxolone attenuate common genes in this cell survival pathway—a theme that is repeatedly observed in many other injury-induced cell signaling pathways. (See Fig. S15 for symbol key).

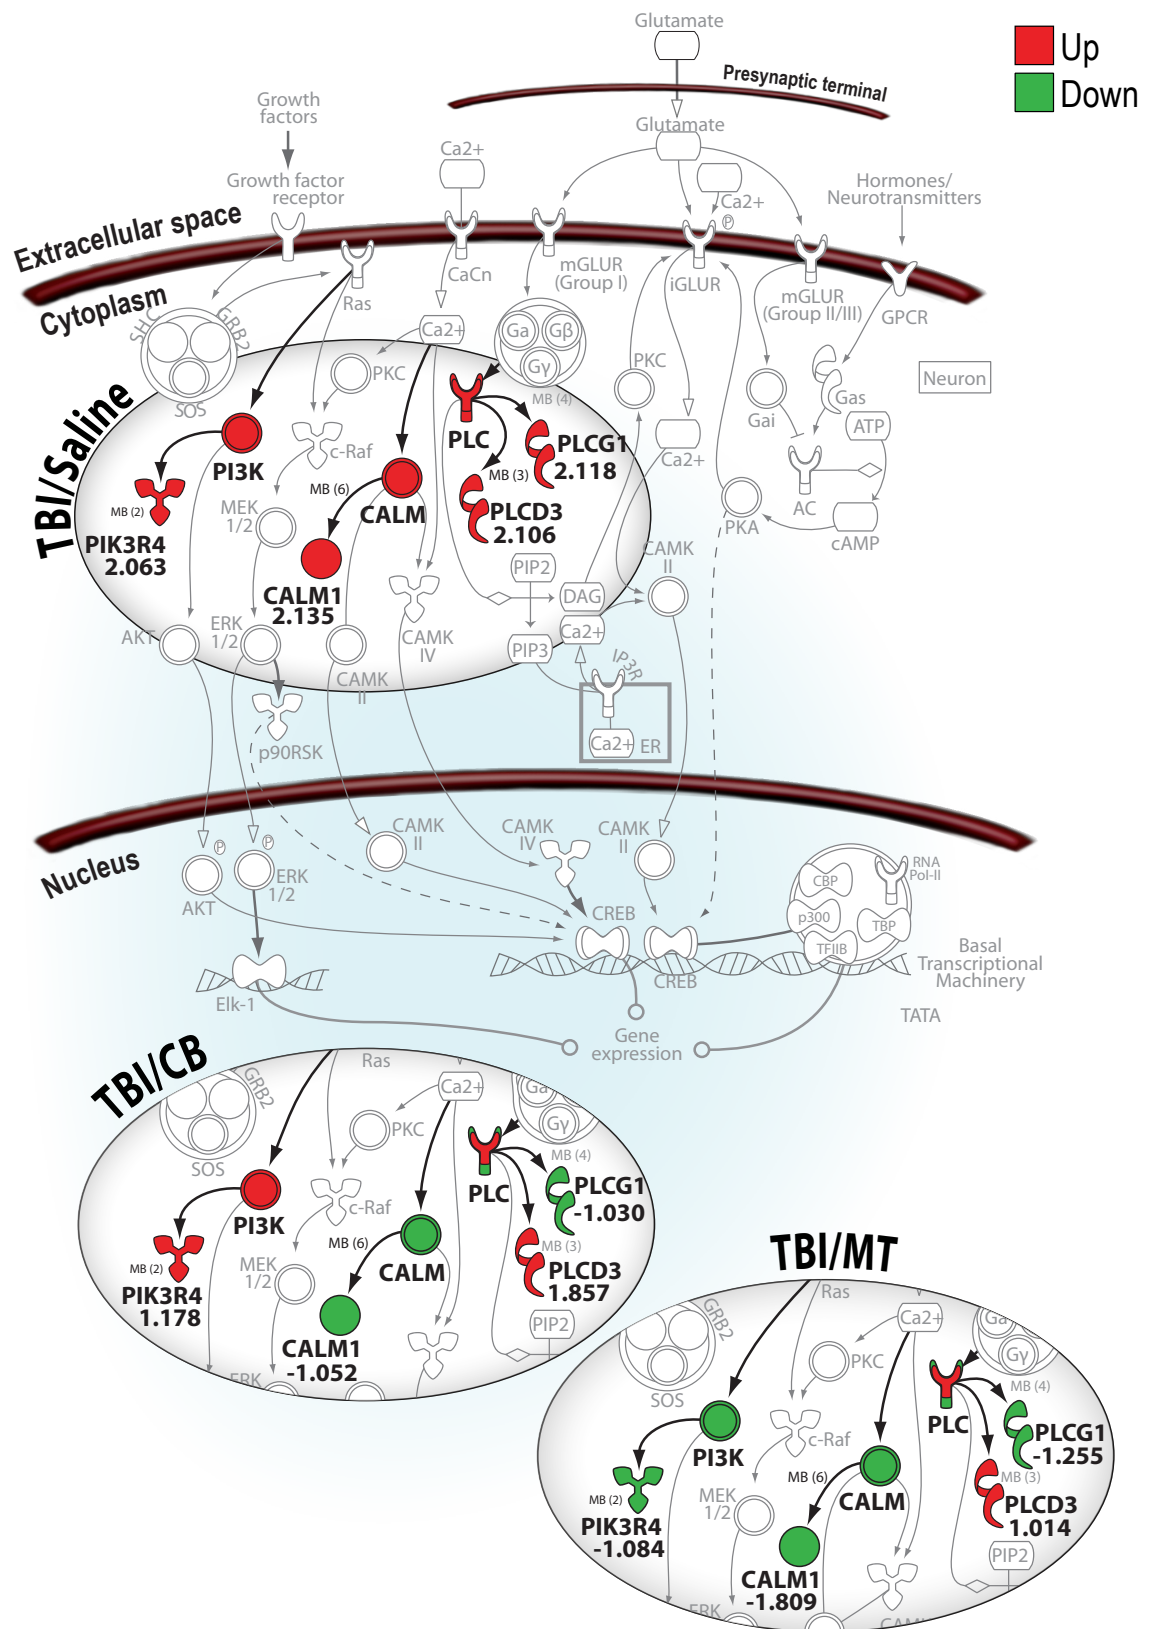

CALM <sup>S30, S31</sup> Calmodulin

CALM1 <sup>S32</sup> Calmodulin 1

PLC <sup>S36, S37</sup> Phospholipase C

PLCG1 <sup>S29</sup> Phospholipase C, gamma 1

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S9 — Ingenuity pathway analysis of canonical protein kinase A (PKA) signaling pathay at 4 h post-TBI. Again, both metyrapone and carbenoxolone attenuate expression of key cell signaling intermediates associated with cell survival. (See Fig. S15 for symbol key).

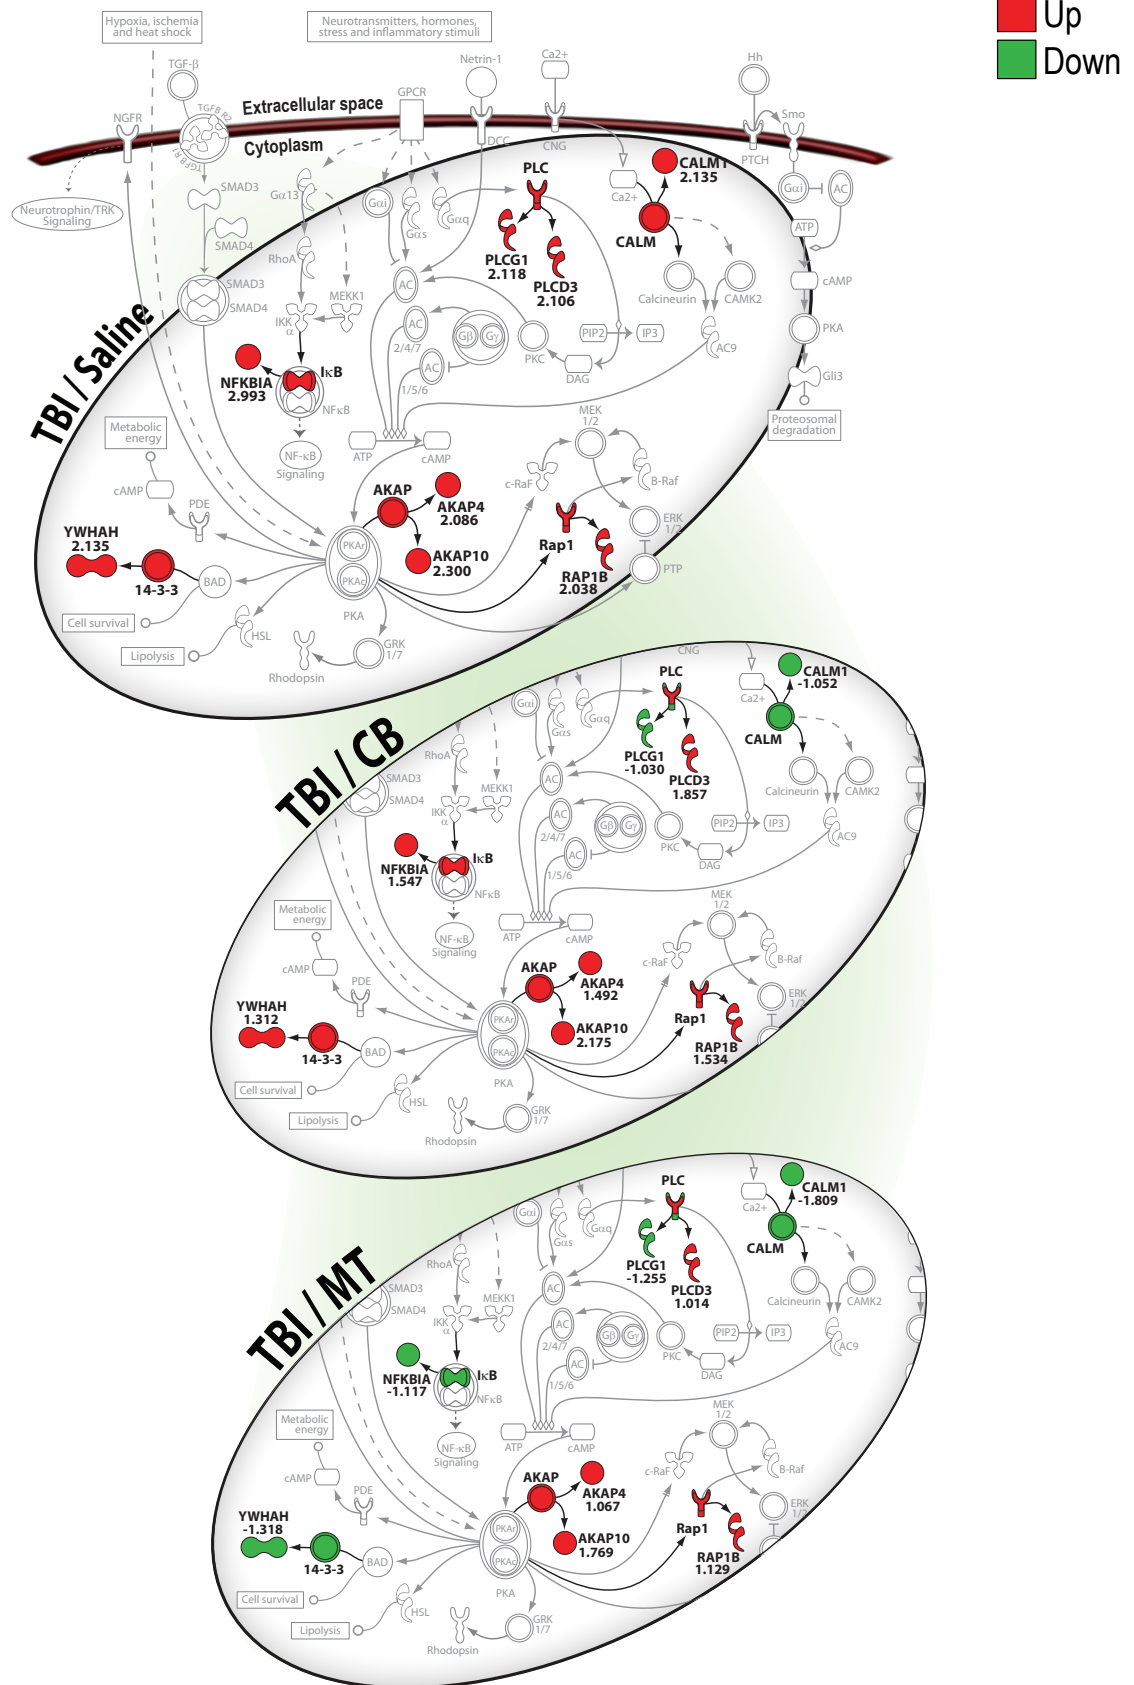

PLCG1<sup>S29</sup> Phospholipase C, gamma 1

PLC<sup>S36,S37</sup> Phospholipase C

CALM<sup>S30,S31</sup> Calmodulin

CALM1<sup>S32</sup> Calmodulin 1

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S10 — Ingenuity pathway analysis of canonical phosphotidylinositide 3 kinase/AKT (PI3K/AKT) signaling pathway with 2-fold cut off (A) This illustrates that both metyrapone and carbenoxolone attenuate expression of injury-induced genes in cell survival pathways at 4 h post-TBI. (B) A key cell survival associated gene, NFκB1A is upregulated by both metyrapone and carbenoxolone at 24 h post-TBI compared with TBI alone. (See Fig. S15 for symbol key).

# A

■ Up  
■ Down  
■ No change

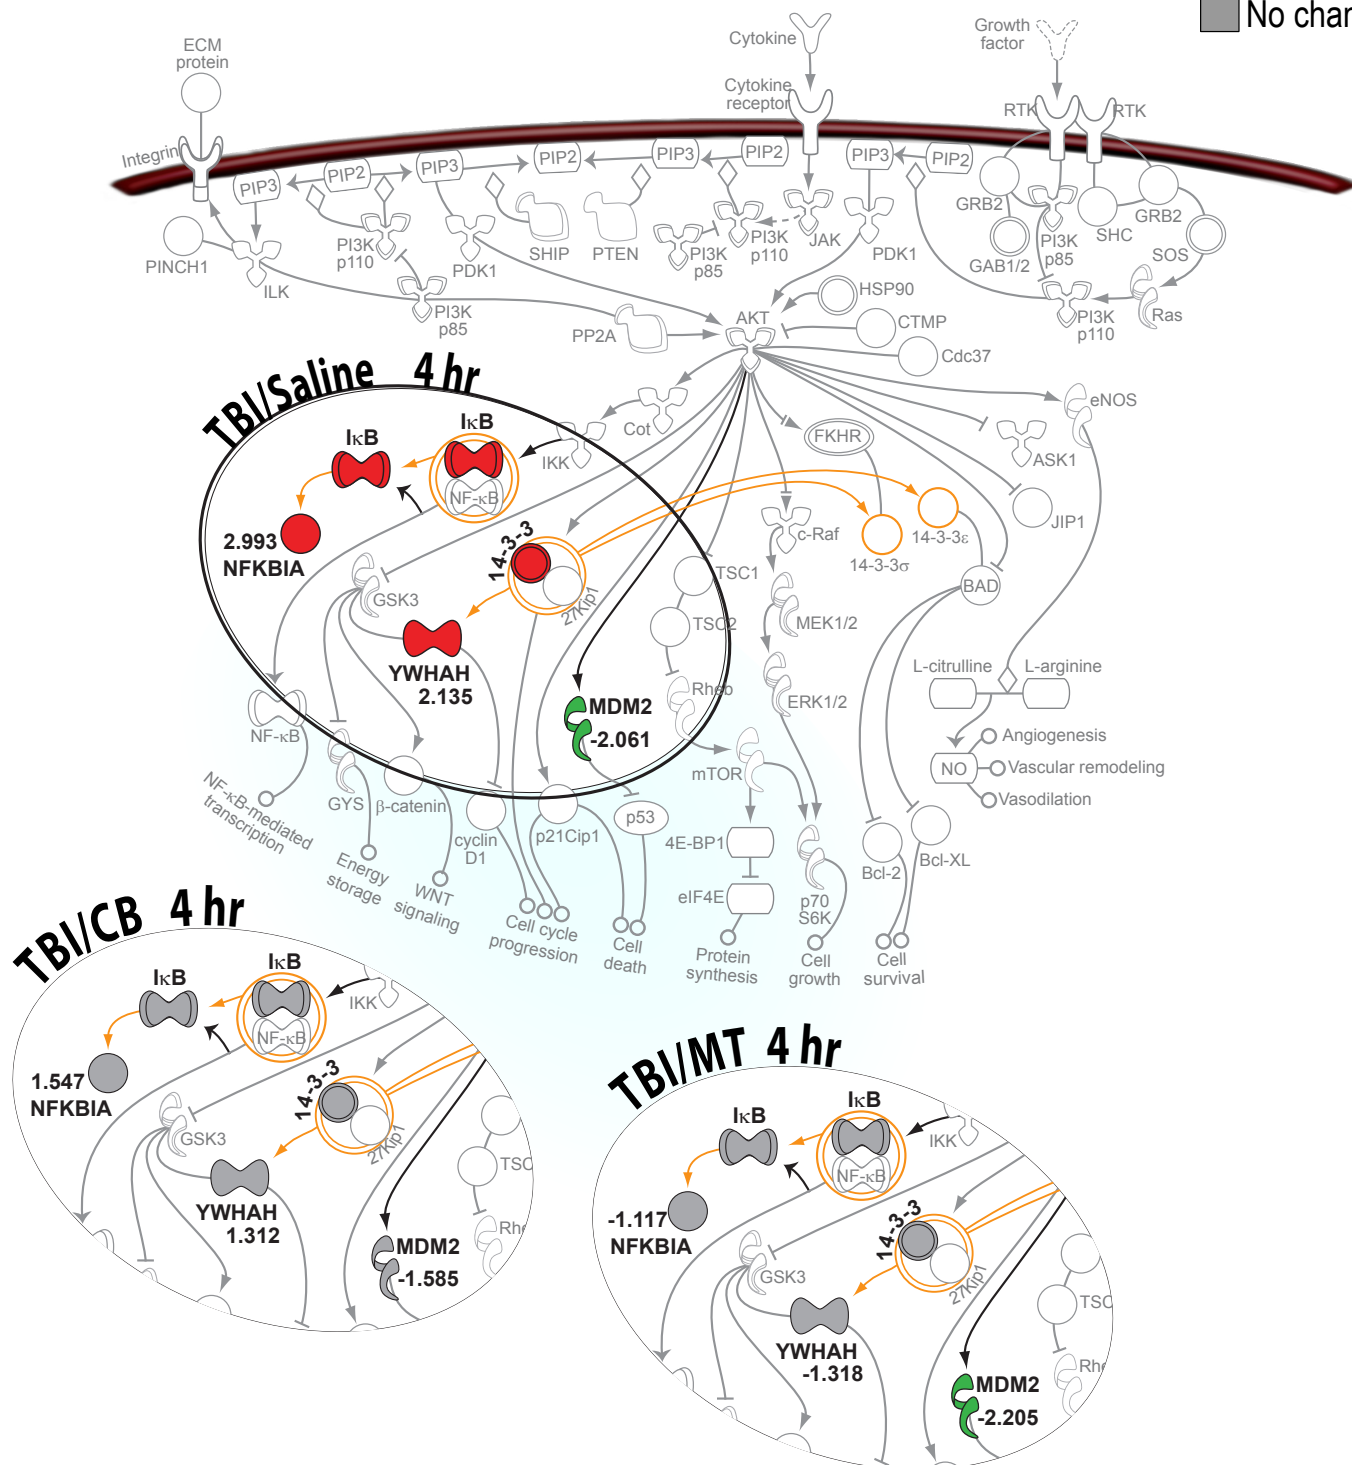

NFKBIA<sup>S41,S42</sup> Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha

IκB<sup>S43,S44</sup> Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, beta

YWHAH<sup>S45,S46</sup> Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, eta polypeptide

14-3-3<sup>S22,S47-S50</sup>

# B

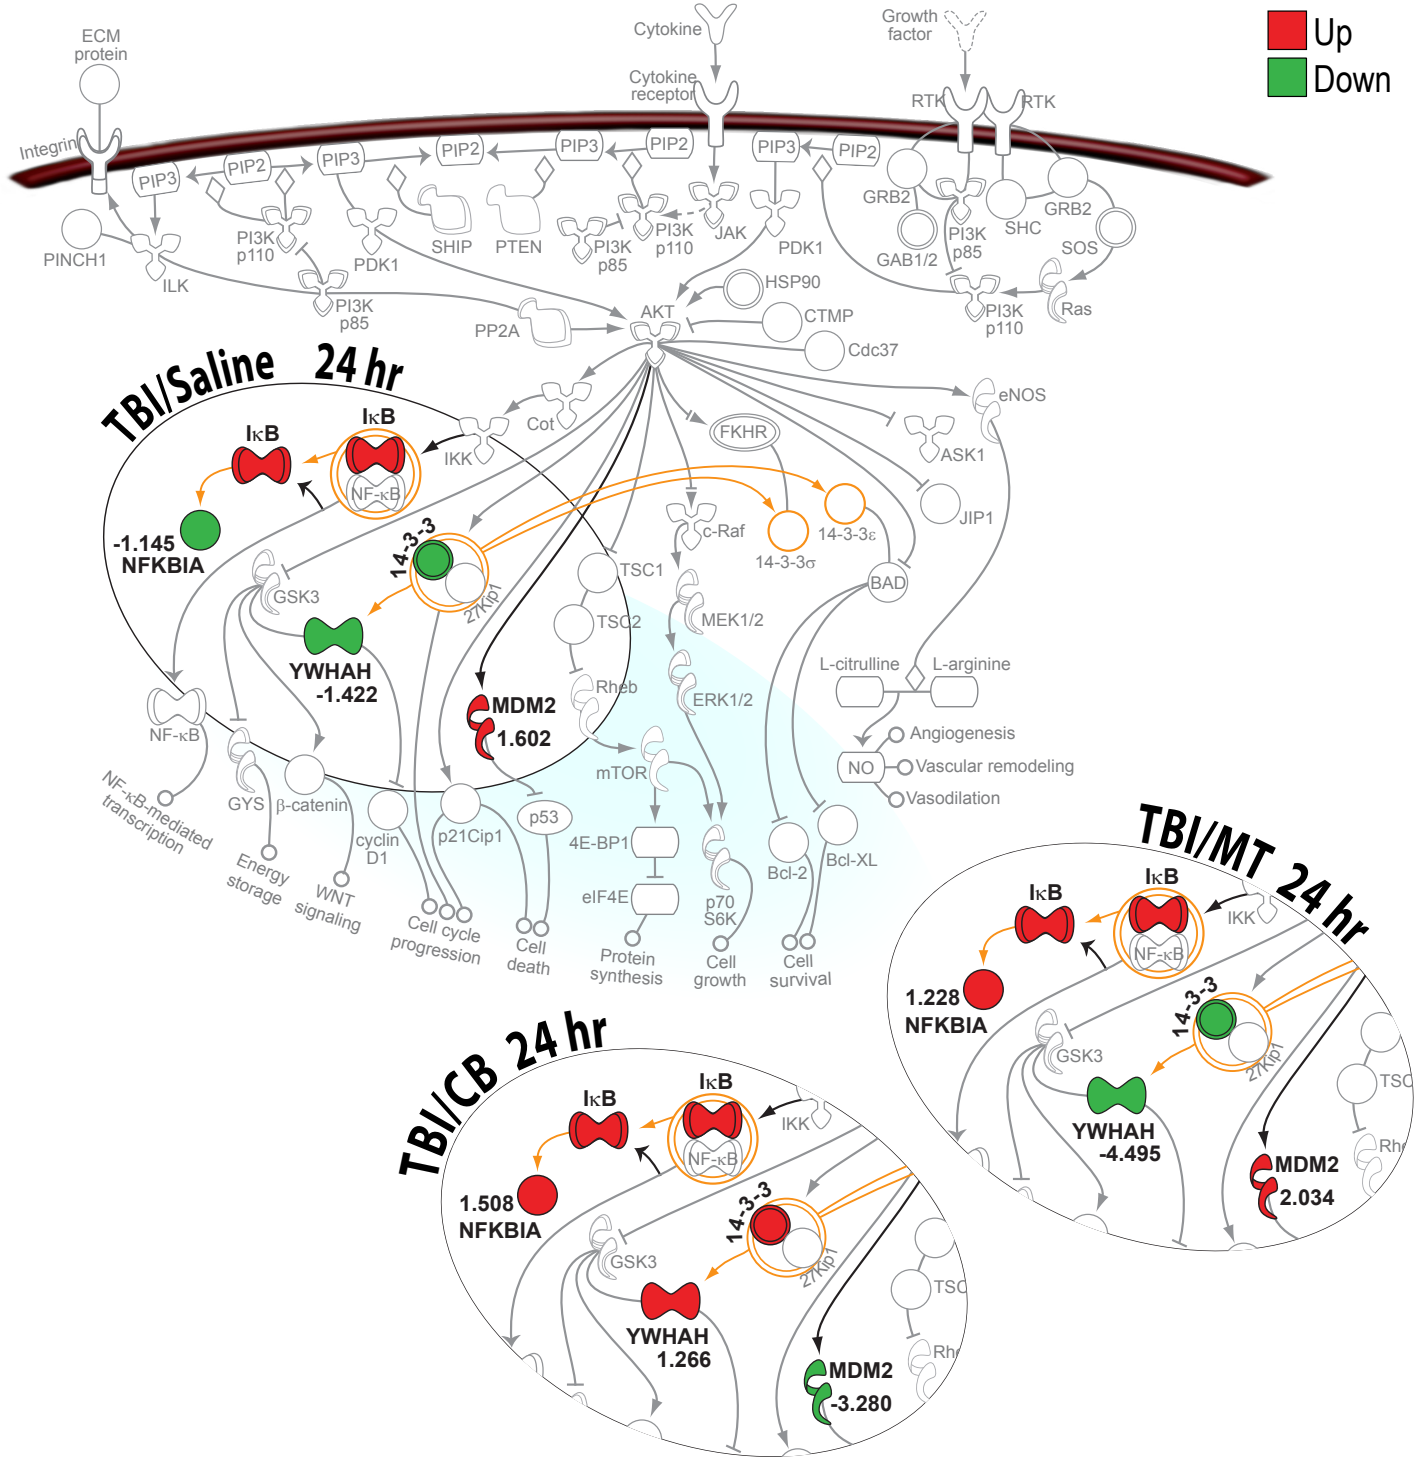

NFKBIA<sup>S41,S42</sup> Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha  
 IκB<sup>S43,S44</sup> Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, beta

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S11 — Ingenuity pathway analysis of axon guidance pathway at 4 h post-TBI. Metyrapone and carbenoxolone attenuate expression of common genes associated with cell survival and regeneration in this pathway. (See Fig. S15 for symbol key).

Cytoplasm

Extracellular space

Up  
Down

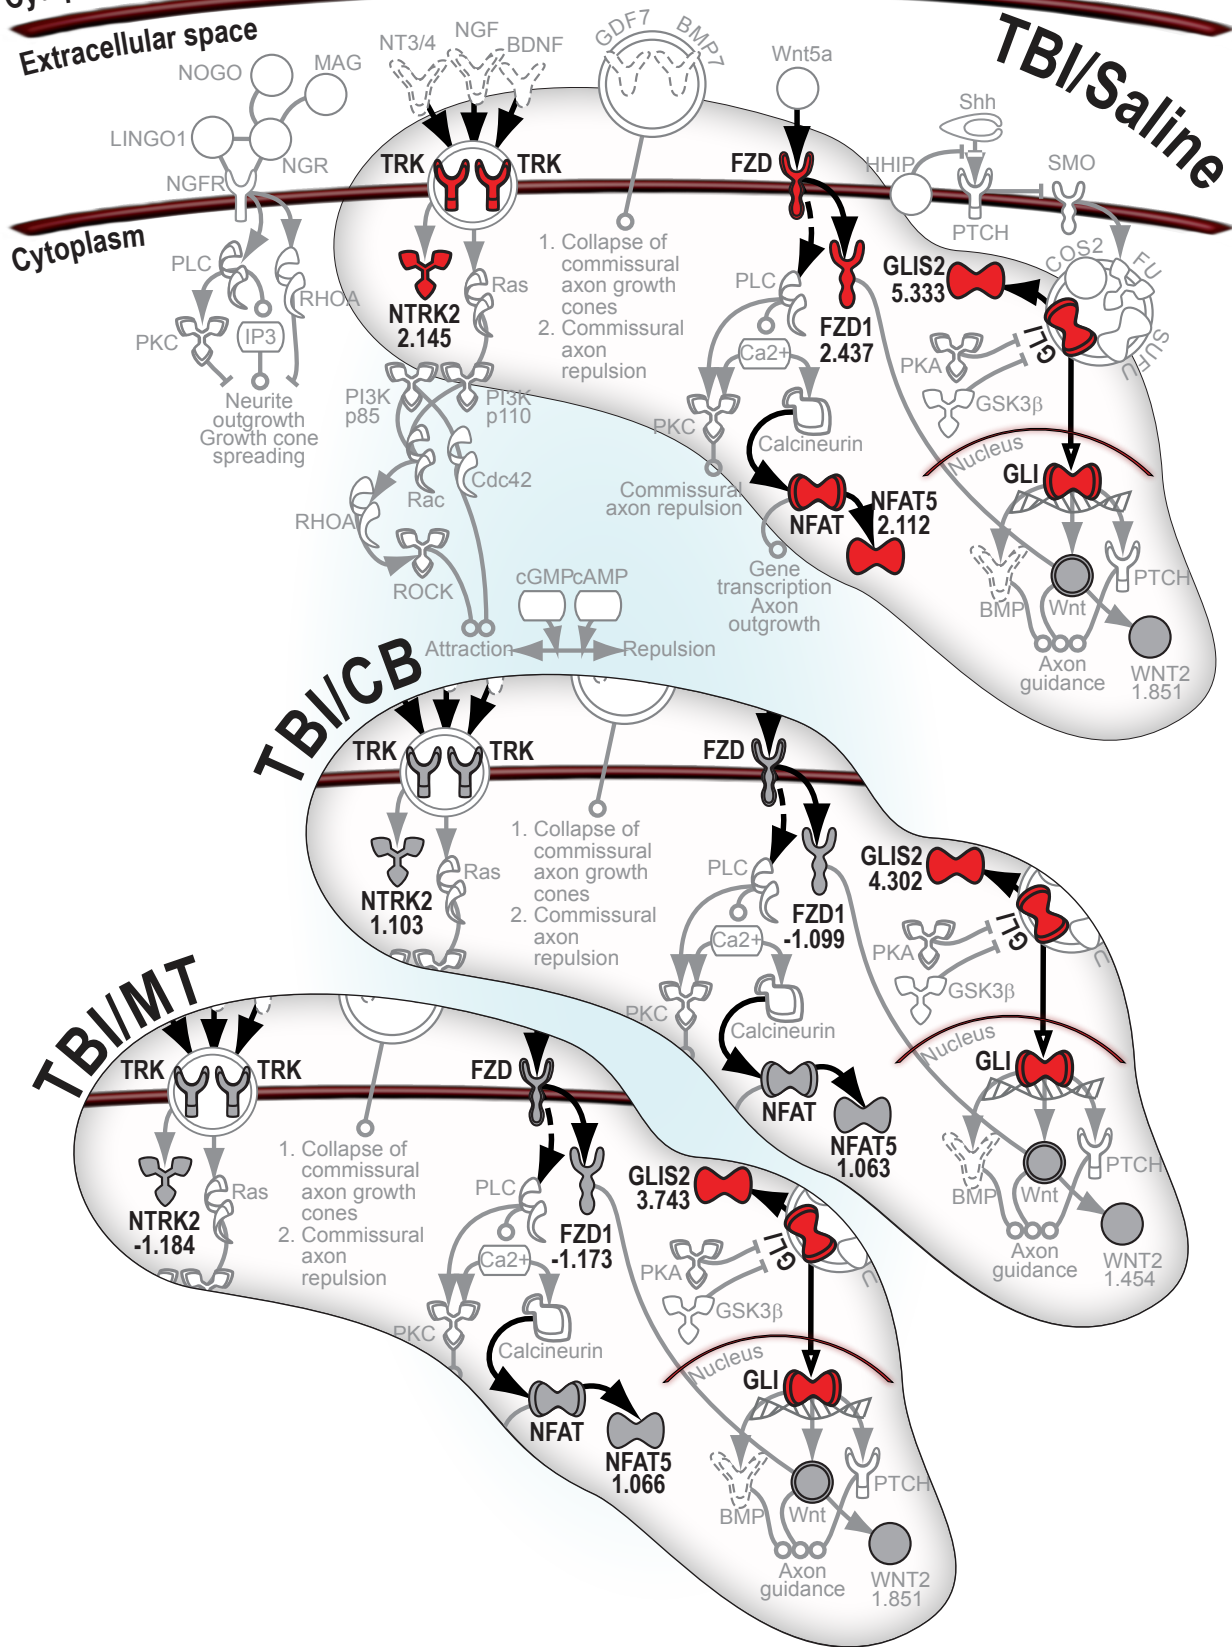

NFAT5<sup>S38</sup> Nuclear factor of activated T-cells 5

NFAT<sup>S39,S40</sup> Nuclear factor of activated T-cells

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S13 — Ingenuity pathway analysis of canonical oxidative phosphorylation pathway at 4 h post-TBI. Genes coding for NADH dehydrogenase, the first enzyme in Complex 1 of the mitochondrial electron transport chain are downregulated by both metyrapone and carbenoxolone. This is the site of production of most of the reactive oxygen species in the inner mitochondrial membrane. (See Fig. S15 for symbol key).

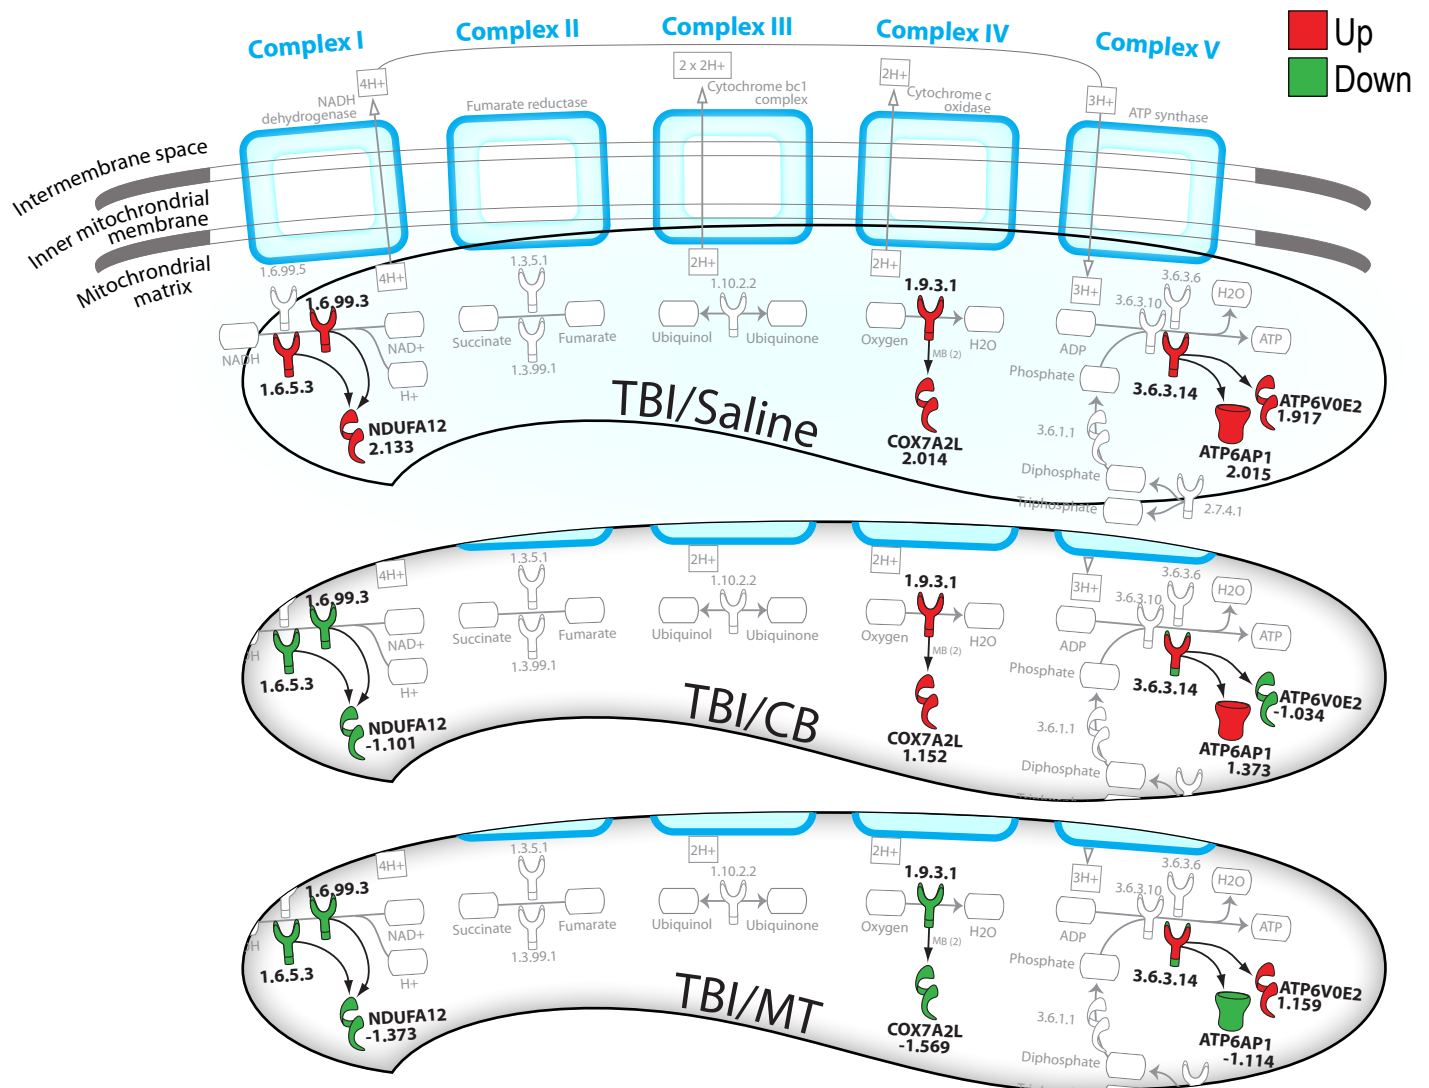

|                         |                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------|
| 1.6.99.3 <sup>S51</sup> | NADH dehydrogenase, cytochrome C reductase                                        |
| 1.6.5.3 <sup>S52</sup>  | NADH dehydrogenase (ubiquinone) Fe-S protein 1, 75kDa (NADH-coenzyme Q reductase) |
| 3.6.3.14 <sup>S53</sup> | H <sup>+</sup> transporting two-sector ATPase                                     |
| NDUFA12 <sup>S54</sup>  | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 12                            |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S14 — Ingenuity Pathway Analysis of nitric oxide and reactive oxygen species (NO&ROS) signaling pathway in macrophages at 4 h post-TBI with 2-fold cut off. Multiple injury-induced genes in this pathway are downregulated by metyrapone and carbenoxolone treatment compared to TBI alone. (See Fig. S15 for symbol key).

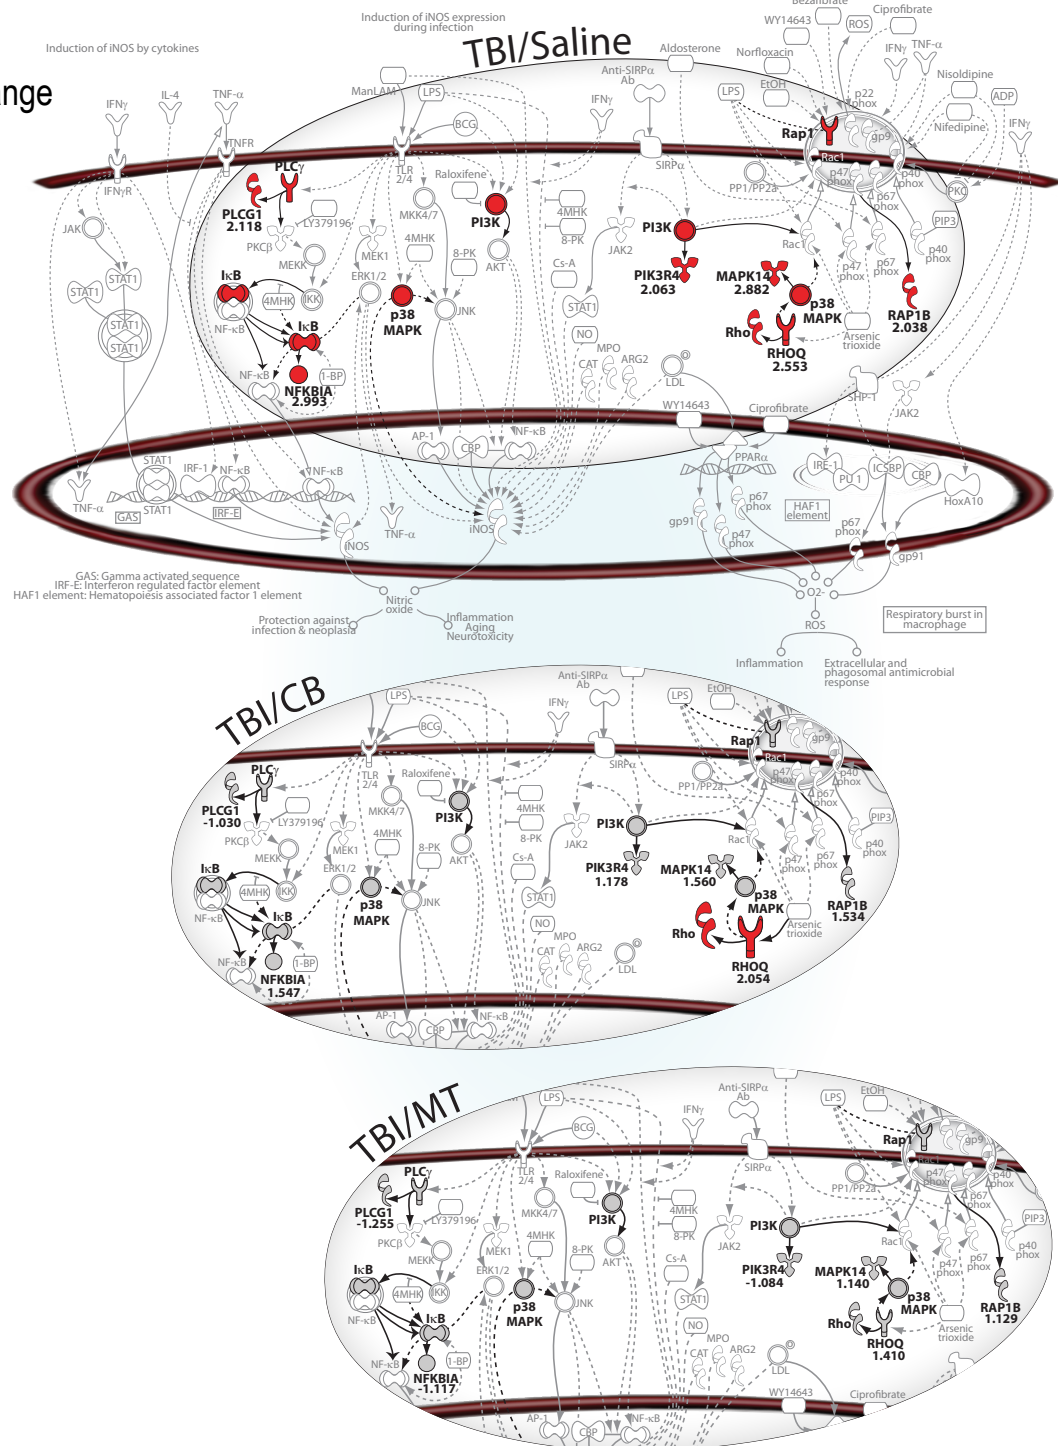

|                               |                                                                                     |
|-------------------------------|-------------------------------------------------------------------------------------|
| PLCγ <sup>S19</sup>           | Phospholipase C gamma                                                               |
| PLCG1 <sup>S29</sup>          | Phospholipase C, gamma 1                                                            |
| IκB <sup>S43,S44</sup>        | Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, beta  |
| NFKBIA <sup>S41,S42</sup>     | Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha |
| MAPK <sup>S42,S51</sup>       | Mitogen activated protein kinase                                                    |
| PI3K <sup>S57-S59</sup>       | Phosphoinositide-3-kinase, catalytic, alpha polypeptide                             |
| PIK3R4 <sup>S60</sup>         | Phosphatidylinositol 3 kinase, regulatory subunit, polypeptide 4                    |
| Rap1 <sup>S61-S63</sup>       | Ras-related protein 1                                                               |
| Rap1b <sup>S64,S65</sup>      | GTP-binding protein smg p21B; RAS related protein 1b                                |
| MAPK14 <sup>S46,S66-S68</sup> | Mitogen-activated protein kinase 14                                                 |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Figure S15 — Symbol key for pathways.

## Supporting References

### Pathway analysis reveals common pro-survival mechanisms of metyrapone and carbenoxolone after traumatic brain injury

**Helen L. Hellmich\***

**Daniel R. Rojo**

**Maria-Adelaide Micci**

**Stacy L. Sell**

**Deborah R. Boone**

**Jeanna M. Crookshanks**

**Douglas S. DeWitt**

**Brent E. Masel**

**Donald S. Prough**

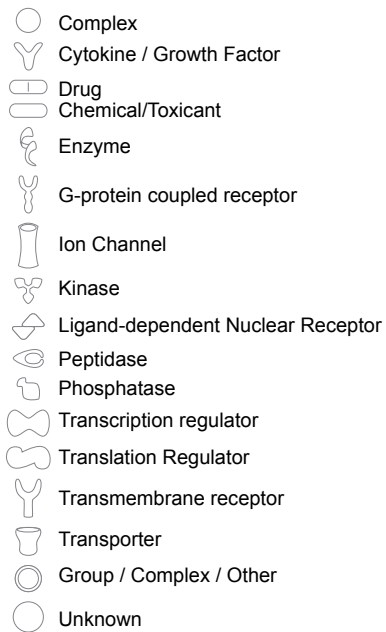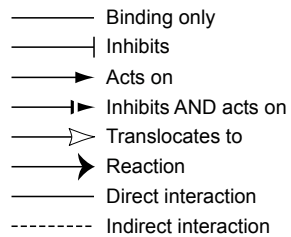

Note: "Acts on" and "inhibits" edges may also include a binding event.

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Table S1 — Gene Ontology. Genes affected by metyrapone and carbenoxolone treatment participate in diverse cell signaling processes.

**Table S1. Gene Ontology.** Genes affected by metyrapone and carbenoxolone treatment participate in diverse cell signaling processes

| Category |                                                                                       | Genes in Category | Genes in List in Category | p-Value*   |
|----------|---------------------------------------------------------------------------------------|-------------------|---------------------------|------------|
| GO:6629  | Lipid metabolism                                                                      | 778               | 18                        | 0.00000536 |
| GO:44255 | Cellular lipid metabolism                                                             | 652               | 16                        | 0.00000917 |
| GO:6631  | Fatty acid metabolism                                                                 | 208               | 9                         | 0.0000131  |
| GO:8283  | Cell proliferation                                                                    | 956               | 18                        | 0.0000835  |
| GO:43026 | Regulation of caspase activation                                                      | 16                | 3                         | 0.000166   |
| GO:43154 | Negative regulation of caspase activation                                             | 16                | 3                         | 0.000166   |
| GO:8610  | Lipid biosynthesis                                                                    | 299               | 9                         | 0.000217   |
| GO:7005  | Mitochondrion organization and biogenesis                                             | 53                | 4                         | 0.000476   |
| GO:6633  | Fatty acid biosynthesis                                                               | 67                | 4                         | 0.00116    |
| GO:7006  | Mitochondrial membrane organization and biogenesis                                    | 31                | 3                         | 0.00123    |
| GO:42127 | Regulation of cell proliferation                                                      | 635               | 12                        | 0.00137    |
| GO:6695  | Cholesterol biosynthesis                                                              | 33                | 3                         | 0.00148    |
| GO:6839  | Mitochondrial transport                                                               | 33                | 3                         | 0.00148    |
| GO:45941 | Positive regulation of transcription                                                  | 407               | 9                         | 0.00195    |
| GO:6730  | One-carbon compound metabolism                                                        | 37                | 3                         | 0.00207    |
| GO:19752 | Carboxylic acid metabolism                                                            | 667               | 12                        | 0.00207    |
| GO:6082  | Organic acid metabolism                                                               | 669               | 12                        | 0.00212    |
| GO:16126 | Sterol biosynthesis                                                                   | 38                | 3                         | 0.00224    |
| GO:7050  | Cell cycle arrest                                                                     | 81                | 4                         | 0.00234    |
| GO:16053 | Organic acid biosynthesis                                                             | 83                | 4                         | 0.00255    |
| GO:46394 | Carboxylic acid biosynthesis                                                          | 83                | 4                         | 0.00255    |
| GO:45935 | Positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 424               | 9                         | 0.00257    |
| GO:50875 | Cellular physiological process                                                        | 12589             | 97                        | 0.00274    |
| GO:51234 | Establishment of localization                                                         | 3892              | 40                        | 0.00287    |

\* p<0.05

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** Table S2 — Pathways with Highest # Gene Overlap (partial list).

**Table S2. Pathways with Highest # Gene Overlap (partial list)**

| Pathway Name                                                                   | #Molecules | Molecule(s)                                                                             |
|--------------------------------------------------------------------------------|------------|-----------------------------------------------------------------------------------------|
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 13         | CALM1, CEBPD, FZD1, IL6R, MAPK14, NFAT5, NFKBIA, PIK3R4, PLCD3, PLCG1, PRSS35, VEGFA... |
| Protein Ubiquitination Pathway                                                 | 12         | BIRC2, NEDD4L, PSMA5, PSMD9, UBA1, UBE2G2, UBE2L3, USP3, USP20, USP31, USP45, VHL       |
| Molecular Mechanisms of Cancer                                                 | 9          | BIRC2, CFLAR, FZD1, HIF1A, MAPK14, NFKBIA, PIK3R4, RAP1B, RHOQ                          |
| Axonal Guidance Signaling                                                      | 9          | FZD1, GLIS2, L1CAM, NFAT5, NTRK2, PIK3R4, RAP1B, VEGFA, WNT2                            |
| Protein Kinase A Signaling                                                     | 9          | AKAP4, AKAP10, CALM1, NFAT5, NFKBIA, PLCD3, PLCG1, RAP1B, YWHAH                         |
| Glycerophospholipid Metabolism                                                 | 8          | AGPAT4, AGPAT5, DGKE, PLA2G3, PLCD3, PLCG1, SPHK2, TAZ                                  |
| Colorectal Cancer Metastasis Signaling                                         | 8          | FZDR1, IL6R, MMP15, PIK3R4, PTGS2, RHOQ, VEGFA, WNT2                                    |
| Cardiac Hypertrophy Signaling                                                  | 8          | ATF6, CALM1, IL6R, MAPK14, PIK3R4, PLCD3, PLCG1, RHOQ                                   |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis      | 8          | BIRC2, CALM1, FZD1, MAPK14, NFAT5, NFKBIA, PIK3R4, WNT2                                 |
| Glucocorticoid Receptor Signaling                                              | 7          | GTF2H4, MAPK14, NFAT5, NFKBIA, NR3C2, PIK3R4, YWHAH                                     |
| PPARα/RXRα Activation                                                          | 7          | ACADL, ACOX1, ACVR2B, MAPK14, NFKBIA, PLCD3, PLCG1                                      |
| Corticotrophin Releasing Hormone Signaling                                     | 7          | CALM1, MAPK14, NR4A1, PLCG1, PTGS2, RAP1B, VEGFA                                        |
| Calcium Signaling                                                              | 7          | CALM1, NFAT5, RAP1B, RCAN1, TPM3, TRPC1, TRPC6                                          |
| Fatty Acid Metabolism                                                          | 7          | ACADL, ACOX1, ALDH3A1, ALDH3A2, CYP4X1, CYP51A1, IWS1                                   |
| PI3K Signaling in B Lymphocytes                                                | 7          | ATF6, CALM1, IL4R, NFAT5, NFKBIA, PLCD3, PLCG1                                          |
| Role of NFAT in Cardiac Hypertrophy                                            | 6          | CALM1, MAP14, PIK3R4, PLCD3, PLCG1, RCAN1                                               |
| Glioblastoma Multiforme Signaling                                              | 6          | FZD1, PIK3R4, PLCD3, PLCG1, RHOQ, WNT2                                                  |
| RANK Signaling in Osteoclasts                                                  | 6          | BIRC2, CALM1, MAPK14, MITF, NFKBIA, PIK3R4                                              |
| Hypoxia Signaling in the Cardiovascular System                                 | 6          | HIF1A, NFKBIA, UBE2G2, UBE2L3, VEGFA, VHL                                               |
| B Cell Receptor Signaling                                                      | 6          | CALM1, EGR1, MAPK14, NFAT5, NFKBIA, PIK3R4                                              |
| Aldosterone Signaling in Epithelial Cells                                      | 6          | ACCN1, ACCN2, NR3C2, PIK3R4, PLCD3, PLCG1                                               |
| Role of NFAT in Regulation of the Immune Response                              | 6          | CALM1, NFAT5, NFKBIA, PIK3R4, PLCG1, RCAN1                                              |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages          | 6          | MAPK14, NFKBIA, PIK3R4, PLCG1, RAP1B, RHOQ                                              |
| Purine Metabolism                                                              | 6          | CILP2, DLG3, ENTPD5, NME1, PNPT1, POLD1                                                 |
| Glycerolipid Metabolism                                                        | 6          | AGPAT4, AGPAT5, ALDH3A1, ALDH3A2, DGKE, SPHK2                                           |
| Phospholipase C Signaling                                                      | 6          | CALM1, NFAT5, PLA2G3, PLCG1, RAP1B, RHOQ                                                |
| Endothelin-1 Signaling                                                         | 6          | MAPK14, PIK3R4, PLA2G3, PLCD3, PLCG1, PTGS2                                             |
| HIF1α Signaling                                                                | 6          | HIF1A, MAPK14, MMP15, PIK3R4, VEGFA, VHL                                                |
| CTLA4 Signaling in Cytotoxic T Lymphocytes                                     | 5          | AP1G1, CLTA, CLTC, PIK3R4, PLCG1                                                        |
| Valine, Leucine and Isoleucine Degradation                                     | 5          | ACADL, ALDH3A1, ALDH3A2, IWS1, OXCT1                                                    |
| CD28 Signaling in T Helper Cells                                               | 5          | CALM1, NFAT5, NFKBIA, PIK3R4, PLCG1, RCAN1                                              |
| Tryptophan Metabolism                                                          | 5          | ALDH3A1, ALDH3A2, CYP4X1, CYP51A1, PTGS2                                                |
| Arachidonic Acid Metabolism                                                    | 5          | CBR3, CYP4X1, CYP51A12, PLA2G3, PTGS2                                                   |
| IL-10 Signaling                                                                | 5          | IL10RA, IL4R, MAPK14, NFKBIA, SP1                                                       |

# Supplementary material for: Pathway Analysis Reveals Common Pro-Survival Mechanisms of Metyrapone and Carbenoxolone after Traumatic Brain Injury
**Source:** PLoS One. 2013 Jan 9;8(1):e53230. doi: 10.1371/journal.pone.0053230
**Supplement:** References S1 — Supplementary References

## Supporting References

- S1. Zheng,J. et al. Clathrin-dependent endocytosis is required for TrkB-dependent Akt-mediated neuronal protection and dendritic growth. *J Biol. Chem.* 283, 13280-13288 (2008).
- S2. Liu,B. et al. Ischemic insults direct glutamate receptor subunit 2-lacking AMPA receptors to synaptic sites. *J Neurosci.* 26, 5309-5319 (2006).
- S3. So,C.W., Lin,M., Ayton,P.M., Chen,E.H., & Cleary,M.L. Dimerization contributes to oncogenic activation of MLL chimeras in acute leukemias. *Cancer Cell* 4, 99-110 (2003).
- S4. Fallon,L. et al. A regulated interaction with the UIM protein Eps15 implicates parkin in EGF receptor trafficking and PI(3)K-Akt signalling. *Nat Cell Biol.* 8, 834-842 (2006).
- S5. Muller,A.J. et al. Targeted disruption of the murine Bin1/Amphiphysin II gene does not disable endocytosis but results in embryonic cardiomyopathy with aberrant myofibril formation. *Mol. Cell Biol.* 23, 4295-4306 (2003).
- S6. Monstad,S.E., Knudsen,A., Salvesen,H.B., Aarseth,J.H., & Vedeler,C.A. Onconeural antibodies in sera from patients with various types of tumours. *Cancer Immunol. Immunother.* 58, 1795-1800 (2009).
- S7. Zupanc,G.K. & Clint,S.C. Radial glia-mediated up-regulation of somatostatin in the regenerating adult fish brain. *Neurosci. Lett.* 309, 149-152 (2001).
- S8. Braun,H., Schulz,S., & Holtt,V. Expression changes of somatostatin receptor subtypes sst2A, sst2B, sst3 and sst4 after a cortical contusion trauma in rats. *Brain Res.* 930, 191-199 (2002).
- S9. Holmberg,K.H. & Patterson,P.H. Leukemia inhibitory factor is a key regulator of astrocytic, microglial and neuronal responses in a low-dose pilocarpine injury model. *Brain Res.* 1075, 26-35 (2006).
- S10. Duszczuk,M. et al. Changes in the NPY immunoreactivity in gerbil hippocampus after hypoxic and ischemic preconditioning. *Neuropeptides* 43, 31-39 (2009).
- S11. Zhong,S., Machida,K., Tsukamoto,H., & Johnson,D.L. Alcohol induces RNA polymerase III-dependent transcription through c-Jun by co-regulating TATA-binding protein (TBP) and Brf1 expression. *J Biol. Chem.* 286, 2393-2401 (2011).
- S12. Byun,H.O. et al. Cathepsin D and eukaryotic translation elongation factor 1 as promising markers of cellular senescence. *Cancer Res.* 69, 4638-4647 (2009).
- S13. Kusumawidjaja,G. et al. Basic transcription factor 3 (BTF3) regulates transcription of tumor-associated genes in pancreatic cancer cells. *Cancer Biol. Ther* 6, 367-376 (2007).
- S14. Brockstedt,E., Otto,A., Rickers,A., Bommert,K., & Wittmann-Liebold,B. Preparative high-resolution two-dimensional electrophoresis enables the identification of RNA polymerase B transcription factor 3 as an apoptosis-associated protein in the human BL60-2 Burkitt lymphoma cell line. *J Protein Chem.* 18, 225-231 (1999).
- S15. Hu,X. et al. Peroxiredoxin-2 protects against 6-hydroxydopamine-induced dopaminergic neurodegeneration via attenuation of the apoptosis signal-regulating kinase (ASK1) signaling cascade. *J Neurosci.* 31, 247-261 (2011).
- S16. Hattori,F., Murayama,N., Noshita,T., & Oikawa,S. Mitochondrial peroxiredoxin-3 protects hippocampal neurons from excitotoxic injury in vivo. *J Neurochem.* 86, 860-868 (2003).
- S17. Jahani-Asl,A. et al. The mitochondrial inner membrane GTPase, optic atrophy 1 (Opa1), restores mitochondrial morphology and promotes neuronal survival following excitotoxicity. *J Biol. Chem.* 286, 4772-4782 (2011).
- S18. Papakonstantinou,T. et al. Expression of protein tyrosine phosphatase-like molecule ICA512/IA-2 induces growth arrest in yeast cells and transfected mammalian cell lines. *J Autoimmun.* 17, 51-61 (2001).
- S19. Carman,H.M., Dhillon,H.S., Zhang,D., Geddes,J.W., & Prasad,R.M. Regional levels of phospholipase Cgamma after fluid percussion brain injury in the rat. *Brain Res.* 808, 116-119 (1998).

- S20. Planchamp,V. et al. BAG1 promotes axonal outgrowth and regeneration in vivo via Raf-1 and reduction of ROCK activity. *Brain* 131, 2606-2619 (2008).
- S21. Koh,P.O. Estradiol prevents the injury-induced decrease of 90 ribosomal S6 kinase (p90RSK) and Bad phosphorylation. *Neurosci. Lett.* 412, 68-72 (2007).
- S22. Koh,P.O. Melatonin attenuates the cerebral ischemic injury via the MEK/ERK/p90RSK/bad signaling cascade. *J Vet. Med. Sci.* 70, 1219-1223 (2008).
- S23. Wang,X. et al. Significant neuroprotection against ischemic brain injury by inhibition of the MEK1 protein kinase in mice: exploration of potential mechanism associated with apoptosis. *J Pharmacol Exp Ther* 304, 172-178 (2003).
- S24. Wang,Z.Q., Wu,D.C., Huang,F.P., & Yang,G.Y. Inhibition of MEK/ERK 1/2 pathway reduces pro-inflammatory cytokine interleukin-1 expression in focal cerebral ischemia. *Brain Res.* 996, 55-66 (2004).
- S25. Wagner,A.K. et al. CSF Bcl-2 and cytochrome C temporal profiles in outcome prediction for adults with severe TBI. *J Cereb. Blood Flow Metab*(2011).
- S26. Shoji,H. et al. Genetic and histologic evidence implicates role of inflammation in traumatic brain injury-induced apoptosis in the rat cerebral cortex following moderate fluid percussion injury. *Neuroscience* 171, 1273-1282 (2010).
- S27. Northington,F.J. et al. Necrostatin decreases oxidative damage, inflammation, and injury after neonatal HI. *J Cereb. Blood Flow Metab* 31, 178-189 (2011).
- S28. Taoufik,E. et al. FLIP(L) protects neurons against in vivo ischemia and in vitro glucose deprivation-induced cell death. *J Neurosci.* 27, 6633-6646 (2007).
- S29. Cortese,G.P., Barrientos,R.M., Maier,S.F., & Patterson,S.L. Aging and a peripheral immune challenge interact to reduce mature brain-derived neurotrophic factor and activation of TrkB, PLCgamma1, and ERK in hippocampal synaptoneurosome. *J Neurosci.* 31, 4274-4279 (2011).
- S30. Xu,J., Zhang,Q.G., Li,C., & Zhang,G.Y. Subtoxic N-methyl-D-aspartate delayed neuronal death in ischemic brain injury through TrkB receptor- and calmodulin-mediated PI-3K/Akt pathway activation. *Hippocampus* 17, 525-537 (2007).
- S31. Dai,C. et al. Functional identification of neuroprotective molecules. *PLoS. One.* 5, e15008 (2010).
- S32. Cifuentes,E. et al. Physical and functional interaction of androgen receptor with calmodulin in prostate cancer cells. *Proc Natl. Acad. Sci. U. S. A* 101, 464-469 (2004).
- S33. Atkins,C.M. et al. Modulation of the cAMP signaling pathway after traumatic brain injury. *Exp Neurol.* 208, 145-158 (2007).
- S34. Wang,S.M. & Yang,W.L. Circulating hormone adrenomedullin and its binding protein protect neural cells from hypoxia-induced apoptosis. *Biochim. Biophys. Acta* 1790, 361-367 (2009).
- S35. McCullough,L. et al. Neuroprotective function of the PGE2 EP2 receptor in cerebral ischemia. *J Neurosci.* 24, 257-268 (2004).
- S36. Sieber,F.E., Traystman,R.J., & Martin,L.J. Delayed neuronal death after global incomplete ischemia in dogs is accompanied by changes in phospholipase C protein expression. *J. Cereb. Blood Flow Metab.* 17, 527-533 (1997).
- S37. Rogido,M. et al. Fructose-1,6-biphosphate prevents excitotoxic neuronal cell death in the neonatal mouse brain. *Brain Res. Dev. Brain Res.* 140, 287-297 (2003).
- S38. Shaterian,A., Borboa,A., Coimbra,R., Baird,A., & Eliceiri,B.P. Non-invasive detection of spatio-temporal activation of SBE and NFAT5 promoters in transgenic reporter mice following stroke. *Neuropathology.* (2011).
- S39. Vashishta,A. et al. Nuclear factor of activated T-cells isoform c4 (NFATc4/NFAT3) as a mediator of antiapoptotic transcription in NMDA receptor-stimulated cortical neurons. *J Neurosci.* 29, 15331-15340 (2009).

- S40. Fernandez,A.M., Fernandez,S., Carrero,P., Garcia-Garcia,M., & Torres-Aleman,I. Calcineurin in reactive astrocytes plays a key role in the interplay between proinflammatory and anti-inflammatory signals. *J Neurosci.* 27, 8745-8756 (2007).
- S41. Shen,W.H., Zhang,C.Y., & Zhang,G.Y. Antioxidants attenuate reperfusion injury after global brain ischemia through inhibiting nuclear factor-kappa B activity in rats. *Acta Pharmacol Sin.* 24, 1125-1130 (2003).
- S42. Sanz,O., Acarin,L., Gonzalez,B., & Castellano,B. NF-kappaB and IkappaBalpha expression following traumatic brain injury to the immature rat brain. *J Neurosci. Res.* 67, 772-780 (2002).
- S43. Hake,I. et al. Neuroprotection and enhanced neurogenesis by extract from the tropical plant *Knema laurina* after inflammatory damage in living brain tissue. *J Neuroimmunol.* 206, 91-99 (2009).
- S44. Greco,R. et al. IkappaB-alpha expression following transient focal cerebral ischemia is modulated by nitric oxide. *Brain Res.* 1372, 145-151 (2011).
- S45. Daigeler,A. et al. Heterogeneous in vitro effects of doxorubicin on gene expression in primary human liposarcoma cultures. *BMC. Cancer* 8, 313 (2008).
- S46. Oyeniran,C. & Tanfin,Z. MAPK14 cooperates with MAPK3/1 to regulate endothelin-1-mediated prostaglandin synthase 2 induction and survival in leiomyoma but not in normal myometrial cells. *Biol. Reprod.* 84, 495-504 (2011).
- S47. Koh,P.O. Melatonin attenuates the focal cerebral ischemic injury by inhibiting the dissociation of pBad from 14-3-3. *J Pineal Res.* 44, 101-106 (2008).
- S48. Chan,P.H. Mitochondria and neuronal death/survival signaling pathways in cerebral ischemia. *Neurochem. Res.* 29, 1943-1949 (2004).
- S49. Morrison,D.K. The 14-3-3 proteins: integrators of diverse signaling cues that impact cell fate and cancer development. *Trends Cell Biol.* 19, 16-23 (2009).
- S50. Chen,J., Lee,C.T., Errico,S.L., Becker,K.G., & Freed,W.J. Increases in expression of 14-3-3 eta and 14-3-3 zeta transcripts during neuroprotection induced by delta9-tetrahydrocannabinol in AF5 cells. *J Neurosci. Res.* 85, 1724-1733 (2007).
- S51. Kaniuga,Z. THE TRANSFORMATION OF MITOCHONDRIAL NADH DEHYDROGENASE INTO NADH: CYTOCHROME C OXIDOREDUCTASE. *Biochim. Biophys. Acta* 73, 550-564 (1963).
- S52. Ono,H., Nakamura,H., & Matsuzaki,M. A NADH dehydrogenase ubiquinone flavoprotein is decreased in patients with dilated cardiomyopathy. *Intern. Med.* 49, 2039-2042 (2010).
- S53. Blair,A., Ngo,L., Park,J., Paulsen,I.T., & Saier,M.H., Jr. Phylogenetic analyses of the homologous transmembrane channel-forming proteins of the F0F1-ATPases of bacteria, chloroplasts and mitochondria. *Microbiology* 142 ( Pt 1), 17-32 (1996).
- S54. Dieteren,C.E. et al. Subunits of mitochondrial complex I exist as part of matrix- and membrane-associated subcomplexes in living cells. *J Biol. Chem.* 283, 34753-34761 (2008).
- S55. Patel,N.J., Chen,M.J., & Russo-Neustadt,A.A. Norepinephrine and nitric oxide promote cell survival signaling in hippocampal neurons. *Eur. J Pharmacol* 633, 1-9 (2010).
- S56. Tomaselli,B., Podhraski,V., Heftberger,V., Bock,G., & Baier-Bitterlich,G. Purine nucleoside-mediated protection of chemical hypoxia-induced neuronal injuries involves p42/44 MAPK activation. *Neurochem. Int.* 46, 513-521 (2005).
- S57. Xu,X. et al. Neuroprotective effect of humanin on cerebral ischemia/reperfusion injury is mediated by a PI3K/Akt pathway. *Brain Res.* 1227, 12-18 (2008).
- S58. Taylor,J.M., Ali,U., Iannello,R.C., Hertzog,P., & Crack,P.J. Diminished Akt phosphorylation in neurons lacking glutathione peroxidase-1 (Gpx1) leads to increased susceptibility to oxidative stress-induced cell death. *J Neurochem.* 92, 283-293 (2005).
- S59. Liu,C. et al. Neuroprotection by baicalein in ischemic brain injury involves PTEN/AKT pathway. *J*

Neurochem. 112, 1500-1512 (2010).

- S60. Huang,J. et al. Frequent genetic abnormalities of the PI3K/AKT pathway in primary ovarian cancer predict patient outcome. *Genes Chromosomes. Cancer* 50, 606-618 (2011).
- S61. Bailey,C.L., Kelly,P., & Casey,P.J. Activation of Rap1 promotes prostate cancer metastasis. *Cancer Res.* 69, 4962-4968 (2009).
- S62. Banerjee,R., Henson,B.S., Russo,N., Tsodikov,A., & D'Silva,N.J. Rap1 mediates galanin receptor 2-induced proliferation and survival in squamous cell carcinoma. *Cell Signal.* 23, 1110-1118 (2011).
- S63. Obara,Y., Horgan,A.M., & Stork,P.J. The requirement of Ras and Rap1 for the activation of ERKs by cAMP, PACAP, and KCl in cerebellar granule cells. *J Neurochem.* 101, 470-482 (2007).
- S64. Sun,L. et al. Rap1b GTPase ameliorates glucose-induced mitochondrial dysfunction. *J Am. Soc. Nephrol.* 19, 2293-2301 (2008).
- S65. Chen,Y. et al. A critical role of Rap1b in B-cell trafficking and marginal zone B-cell development. *Blood* 111, 4627-4636 (2008).
- S66. Matrone,A. et al. p38alpha is required for ovarian cancer cell metabolism and survival. *Int. J Gynecol. Cancer* 20, 203-211 (2010).
- S67. Porras,A. et al. P38 alpha mitogen-activated protein kinase sensitizes cells to apoptosis induced by different stimuli. *Mol. Biol. Cell* 15, 922-933 (2004).
- S68. Chapuy,B. et al. Multikinase inhibitor sorafenib exerts cytotoxic efficacy against Non-Hodgkin lymphomas associated with inhibition of MAPK14 and AKT phosphorylation. *Br. J Haematol.* 152, 401-412 (2011).
- S69. Berube,C. et al. Apoptosis caused by p53-induced protein with death domain (PIDD) depends on the death adapter protein RAIDD. *PNAS* 102, 14314-14320 (2005)

How the deposited data were processed for this re-analysis (not part of the article)

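RNA of CA3 hippocampal neurons that Fluoro-Jade did not stain, collected by laser capture from rats with sham injury, fluid percussion TBI, TBI plus metyrapone or TBI plus carbenoxolone, was measured on CodeLink rat arrays at 4 and 24 h, with 600 neurons per pool in the paper and 2 pooled samples per group, each on duplicate arrays (32 arrays, 16 samples, 8 groups). Per the file headers, the deposited intensities come from the CodeLink scanner software and the header gives the median of each array, and the normalized intensity equals the raw intensity divided by that median. That the local background was subtracted from the raw intensity is stated in no file and was inferred from values below 0. The table of processed values of the authors holds these normalized values multiplied by a factor close to 1 for each array, with values under 0.01 and masked spots set to 0.01. The raw intensity was divided by the array median, set to at least 0.1 of it, and taken to log2, irregular and masked spots were left out, and probes above background on all 4 arrays of at least 1 group were kept. Of 33849 probes, 16878 are paired with 1 gene symbol by the platform table, 182 with several genes and left unnamed, and 172 were named from a column of the scanner files. Symbols were brought up to date through the gene number in the RefSeq table for 16834 probes, which left 16799 without a name. Duplicate arrays, with a consensus correlation of 0.903, were averaged to 1 value per pooled sample, and limma 3.58.1 in R 4.3.3 (data.table 1.17.8) fitted the 8 groups together, with 8 residual and 3.88 prior degrees of freedom. The comparisons were TBI with sham, each drug with TBI and metyrapone with carbenoxolone at each time, and the differences of the first 3 between 24 and 4 h, with Benjamini-Hochberg adjustment within each and a threshold of 0.05. The 37 gene lists, of which 28 were written from general knowledge and 9 taken from the paper's supplements, were tested with camera at a preset correlation of 0.01 with 1 probe per gene, adjusted over the lists within each comparison. They cover complexes I, II and III, IV and V, apoptosis, death receptor and TNF signaling, immediate early, glucocorticoid-induced, heat shock, antioxidant and inflammatory genes, the CREB and protein kinase A, NFAT, PI3K and AKT, axon guidance and amyloid pathways, proteasome, ribosomal protein, cholesterol synthesis, neuropeptide and synaptic vesicle genes, and markers of pyramidal neurons, interneurons, astrocytes, microglia, oligodendrocytes, endothelium and blood. Those of the study are the custom pathway and the protein kinase A, axonal guidance, CRH, NFAT, nitric oxide and reactive oxygen, glucocorticoid receptor and ubiquitination genes of Table S2, and all its genes together. Genes over 2-fold against TBI were counted by the paper's rule, with the 4 arrays of each group within 2-fold. Where an array or sample was left out, fewer arrays had to agree, so this filter was easier to pass. The correlation and overlap of the drugs and the share of injury-induced genes below TBI were set against 1000 simulations that keep the correlation between genes, with no effect or with no drug effect. Genes named are those of the paper, those with the smallest p where none passes (10 on each side for TBI against sham and each drug against TBI at each time) and the 4 members of each list with the smallest p in a comparison, leaving out predicted genes. Values printed in the paper's figures had been seen when this rule was written. Lists, comparisons, the rule for named genes and 29 alternatives were fixed before the data were examined. The alternatives cover scaling, values, floor, filters, irregular spots, duplicate arrays, groups in the fit, variance trend, blocks, left-out samples, split TBI samples, list tests and probes per gene, and leaving out both dim 24 h samples was added later. A block for the slide run was planned, whereas the medians within a slide run were added after results had been seen. The slide runs are named neither in the paper nor in the sample titles, so that they are batches is assumed. Fzd1, Map2k2 and Taz have no probe under that symbol, and Mapk3, Nfkbib, Plcg2, Nfat5, Usp45, Oxct1 and Pla2g3 have none that passed the filter. Fluoro-Jade counts have no deposited values and were left out. A group of 2 samples gives no spread of its own for a test of 1 sample against the other.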

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

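All tests of an explanation in this part, with what each would show, were chosen only after the result was seen, the outcome that would speak against slide runs was reworded after its value was seen, and the gene lists and comparisons were planned. Gene lists were singled out where the change between TBI and sham differed between 24 and 4 h in a test of that difference. The immediate early genes had a median difference of -1.27 (adjusted p = 0.00461, and adjusted p = 0.978 with an estimated correlation). The microglia and macrophage markers had 1.73 (adjusted p = 7.67e-09, and adjusted p = 0.0448 with an estimated correlation). The endothelial and pericyte markers had 0.064 (adjusted p = 0.0148, and adjusted p = 0.978 with an estimated correlation, a call lost among probes above background on all 32 arrays (adjusted p = 0.273), on array a alone (0.182), without sham 4 h replicate 2 (0.175), without TBI 4 h replicate 1 (0.107) and without TBI 24 h replicate 2 (0.132)). Of the lists that the study chose on these samples, the axonal guidance genes had -1.22 (adjusted p = 0.00758, and adjusted p = 0.978 with an estimated correlation, a call lost without sham 4 h replicate 1 (adjusted p = 0.0734), without TBI 4 h replicate 1 (0.0647) and with all probes of each gene (0.128)). The glucocorticoid receptor genes had -1.30 (adjusted p = 0.0338, and adjusted p = 0.978 with an estimated correlation, a call lost without the filter on dim probes (adjusted p = 0.0578), among probes above background on all 32 arrays (0.0684), with the slide run as a block (0.100), without sham 4 h replicate 2 (0.113), without TBI 4 h replicate 1 (0.0964), without TBI 4 h replicate 2 (0.0921), without sham 24 h replicate 1 (0.264), without TBI 24 h replicate 2 (0.0776) and with all probes of each gene (0.125)). The ubiquitination genes had -1.25 (adjusted p = 0.00733, and adjusted p = 0.978 with an estimated correlation, a call lost among probes above background on all 32 arrays (adjusted p = 0.120)). All Table S2 genes had -1.18 (adjusted p = 7.67e-09, and adjusted p = 0.978 with an estimated correlation). In the same test of metyrapone against TBI, all Table S2 genes had 0.76 (adjusted p = 0.0200, and adjusted p = 0.974 with an estimated correlation, a call lost without the filter on dim probes (adjusted p = 0.101), without TBI 4 h replicate 2 (0.259), without TBI+MT 4 h replicate 1 (0.100), without TBI+MT 24 h replicate 2 (0.731) and with all probes of each gene (0.101)). For carbenoxolone against TBI, the proteasome and ubiquitin genes had 1.53 (adjusted p = 0.0437, and adjusted p = 0.971 with an estimated correlation, a call lost among probes above background on all 32 arrays (adjusted p = 0.199), with the sample number as a block (0.0501), without TBI 4 h replicate 1 (0.103), without TBI+CB 4 h replicate 1 (0.0628), without TBI+CB 4 h replicate 2 (0.0502), without TBI 24 h replicate 1 (0.0591), without TBI+CB 24 h replicate 1 (0.178) and with all probes of each gene (0.0500)), and all Table S2 genes 1.25 (adjusted p = 0.00144, and adjusted p = 0.971 with an estimated correlation). At 24 h the drug-treated samples and TBI lie in different slide runs, so the differences for the drugs cannot be told apart from the slide run. For single genes limma called 0 probes in each of the 3 tests of a difference between times. At an unadjusted p under 0.05 there were 414 for TBI against sham, 821 for metyrapone and 1364 for carbenoxolone. With the authors' processed values it called 8 for carbenoxolone and 7 for metyrapone. For carbenoxolone it called 2 with all 32 arrays and 1 after quantile normalization. With a floor of 0.01 it called 1 for TBI against sham.

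Of the lists written from general knowledge, the immediate early genes had a median of 1.14 in TBI against sham at 4 h (adjusted p = 1.51e-04, and adjusted p = 0.724 with an estimated correlation, a call lost under the paper's replicate filter (adjusted p = 0.92, with the direction reversed)). The glucocorticoid-induced genes had 1.04 at 4 h (adjusted p = 0.0166, and adjusted p = 0.842 with an estimated correlation, a call lost among probes above background on all 32 arrays (adjusted p = 0.218), without sham replicate 1 (0.125) and without TBI replicate 1 (0.0934)). The inflammatory cytokine and chemokine genes had 0.81 at 4 h (adjusted p = 9.46e-05, and adjusted p = 0.647 with an estimated correlation). At 24 h the median was 0.18 for the heat shock and chaperone genes (adjusted p = 0.0406, and adjusted p = 0.998 with an estimated correlation, a call lost after quantile normalization (adjusted p = 0.0507), with a floor of 0.01 (0.0565), without the filter on dim probes (0.635), among probes above background on all 32 arrays (0.943), on array a alone (0.183), in a fit of the 4 groups of that time (0.0665), without sham replicate 2 (0.427), without TBI replicate 1 (0.128) and without TBI replicate 2 (0.0749)). It was 0.52 for the inflammatory genes (adjusted p = 2.92e-04, and adjusted p = 0.701 with an estimated correlation, a call lost without sham replicate 1 (adjusted p = 0.370)). It was 0.31 for the ribosomal protein genes (adjusted p = 0.0260, and adjusted p = 0.998 with an estimated correlation, a call lost without the filter on dim probes (adjusted p = 0.635), on array a alone (0.183), in a fit of the 4 groups of that time (0.0597), without sham replicate 2 (0.564) and without TBI replicate 2 (0.608)). The microglia and macrophage markers had 1.52 (adjusted p = 1.39e-09, and adjusted p = 0.0325 with an estimated correlation).

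Most probes stood higher in TBI than in sham at 4 h, with a median of 0.33, and lower with both drugs than in TBI. The spread of signal over the array median may differ between samples whatever their group: the median difference between the 2 samples of a group reached 1.07 (TBI+CB at 24 h), and in 4 of 8 groups it was at least as large as the difference between TBI and sham. For TBI against sham, a difference between slide runs cannot be told apart. The TBI sample of the sham slide run stood 0.199 above sham, while the sham samples differed by 0.201 and the TBI samples by 0.430. For the drugs against TBI replicate 2, of their own slide run, the medians were -0.582 with metyrapone and -0.390 with carbenoxolone. Against TBI replicate 1, of the other run, they were -0.326 and -0.188. The drugs thus stood below TBI inside 1 slide run too, and by more than across runs. Each of these comparisons rests on 1 TBI sample, so they do not decide on slide runs for the drugs. An effect of injury on many genes at once stays open as an untested biological explanation.

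The changes with the drugs at 4 h were correlated, and most genes higher in TBI than in sham lay below TBI with both. That both comparisons share the TBI samples could account for the correlation, since the observed 0.615 lies within the simulated range without any effect. That range (0.00942 to 0.813) is too wide to tell a shared effect from none. That the TBI samples both chose the genes and served as the reference cannot be told apart from a drug effect, because the excess of the chosen genes over all probes ran from -5.07 to 20.5 percentage points when 1 TBI sample chose and the other served, with 2 samples per group. With metyrapone 96.1% of the chosen genes lay below TBI, just above the range simulated without a drug effect (27.2 to 95.6). With carbenoxolone 95.3% did, inside its range (25.9 to 95.5). A shared effect of the drugs stays open as a hypothesis.

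The microglia and macrophage markers stood higher in TBI than in sham at 24 h, with Tyrobp at 43.5 ± 4.62 in TBI and 11.1 ± 4.00 in sham-injured rats and Csf1r at 75.4 ± 17.9 in TBI and 28.1 ± 15.4 in sham-injured rats (SD, n = 2 each). A lower share of neurons in the captured material would raise the markers of every other cell type alike. The median of the 30 other astrocyte, oligodendrocyte and endothelial markers lay -1.62 from the microglia median (bootstrap 95% -2.03 to -0.418). Of these markers 14 were higher, which argues against a lower share of neurons for the 30 as a set. For the 13 of them above background on all 32 arrays the difference was -1.16 (-1.66 to 0.0103), and 10 were higher. Among such probes the astrocyte and endothelial lists passed on the higher side (adjusted p = 0.00592 and 0.0343 from camera). This subset cannot decide, because the filter covers the TBI arrays at 24 h and so can drop markers for falling there. Gjb6 was dropped, with 1.13 in TBI and 9.49 in sham. The 13 were also set against all 9 microglia markers, of which 2 passed the filter. More RNA of microglia or macrophages in the material collected by laser capture stays open, since 9 of 9 measured markers being higher is the pattern itself and no test of it. The design does not separate these from expression by the neurons themselves, and the astrocyte genes Gfap (3.31) and Vim (2.34) were also higher in value while Gjb6 was at least 7.48-fold lower.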

How the results depend on the processing

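The number of pools limits the precision: with 2 pooled samples per group, tests on simulated data with independent genes recovered 8% of genes changed 4-fold, 36% at 8-fold, 62% at 16-fold and 80% at 32-fold between TBI and sham at 4 h. Single genes and gene lists were compared by direction and side of the threshold, where reversed means that either value passed, and counts by a factor of 1.5. Of the gene values under all alternatives, 30688 kept their side of the threshold and 31 passed only there. Of the list values 8257 kept it, 83 passed only there, 217 no longer passed and 5 reversed. Changes of direction where neither value passed were not counted apart, so values that kept their side may include some. Of the counts, shares and correlations, 396 stayed close, 124 moved and 2 reversed. The 2 sums of gene lists past the threshold were chosen after separate counts for the 11 comparisons had been seen.

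The values that moved or reversed are given by setting, and their cause was not tested unless named. On array a alone, called probes for TBI against sham at 24 h 2, called probes for TBI+CB against TBI at 24 h 1, called probes for TBI+MT against TBI at 24 h 2, probes over 2-fold at 24 h 873 and probes over 2-fold at 4 h 747. With all 32 arrays and the sample as a random block, called probes for TBI against sham at 24 h 12, called probes for TBI against sham at 4 h 1, called probes for TBI+CB against TBI at 24 h 1, called probes for TBI+CB against TBI at 4 h 1, called probes for TBI+CB against TBI, 24 h minus 4 h 2 and called probes for TBI+MT against TBI+CB at 24 h 1. On array b alone, called probes for TBI against sham at 4 h 1, called probes for TBI+CB against TBI at 24 h 4, called probes for TBI+MT against TBI+CB at 24 h 3, called probes for TBI+MT against TBI+CB at 4 h 1, probes over 2-fold at 24 h 886 and probes over 2-fold at 4 h 742. In a fit of the 4 groups of the same time, called probes for TBI against sham at 4 h 2. With a floor of 0.01, called probes for TBI against sham, 24 h minus 4 h 1. After quantile normalization, called probes for TBI+CB against TBI at 24 h 2, called probes for TBI+CB against TBI, 24 h minus 4 h 1, probes over 2-fold at 24 h 116, probes over 2-fold lower with both drugs at 4 h 691 and % of induced probes lower with MT at 4 h 90.6. With the authors' processed values, called probes for TBI+CB against TBI at 24 h 30, called probes for TBI+CB against TBI, 24 h minus 4 h 8, called probes for TBI+MT against TBI at 24 h 17, called probes for TBI+MT against TBI at 4 h 1 and called probes for TBI+MT against TBI, 24 h minus 4 h 7. Without the filter on dim probes, called probes for TBI+CB against TBI at 24 h 1, probes over 2-fold higher with both drugs at 24 h 1225, probes over 2-fold higher with both drugs at 4 h 912, probes over 2-fold lower with both drugs at 24 h 1457, % of induced probes lower with CB at 24 h 81.0 and % of induced probes lower with MT at 4 h 93.0. Under the paper's replicate filter, called probes for TBI+CB against TBI at 24 h 23, called probes for TBI+MT against TBI at 24 h 35, called probes for TBI+MT against TBI+CB at 24 h 7, probes over 2-fold higher with both drugs at 24 h 0, probes over 2-fold higher with both drugs at 4 h 0, probes over 2-fold lower with both drugs at 24 h 60, probes over 2-fold lower with both drugs at 4 h 35, % of induced probes lower with CB at 24 h 85.7, % of induced probes lower with MT at 4 h 100 and lists past the threshold, summed over the 8 comparisons 4. This filter selects probes for the agreement that limma takes as its error, so its called probes cannot be set beside the main counts. Without both dim 24 h samples, an alternative chosen after seeing the data, called probes for TBI+CB against TBI at 24 h 7, probes over 2-fold higher with both drugs at 24 h 3217 and % of induced probes lower with CB at 24 h 43.8. With the slide run as a block, called probes for TBI+CB against TBI at 4 h 1, called probes for TBI+MT against TBI at 4 h 49, drug correlation at 4 h was 0.839, probes over 2-fold higher with both drugs at 4 h 1429, probes over 2-fold lower with both drugs at 4 h 3811, % of induced probes lower with CB at 4 h 71.9 and % of induced probes lower with MT at 4 h 68.8. Among probes above background on all 32 arrays, probes over 2-fold at 24 h 129, probes over 2-fold at 4 h 205, probes over 2-fold higher with both drugs at 24 h 6, probes over 2-fold higher with both drugs at 4 h 31, probes over 2-fold lower with both drugs at 24 h 117, probes over 2-fold lower with both drugs at 4 h 219, % of induced probes lower with CB at 24 h 83.6, % of induced probes lower with MT at 4 h 98.7, lists past the threshold, summed over the 3 differences between times 5 and lists past the threshold, summed over the 8 comparisons 16. Without the replicate filter, probes over 2-fold at 24 h 7722 and probes over 2-fold at 4 h 7763. With the replicate filter over all 8 groups, probes over 2-fold at 24 h 119 and probes over 2-fold at 4 h 7. With the replicate filter on sample means, probes over 2-fold at 24 h 1065 and probes over 2-fold at 4 h 768. With MT against TBI sample 1 and CB against sample 2 (genes chosen with sample 1), drug correlation at 4 h was 0.299, probes over 2-fold higher with both drugs at 4 h 235, % of induced probes lower with CB at 24 h 53.7, % of induced probes lower with CB at 4 h 71.9 and % of induced probes lower with MT at 4 h 68.8. With the TBI samples the other way round, drug correlation at 4 h was -0.120, probes over 2-fold higher with both drugs at 4 h 152, probes over 2-fold lower with both drugs at 4 h 915, % of induced probes lower with CB at 24 h 50.5, % of induced probes lower with CB at 4 h 71.7 and % of induced probes lower with MT at 4 h 84.9. With an estimated correlation, lists past the threshold, summed over the 3 differences between times 1 and lists past the threshold, summed over the 8 comparisons 1. With fry, lists past the threshold, summed over the 3 differences between times 0 and lists past the threshold, summed over the 8 comparisons 0.

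Gene lists that changed direction, with a value past the threshold in the main fit or the alternative, were astrocyte markers, TBI vs sham at 24 h (among probes above background on all 32 arrays, adjusted p = 0.00592), cytosolic ribosomal protein genes, TBI+MT vs TBI at 4 h (under the paper's replicate filter, adjusted p = 0.762), endothelial and pericyte markers, TBI vs sham at 4 h (among probes above background on all 32 arrays, adjusted p = 0.848), immediate early and activity-regulated genes, TBI vs sham at 4 h (under the paper's replicate filter, adjusted p = 0.92) and study Table S2 genes, all pathways, TBI+MT vs TBI+CB at 24 h (under the paper's replicate filter, adjusted p = 0.987).

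Leaving out each pooled sample in turn, with the lone sample of a group assumed to vary like the other groups, gave these lowest and highest values: called probes for TBI against sham at 24 h 0 to 0, called probes for TBI against sham at 4 h 0 to 47, called probes for TBI against sham, 24 h minus 4 h 0 to 1, called probes for TBI+CB against TBI at 24 h 0 to 15, called probes for TBI+CB against TBI at 4 h 0 to 1, called probes for TBI+CB against TBI, 24 h minus 4 h 0 to 0, called probes for TBI+MT against TBI at 24 h 0 to 0, called probes for TBI+MT against TBI at 4 h 0 to 49, called probes for TBI+MT against TBI+CB at 24 h 0 to 1, called probes for TBI+MT against TBI+CB at 4 h 0 to 0, called probes for TBI+MT against TBI, 24 h minus 4 h 0 to 0, probes over 2-fold at 24 h 272 to 1044, probes over 2-fold at 4 h 485 to 3482, drug correlation at 24 h -0.110 to 0.619, drug correlation at 4 h 0.468 to 0.839, probes over 2-fold higher with both drugs at 24 h 304 to 1732, probes over 2-fold higher with both drugs at 4 h 233 to 1429, probes over 2-fold lower with both drugs at 24 h 625 to 1531, probes over 2-fold lower with both drugs at 4 h 679 to 3811, % of induced probes lower with CB at 24 h 37.5 to 75.6, % of induced probes lower with CB at 4 h 90.7 to 98.1, % of induced probes lower with MT at 24 h 59.0 to 85.8, % of induced probes lower with MT at 4 h 88.4 to 98.9, lists past the threshold, summed over the 3 differences between times 8 to 12, lists past the threshold, summed over the 8 comparisons 18 to 34.

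The sample number as a block gave 0 called probes in the 8 comparisons and the 3 differences between times, where limma without it also called 0, and 33 lists over the 8 comparisons and 9 over the 3 differences between times past the threshold, but the numbers pair no samples: over 28 pairs of groups the difference between samples 1 and 2 correlated at -0.566 to 0.559 (median 0.00465, 7 over 0.1). Background correction with normexp was not run, since the files hold no separate background intensity. Probes past the adjusted p threshold for the correlation and the induced genes gave no value, as no gene passed, gene lists were not run with all 32 arrays, since camera takes no block, and the paper's replicate filter was not run for the differences between times.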

Differences from the paper's values

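At 4 h, genes over 2-fold against TBI in sham, TBI+MT or TBI+CB, with the replicates within 2-fold, were 379 probes, and the paper's count is 870 genes. Of 21 alternatives set before the data were examined, 4 came within 1.5 times of it: array a alone (747), array b alone (742), without sham 4 h replicate 2 (652) and the replicate filter on sample means (768), and the others did not. With an array or sample left out, fewer arrays had to agree within 2-fold, which by itself lets more probes pass. Plcg1 in TBI at 4 h was 0.986 times sham, and the paper's value is about 2.1 in Fig. 2C, read by eye, which none of 20 alternatives reached, while another Plcg1 probe gave 2.12. Mdm2 was 2.70 times sham in TBI and 1.69 times in TBI+CB at 4 h, and the paper's values are about 0.49 and about 0.63 in Fig. 4, read by eye, which none of 18 and 30 alternatives reached. In TBI+CB at 24 h it was 2.12 times sham, and the paper's value is about 0.30 in Fig. 4, read by eye, with which 2 of 30 alternatives did not differ: without sham replicate 2 and without TBI+CB replicate 1. Another Mdm2 probe gave 0.492 and 0.641 at 4 h and 0.454 at 24 h. Of all figure values compared, 66 of 78 at 4 h and 3 of 9 at 24 h lay within 10% of those read by eye, and 74 and 6 within 1.5 times.

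For the NFAT pathway the paper states that both drugs increased expression of genes at 24 h (Fig. 3A). Of the 16 genes of the list, 6 stood above TBI with metyrapone and 9 with carbenoxolone. Of 5 genes that Table S2 gives for the pathway, 1 and 4 did, and Nfkbia was higher with both. The paper presents Table S2 as an example from TBI against control, so these 5 need not be the genes meant in Fig. 3A. Only 26.0% of all probes stood above TBI with metyrapone and 48.7% with carbenoxolone, and the medians of the NFAT list lay 0.21 and 0.13 above that of all probes, the direction that the paper states, without the list passing (adjusted p = 0.918 with camera's direction up and adjusted p = 0.881). The paper states that the drugs shared fewer targets at 24 h than at 4 h, and by its rule 35 probes were lower with both at 4 h and 60 at 24 h, while without the replicate filter 1843 were lower with both at 4 h and 880 at 24 h, and 478 and 493 higher. After quantile normalization, by its rule 6 were lower and 8 higher with both at 4 h and 2 and 4 at 24 h, which is fewer as the paper states, and without the replicate filter 691 and 739 were lower and 545 and 536 higher.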

Other observations

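The results for TBI against sham at 24 h and the gene lists in this part come from planned tests. The medians within a slide run were chosen only after the result was seen. Cholesterol biosynthesis is among the processes that the paper lists in Table S1. At 24 h Gfap, the intermediate filament of reactive astrocytes, stood at 36.4 ± 4.16 in TBI and 3.86 ± 1.75 in sham-injured rats (SD, n = 2 each, log2 fold change 3.31, adjusted p = 0.339 from limma), and Gjb6, an astrocyte gap junction gene, was at least 7.48-fold lower (adjusted p = 0.402). The small heat shock protein Hspb1 stood at 66.0 ± 11.8 in TBI and 3.61 ± 4.21 in sham-injured rats (log2 fold change 5.01, adjusted p = 0.736), and Lcn2, at least 27.4-fold higher, the neuropeptide galanin, Gal, at least 15.7-fold higher, and the lysosomal protein Cd68, at least 3.62-fold higher, were also higher in value. Further genes with the smallest p were Ehd2 (3.40), Acox3 (at least 5.98-fold higher), the actin-binding Tagln2 (3.32), Adamts7 (at least 6.75-fold higher) and Sprr1a (at least 12.3-fold higher) on the higher side, and Nalcn (at least 2.17-fold lower), Hectd2 (-1.45), Abcc8 (at least 1.14-fold lower), Galnt3 (-1.58), Tmem125 (at least 1.54-fold lower), Suclg1 (-1.68), Tasp1 (-2.00), Itga1 (at least 2.15-fold lower) and C15h14orf93 (-1.98) on the lower side. With all 32 arrays and the sample as a random block limma called 12 probes, among them Gfap, Gjb6, Hspb1, Lcn2, Gal and Tagln2, and on array a alone 2. The microglia and macrophage markers rose, with 9 of 9 higher and 5 over 2-fold (median 1.52, adjusted p = 1.39e-09, and adjusted p = 0.0325 with an estimated correlation), among them Cd68 and Tyrobp (2.02), and 1 passed limma over the list alone. Inflammatory genes rose, with 13 of 15 higher and 5 over 2-fold (median 0.52, adjusted p = 2.92e-04, and adjusted p = 0.701 with an estimated correlation), among them Timp1 (3.00), Ccl7 (2.64) and Ccl2 (at least 3.46-fold higher), and 2 passed over the list alone, a call lost without sham replicate 1 (adjusted p = 0.370). Cytosolic ribosomal protein genes rose as a list relative to other genes, with higher values for 25 of 28 members (median 0.31, adjusted p = 0.0260, and adjusted p = 0.998 with an estimated correlation), among them Rps16 (1.29) and Rps14 (1.18), with 0 over the list alone, a call lost without the filter on dim probes (adjusted p = 0.635), on array a alone (0.183), in a fit of the 4 groups of that time (0.0597), without sham replicate 2 (0.564) and without TBI replicate 2 (0.608). Heat shock and chaperone genes also rose as a list, with higher values for 7 of 11 members (median 0.18, adjusted p = 0.0406, and adjusted p = 0.998 with an estimated correlation), among them Hspb1 and Hspb8 (1.89), with 1 over the list alone, a call lost after quantile normalization (adjusted p = 0.0507), with a floor of 0.01 (0.0565), without the filter on dim probes (0.635), among probes above background on all 32 arrays (0.943), on array a alone (0.183), in a fit of the 4 groups of that time (0.0665), without sham replicate 2 (0.427), without TBI replicate 1 (0.128) and without TBI replicate 2 (0.0749). For single genes limma called 0 probes (325 at an unadjusted p under 0.05), and the median over all probes was 0.012 (0.054 after quantile normalization).

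At 4 h the ribosomal protein genes fell relative to other genes with metyrapone, with 25 of 28 lower and 13 over 2-fold (median -0.90, adjusted p = 0.0131, and adjusted p = 0.804 with an estimated correlation), among them Rpl10a (-1.82) and Rps23 (-1.75), and with carbenoxolone 24 of 28 were lower (adjusted p = 0.340). With the slide run as a block they had adjusted p = 0.0183 with metyrapone and 0.0877 with carbenoxolone, and medians of -1.25 and -0.97 within it, and the metyrapone call was lost among probes above background on all 32 arrays (adjusted p = 0.107), under the paper's replicate filter (0.762, with the direction reversed), without TBI replicate 2 (0.287) and without TBI+MT replicate 2 (0.216). Cholesterol synthesis genes were higher in TBI than in sham for 17 of 17 members, among them Insig1 (1.52) and Dhcr7 (1.53), and lower than TBI for 17 of 17 with metyrapone and 14 of 17 with carbenoxolone, without passing (adjusted p = 0.151, adjusted p = 0.359 and adjusted p = 0.826). Pyramidal neuron markers were higher in TBI for 7 of 7 (adjusted p = 0.835) and lower with metyrapone for 7 of 7 (adjusted p = 0.989), among them Chgb (1.08 in TBI and -1.02 with metyrapone). Astrocyte markers were lower with metyrapone for 10 of 11 (adjusted p = 0.0882), among them Aqp4 (-1.87) and Gja1 (-1.65), oligodendrocyte lineage markers for 7 of 9 (adjusted p = 0.809 with camera's direction up), and blood and neutrophil markers were higher with carbenoxolone for 3 of 3 (adjusted p = 0.0686). Within the shared slide run the metyrapone medians were -0.71 for cholesterol synthesis, -0.56 for pyramidal, -1.20 for astrocyte and -0.82 for oligodendrocyte markers, and -0.17 with carbenoxolone for the blood markers. The first principal component held 42.5% of the variance over the 16 samples, and the samples with the fewest probes above background were TBI+MT replicate 1 and TBI+CB replicate 2 at 24 h.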
